# The senescence-associated secretome of Hedgehog-deficient hepatocytes drives MASLD progression

**DOI:** 10.1172/JCI180310

**Published:** 2024-08-27

**Authors:** Ji Hye Jun, Kuo Du, Rajesh Kumar Dutta, Raquel Maeso-Diaz, Seh Hoon Oh, Liuyang Wang, Guannan Gao, Ana Ferreira, Jon Hill, Steven S. Pullen, Anna Mae Diehl

**Keywords:** Hepatology, Metabolism, Cell stress, Cellular senescence, Mitochondria

## Abstract

The burden of senescent hepatocytes correlates with the severity of metabolic dysfunction–associated steatotic liver disease (MASLD), but the mechanisms driving senescence and how it exacerbates MASLD are poorly understood. Hepatocytes experience lipotoxicity and become senescent when Smoothened (Smo) is deleted to disrupt Hedgehog signaling. We aimed to determine whether the secretomes of Smo-deficient hepatocytes perpetuate senescence to drive MASLD progression. RNA-Seq analysis of liver samples from human and murine cohorts with MASLD confirmed that hepatocyte populations in MASLD livers were depleted of Smo^+^ cells and enriched with senescent cells. When fed a choline-deficient, amino acid–restricted high-fat diet (CDA-HFD) to induce MASLD, Smo^–^ mice had lower antioxidant markers and developed worse DNA damage, senescence, steatohepatitis, and fibrosis than did Smo^+^ mice. Sera and hepatocyte-conditioned medium from Smo^–^ mice were depleted of thymidine phosphorylase (TP), a protein that maintains mitochondrial fitness. Treating Smo^–^ hepatocytes with TP reduced senescence and lipotoxicity, whereas inhibiting TP in Smo^+^ hepatocytes had the opposite effect and exacerbated hepatocyte senescence, steatohepatitis, and fibrosis in CDA-HFD–fed mice. We conclude that inhibition of Hedgehog signaling in hepatocytes promoted MASLD by suppressing hepatocyte production of proteins that prevent lipotoxicity and senescence.

## Abstract 2

Hepatocyte hedgehog signaling generates factors that maintain metabolic homeostasis and prevent metabolic dysfunction-associated steatotic liver disease (MASLD).

## Introduction

Over the past 50 years, much of the world’s population has transitioned into a state of relative energy surplus due to improvements in food availability and declining demands for physical activity. This shift has imposed challenges on homeostatic mechanisms that maintain tissue energy balance, spawning a global increase in diseases caused by metabolic dysfunction (1). Metabolic dysfunction–associated steatotic liver disease (MASLD) is now a leading cause of chronic liver disease in most countries (2). Liver-related mortality in MASLD is greatest in people with MASLD cirrhosis and associates with increased mortality from other causes (3). MASLD cirrhosis is the end result of a chronic degenerative process that develops when constitutive regenerative mechanisms to replace dead hepatocytes are overwhelmed, leading to progressive replacement of functional parenchyma with fibrous scarring. Thus, development of interventions to prevent, arrest, and/or reverse MASLD progression requires a deeper understanding of the inherent mechanisms that normally maintain liver homeostasis.

The risk for MASLD cirrhosis and other metabolic dysfunction–related degenerative diseases varies among individuals but generally increases with age (4). Older age increases the incidence and prevalence of degenerative diseases because epigenetic modifications that promote cellular metabolic dysfunction accumulate with aging. This amplifies the tissue burden of dysfunctional cells that are unable to regenerate but that secrete factors that perpetuate maladaptive repair. Thus, cellular senescence and related senescence-associated secretory phenotypes (SASPs) are acknowledged hallmarks of aging tissues (5). MASLD and other chronic liver diseases induce hepatocyte DNA damage and senescence, and MASLD severity correlates with the burden of senescent hepatocytes (6). However, the mechanisms driving hepatocyte senescence, and how this exacerbates MASLD, are poorly understood.

Hedgehog, a lipid-regulated morphogenic signaling pathway, is known to inhibit senescence and promote longevity (7). Hedgehog signaling is tightly coupled to primary cilia and, thus, nutrient sensing (8). Hedgehog maintains organelle quality control mechanisms and optimizes energy retrieval while repressing expression of cell-cycle inhibitors (9). Hence, growing and regenerating tissues, as well as many cancers, exhibit high Hedgehog pathway activity (10). Previous studies demonstrated increased Hedgehog signaling in chronically injured livers and liver cancers, but barely any detectable pathway activity in healthy livers, consistent with evidence that hepatocytes replicate very infrequently in adulthood (11). Also, as mentioned earlier, Hedgehog signaling is tightly coupled to cilia, and cilia are found in fewer than 10% of adult hepatocytes at a given time (12). Together, these findings led to the assumption that the Hedgehog pathway is dormant in the vast majority of healthy adult hepatocytes and thus plays a negligible role in regulating hepatocyte function in uninjured livers. However, work by us and others challenges this concept. As summarized in 2 recent reviews (13, 14), profound dysregulation of fatty acid, cholesterol, bile acid, and glucose metabolism ensues when the Hedgehog pathway is disrupted in hepatocytes. Furthermore, our recent analysis of hepatocyte RNA-Seq datasets from healthy young and old mice revealed substantial age-related differences in hepatocyte Hedgehog pathway activity. Basal Hedgehog signaling was repressed in hepatocytes from old mice. Conversely, hepatocytes from young mice had greater pathway activity and quickly became senescent when Smoothened (Smo) (an obligatory Hedgehog pathway component) was disrupted experimentally (15). Although the mechanisms involved have not yet been defined, we found that disrupting Hedgehog signaling in hepatocytes evoked multiple defects that are known to trigger cell senescence, including impaired growth factor signaling, mitochondrial dysfunction, autophagy inhibition, increased oxidative stress, DNA damage, and telomere attrition. Remarkably, this was sufficient to induce MASLD in healthy young chow-fed mice. Concomitant analysis of archived human liver samples showed that the burden of Smo-depleted hepatocytes is markedly greater in patients with MASLD than in age-matched controls and parallels senescent hepatocyte accumulation and progression to cirrhosis in people with MASLD (16). Together, these findings indicate that inhibition of Hedgehog pathway activity in hepatocytes accelerates liver aging. This suggests that Hedgehog-deficient hepatocytes may be fundamentally responsible for the maladaptive regenerative responses that drive progressive hepatic dysfunction and degeneration in MASLD.

Similar to other senescent cell types, Smo-depleted hepatocytes remain viable, but their state change induces SASPs that robustly affect their secretomes. SASPs critically shape repair responses, and cumulative aging-related changes in SASPs can progressively corrupt regenerative efforts, resulting in tissue degeneration (17). Hence, in the current study, we evaluated the hypothesis that the secretome of Hedgehog-deficient hepatocytes perpetuates senescence to drive MASLD progression. Unexpectedly, our initial efforts to profile the secreted proteome of Smo-depleted hepatocytes demonstrated striking depletion of thymidine phosphorylase (TP), a protein that is normally induced by antioxidant mechanisms and functions to inhibit senescence by preserving mitochondrial fitness and optimizing repair of damaged DNA (18). Loss-of-function mutations of *Tymp*, the human gene that encodes TP, cause a rare mitochondriopathy that is typically fatal by the third to fourth decade of life (19). Our findings identify a role for Smo in the regulation of TP and thus indicate a mechanism whereby Hedgehog signaling enables hepatic metabolic resiliency. Importantly, the results demonstrate that perturbations of these basal defenses accelerate liver aging and promote the pathogenesis and progression of MASLD.

## Results

### Hepatocyte-specific deletion of Smo exacerbates MASLD in mice.

Smo is an obligatory component of the Hedgehog pathway. To determine whether (and how) changes in hepatocyte Hedgehog activity influence MASLD progression, we fed Smo^fl/fl^ mice a metabolic dysfunction–associated steatohepatitis–inducing (MASH-inducing) diet for 6 weeks and used viral vectors to delete Smo selectively in hepatocytes during the final week. 

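Bulk RNA-Seq was performed on livers of 4 control mice and 4 Smo-KO mice from this feeding experiment. All were male Smo fl/fl mice fed the CDA-HFD, a high-fat diet deficient in choline and restricted in amino acids that induces steatohepatitis, for 6 weeks, and each received a vector 1 week before sacrifice. The vector was an adeno-associated virus of serotype 8 with the TBG promoter, which is active in hepatocytes. In control mice it carried luciferase, and in Smo-KO mice it carried Cre recombinase, which excises the floxed part of Smo. For each liver the authors deposited the number of reads counted on each of 25239 gene symbols, without normalization, together with the number of reads that fell on no gene or on more than 1 gene. The paper's text does not name the aligner, the genome build or the gene annotation. Its statistics section and the legend of Supplemental Figure 1 name tests between groups, without saying whether these were used for the RNA-Seq genes. Because the build is not named, genes are given here by the symbols in the count files, without coordinates.
Between 9177277 and 9999732 reads per liver were counted on genes in control mice (median 9643036, mean 9615770). In Smo-KO mice the number was between 8203299 and 9543675 (median 9406611, mean 9140049). The means could not be told apart (exact permutation test, two-sided p = 0.257, n = 4 per group). At this depth 3 reads correspond to between 0.297 and 0.366 CPM, the counts scaled to the size of each library, and fold changes of genes near that level are uncertain. The counts were scaled by edgeR's TMM method, genes with too few reads were removed by its filterByExpr function, and the remaining 12977 genes were tested with its quasi-likelihood F test, 4 mice against 4, with Benjamini-Hochberg adjustment. Reads came from whole liver, so each value sums over hepatocytes and all other liver cells.
The targeted gene was lower in every Smo-KO liver than in every control liver. Smo averaged 8.40 ± 0.270 CPM (SD, n = 4) in control livers and 4.56 ± 0.765 CPM (SD, n = 4) in Smo-KO livers, which is 54.3% of the control level. The individual values were 8.17, 8.49, 8.74 and 8.21 CPM in control mice 1 to 4 and 5.67, 3.93, 4.27 and 4.37 CPM in Smo-KO mice 1 to 4, from 72 to 88 reads and from 35 to 55 reads, respectively. The difference passed an exact permutation test of the 8 values (two-sided p = 0.0286, the smallest that 4 mice against 4 allow). Its log2 fold change was -0.88 (standard error 0.16) with an adjusted p of 0.0957 in edgeR's quasi-likelihood test over all genes, and it stayed between -0.997 and -0.811 when each mouse was left out in turn. Without Smo-KO mouse 1, whose Smo value was closest to the controls, the adjusted p was 0.0266. The processing that moved the adjusted p most was DESeq2's Wald test on the same genes, which gave 0.00613. Over all alternatives the adjusted p ran from 0.00613 to 0.219.

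**Figure D1:**
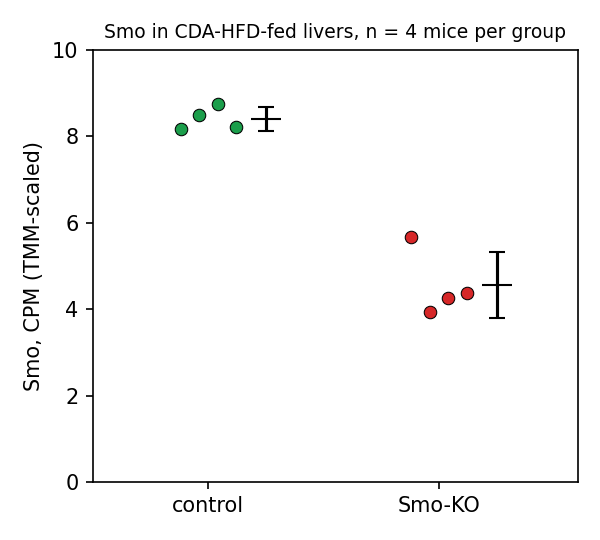
Smo in CPM (vertical axis, TMM-scaled) in livers of CDA-HFD-fed control and Smo-KO mice. Each point is 1 mouse, and the bar beside each group is the mean with the SD; the 4 Smo-KO mice lie between 3.93 and 5.67 CPM, all below the control mice.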

Results in mice with hepatocyte-specific deletion of Smo (Smo-KO) were compared with Smo^fl/fl^ mice that were treated with control vectors (Figure 1A). Our previous work in chow-fed Smo^fl/fl^ mice demonstrated that this gene-targeting approach selectively depletes Smo in hepatocytes by approximately 90% within 48–72 hours (20). 

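The similarity of the 8 liver transcriptomes was measured on the 500 most variable genes after DESeq2's variance-stabilizing transformation, made without knowledge of the groups. The first principal component held 38.9% of the variance and the second held 25.5%. Control mice had PC1 coordinates from -8.20 to -3.57 (mean -5.33 ± 2.08, SD, n = 4) and Smo-KO mice from -0.613 to 10.4 (mean 5.33 ± 4.58, SD, n = 4), so the groups did not overlap on this axis (exact permutation test of the means, two-sided p = 0.0286). Smo-KO mouse 1, at -0.613, was the Smo-KO mouse nearest to the controls. On PC2 the group means differed by less than the spread between mice (exact permutation test, two-sided p = 0.83).
Genotype accounted for 31.6% of the squared distance between livers, more than in any of the other 34 splits of the 8 mice into groups of 4 (exact permutation test over 35 splits, p = 0.0286), where splits gave 14.3% on average. The distance between a control and a Smo-KO liver averaged 15.8 ± 2.84 (SD over pairs), against 13.2 ± 2.29 between livers of 1 group, and for 6 of the 8 mice the nearest other mouse was of the same group. With log2 CPM in place of the variance-stabilized counts, the setting that moved the first component most, it held 27.1% of the variance, and the exact permutation p of the group means on it was again 0.0286.
Gene by gene, 1797 of the 12977 genes tested (13.8%) had an unadjusted p under 0.05, and in 956 genes (7.37%) all 4 values of 1 group lay above all 4 of the other, where chance gives 2.86%. No gene had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The lowest was 0.0785, and 15 genes were under 0.1. This count depends on the test. DESeq2's Wald test on the same genes, with its own size factors, gave 163 genes with an adjusted p under 0.05, 79 higher and 84 lower in Smo-KO livers. All 163 had an unadjusted p under 0.05 and the same direction in edgeR's test, with adjusted p from 0.0785 to 0.178 there, and in 128 of them the groups did not overlap.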

Principle component analysis of bulk RNA-Seq datasets of livers from 4 choline-deficient, amino acid–restricted high-fat diet–fed (CDA-HFD-fed) control mice and 4 CDA-HFD–fed mice with Smo-depleted hepatocytes (Smo-KO) mice confirmed clustering of transcriptomes within each experimental group and revealed substantial differences in the transcriptomes of the control livers versus Smo-KO livers (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI180310DS1). Further gene set enrichment analysis (GSEA) revealed that genes related to adipogenesis and fatty acid metabolism were upregulated, whereas those involved in cholesterol homeostasis were downregulated in Smo-KO livers (Supplemental Figure 1C). Also, although serum glucose levels were similar in CDA-HFD–fed control mice and mice with Smo-depleted hepatocytes, serum insulin levels and homeostatic model assessment of insulin resistance (HOMA-IR) were substantially higher in the latter group, demonstrating that deletion of Smo in hepatocytes promoted insulin resistance (Supplemental Figure 1D).

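GSEA ranks all genes by their difference between groups and asks whether the members of a gene set gather at 1 end; its enrichment score is the largest deviation of a running sum from 0. The 3 gene sets of Supplemental Figure 1C were followed by lists written by hand before the counts were seen, which were not compared with a release of the Hallmark sets: 200 genes for adipogenesis, 158 for fatty acid metabolism and 74 for cholesterol homeostasis, of which 193, 147 and 74 were among the genes tested. Genes were ranked by the signal-to-noise ratio of their CPM, and each score was tested against all 70 assignments of the 8 mice to groups of 4.
The enrichment score was 0.283 for adipogenesis (exact permutation test, two-sided p = 0.314), 0.303 for fatty acid metabolism (p = 0.400) and -0.433 for cholesterol homeostasis (p = 0.229), and each had an adjusted p of 0.400 over the 3 lists. None of the 3 scores was therefore larger than regrouping the mice gives at a threshold of 0.05. The median log2 fold change was 0.04 in the adipogenesis list, where 112 genes were higher and 81 lower in Smo-KO livers. It was 0.04 in the fatty acid metabolism list (85 higher, 62 lower) and -0.13 in the cholesterol homeostasis list. In the latter, 52 of 74 genes were lower in Smo-KO livers. The mean log2 expression of its members fell by 0.12 from the control mean (SD 0.106 over the 4 Smo-KO mice and 0.0253 over the 4 control mice).
Limma's camera, which tests a list against all other genes with a preset correlation of 0.01, gave cholesterol homeostasis an adjusted p of 0.0168 and left adipogenesis at 0.120 and fatty acid metabolism at 0.124. With camera's estimated correlation or with limma's fry, none of the 3 passed, and cholesterol homeostasis had adjusted p-values of 0.446 and 0.207. Over all these tests, with and without the replicate number as a block, its adjusted p ran from 0.00491 to 0.590. The choice of list moved the scores most. With sets from Reactome, a pathway database, the score was -0.22 for transcriptional regulation of white adipocyte differentiation (exact permutation p = 0.514). It was -0.22 for metabolism of fatty acids, triacylglycerol and ketone bodies (exact permutation p = 0.657). Both were opposite in sign to the lists above. For cholesterol biosynthesis it was -0.57 (exact permutation p = 0.314). With a shorter list of 35 fatty acid oxidation enzymes the score was 0.648 (exact permutation p = 0.143).
In the cholesterol list the smallest p-value belonged to Gldc (log2 fold change -1.11, adjusted p 0.0957 in edgeR's quasi-likelihood test). Next came Sqle, which encodes squalene epoxidase. Sqle fell from 109 ± 7.43 to 82.9 ± 8.18 CPM (SD, n = 4 each; log2 fold change -0.40, standard error 0.09, adjusted p 0.140 in the same test). Cbs had a log2 fold change of -0.78. In the adipogenesis list the smallest p-values among genes that rose belonged to Adcy6, Itih5 and Por, with log2 fold changes of 0.64, 0.56 and 0.72. In the fatty acid metabolism list they belonged to Slc22a5, the carnitine transporter (0.59), Eci2 (0.61) and Vnn1 (0.88). Adjusted over the list alone, 2 genes of the adipogenesis list had an adjusted p under 0.05. These were Adcy6 and Acly, which fell, with a log2 fold change of -0.46. The number was 0 in the fatty acid metabolism list and 2 in the cholesterol homeostasis list (Gldc and Sqle). Over all genes tested the number was 0, with 31 (19 higher, 12 lower), 29 (20 higher, 9 lower) and 16 genes (5 higher, 11 lower) of the lists at an unadjusted p under 0.05. From its GSEA, the paper states that genes related to adipogenesis and fatty acid metabolism were upregulated and those of cholesterol homeostasis downregulated in Smo-KO livers.

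**Figure D2:**
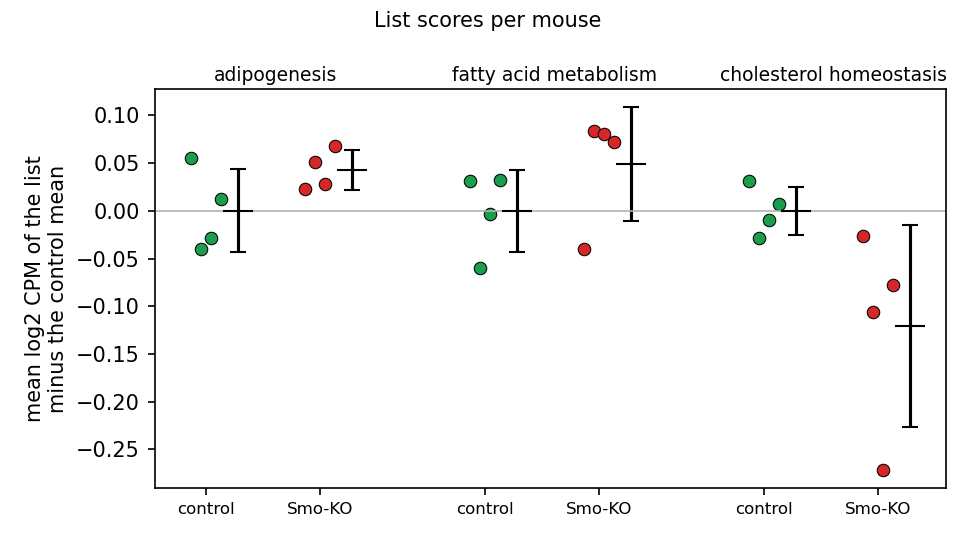
Score of the 3 gene lists in each mouse: the mean log2 CPM of the list's genes minus the mean of the control mice (vertical axis). Points are mice, and the bar beside each group is the mean with the SD over 4 mice; the cholesterol homeostasis score of the Smo-KO mice has the widest spread, with an SD of 0.106.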

Activation of Smo is known to stabilize Gli2 protein and enable nuclear accumulation of this transcription factor (21). Consistent with this, we found that deleting Smo in hepatocytes decreased nuclear accumulation of Gli2 in CDA-HFD–fed mice (Figure 1, B and C). Mice with decreased hepatocyte Hedgehog signaling also exhibited increased hepatic inflammation (e.g., F480) and fibrosis (e.g., ASMA, Col1, vimentin, and desmin) (Figure 1, B–D). We reported previously that the severity of fibrosing steatohepatitis parallels hepatic expression of the senescence markers p16, p21, and β-gal activity in people with MASLD (15, 16), and all of these markers were increased by deleting Smo in mouse hepatocytes during CDA-HFD exposure (Figure 1, D–F). The increased senescent cell burden likely reflects exacerbated DNA damage in Smo-depleted hepatocytes because accumulation of rH2AX and 8-hydroxy-2′-deoxyguanosine (8OHDG) also increased in hepatocyte nuclei. In addition, disruption of hepatocyte Hedgehog signaling increased other markers of hepatic lipotoxicity, as evidenced by quantitative histochemistry for TUNEL and steatosis (Oil Red O), as well as increased lipid peroxidation markers (malondialdehyde [MDA] and 4-hydroxynonenal [4HNE]) in liver and serum (Figure 1, E–G). Together, these results indicate that disruption of hepatocyte Hedgehog signaling lowers the threshold for lipotoxicity, accelerates senescence, and exacerbates fibroinflammatory responses in liver cells, which, together, result in maladaptive repair and promote MASLD progression.

### The hepatocyte Smo-KO secretome is depleted of factors that promote antioxidant defense.

During the senescence process, cells acquire various SASPs that shape regenerative responses (22). Our data indicate that deleting Smo in hepatocytes corrupted regeneration in injured livers. To identify differentially induced or repressed proteins that might mediate these maladaptive repair responses, we used a commercially available platform (Proteome Profiler Mouse Cytokine Array) to compare the secretomes in sera and hepatocyte-conditioned medium from chow-fed Smo-KO and control mice. The levels of various cytokines (e.g., TNF-α, IL-1A, IL-1B, IL-6, IL-15, IL-33, GMCSF, MCSF, and IFN-γ) were substantially higher in sera and/or conditioned medium from the Smo-KO groups compared with levels in the control groups. Interestingly, the expression of 1 protein, TP, was maximally downregulated in both the sera and conditioned medium from the Smo-KO group relative to the control groups (Figure 2, A and B). TP is a proangiogenic factor that promotes mitochondrial fitness, reduces oxidant stress, and inhibits senescence (23). Loss-of-function polymorphisms in *Tymp* (the gene that encodes TP) cause mitochondrial neurogastrointestinal encephalomyopathy (MNGIE) syndrome, a rare human mitochondriopathy that is typically fatal by mid-adulthood (24). Because our current work demonstrate that Smo depletion caused mitochondrial dysfunction, oxidative stress, DNA damage, and senescence, we elected to determine whether TP depletion has a role in the phenotype of mice with Smo-depleted hepatocytes.

Immunoblot analysis demonstrated that TP protein expression was highest in chow-fed control livers, declined in livers of CDA-HFD–fed mice with MASLD, and was lower in Smo-KO livers than was seen in the respective controls both before and during CDA-HFD exposure (Figure 2C). Immunohistochemical analysis demonstrated that TP localized in both hepatocyte cytoplasm and nuclei in control livers and was markedly depleted in both compartments in Smo-KO livers (Figure 2, D and E). Serum levels of TP were also lower in Smo-KO mice than in controls (Figure 2F).

To assess MASLD-related changes in human hepatocyte expression of *SMO* and *TYMP*, we reanalyzed publicly available single-nucleus RNA-Seq (snRNA-Seq) datasets from 2 control human livers and 2 human livers with advanced MASLD (GSE174748). Our previous deconvolution of bulk liver RNA-Seq data from a large cohort of patients with MASLD (GSE213623) indicated that hepatocyte Smo expression inversely correlates with MASLD severity in people (16). The present snRNA-Seq analysis confirmed that the proportion of Smo^+^ cells was lower in the MASLD liver hepatocyte population than in control livers (Supplemental Figure 2A). *TYMP*-expressing hepatocytes were also less abundant in the MASLD livers than in control livers in this snRNA-Seq dataset (Supplemental Figure 2A). To localize the expression of TP protein, we performed immunostaining in a representative subset of the human livers that had been processed to generate our previously published bulk liver RNA-Seq data (GSE213623) (16). As observed in the mouse livers (Figure 2, C–F), the nuclei and cytosol of a majority of hepatocytes stained strongly for TP in control human livers, and TP protein expression decreased in hepatocytes as the severity of MASLD fibrosis increased (Figure 2, G and H). Together, these findings support the concept that livers with worse MASLD have fewer TP-expressing hepatocytes. However, serum levels of TP protein were not decreased, and whole liver expression of *TYMP* mRNA was upregulated in patients with MASLD relative to controls (Supplemental Figure 2, B and D). These discrepancies may reflect cell-type–specific disease-related differences in *TYMP* expression because liver macrophage populations expressed *TYMP*, and the relative abundance of these cells increased in MASLD (data not shown).

TP inhibits oxidant stress, and its expression is upregulated when antioxidant defense mechanisms are induced by nuclear factor erythroid 2-related factor 2 (Nrf2), a master transcriptional regulator of antioxidant defense responses (25). The responsible mechanisms remain unclear, however, as the Tymp promoter lacks obvious Nrf2-binding sites. In a previously reported study of lung cancer cells (26), the levels of TP protein were increased by overexpressing HO1, the protein encoded by Hmox1, a direct transcriptional target of Nrf2. However, in those studies, deletion of HO1 only partially diminished the positive effects of Nrf2 on TP expression, while dose-related increases in TP expression resulted when the cells were treated with *N*-acetyl cysteine. The researchers concluded that yet-to-be-determined Nrf2-sensitive antioxidant factors (including, but not limited to, HO1) promote TP accumulation. To determine whether or how the Nrf2/HO1/TP axis is affected in MASLD, we leveraged both the Duke MASLD patient bulk RNA-Seq dataset (GSE213623) and the publicly available snRNA-Seq dataset (GSE174748) to compare expression levels of *NFE2L2* (the gene that encodes Nrf2) and *HMOX1* in whole liver tissue and hepatocyte populations of human livers with and without MASLD, respectively. Expression levels of NFE2L2 and HMOX1 were decreased in both liver tissues and hepatocytes in MASLD livers (Supplemental Figure 2, A and D). We also used quantitative immunohistochemistry and Western blotting to determine how changes in TP protein relate to changes in protein levels of Nrf2 and HO1 and found that changes in hepatocyte accumulation of Nrf2 and HO1 parallel changes in TP, i.e., levels of all 3 proteins decrease with increasing severity of MASLD in humans (Figure 2, G–J) and mice (Figure 2, C–F, and Figure 3, A and B).

### Impaired mitochondrial fitness in Smo-KO hepatocytes with decreased TP, Nrf2, and HO1.

Coordinated expression of TP, Nrf2, and HO1 proteins is not a unique attribute of hepatocytes, as this was demonstrated previously in cancer cell lines (26). In many cancers, TP is overexpressed, and loss of TP promotes mitochondrial dysfunction and oxidant stress (27). Therefore, we asked whether TP, Nrf2, and HO1 might be involved in the mitochondrial integrated stress response (ISR_mt_) in hepatocytes. The ISR_mt_ optimizes mitochondrial fitness by inducing adaptive mechanisms to mitigate stress at the cellular level. During the ISR_mt_, damaged mitochondria release factors that trigger retrograde signaling to the nucleus to induce the transcription of nuclear genes that encode mitokines, such as growth/differentiation factor 15 (GDF15). The resultant increases in serum levels of GDF protein are used clinically as predictive biomarkers of morbidity and mortality in mitochondrial diseases, including those that induce mitochondrial DNA damage by disrupting the thymidine salvage pathway (28). Because GDF15 mRNA and protein levels are tightly coupled to the intensity of the ISR, we predicted that decreased accumulation of proteins that limit oxidative stress–related damage to mitochondria would amplify the upregulation of GDF15. Analysis of the snRNA-Seq dataset showed that MASLD livers tended to accumulate more GDF15^+^ hepatocytes than did healthy livers (Supplemental Figure 2A). Furthermore, the bulk liver RNA-Seq data from the large MASLD cohort, as well as the O-link proteomics analysis of sera from that cohort, indicate that the levels of GDF15 mRNA and protein increase with the severity of MASLD fibrosis in humans (Supplemental Figure 2, C and D). Importantly, the levels of GDF15 protein were also increased in conditioned medium from Smo-KO hepatocytes and sera from Smo-KO mice (Figure 2, A and B), suggesting that Smo-depleted hepatocytes with the ISR_mt_ are an important source of GDF15 in MASLD.

Although the molecular mechanisms whereby Smo might regulate the ISR_mt_ remain to be determined, interactions between the Hedgehog pathway and Nrf2 are well documented. For example, Nrf2 has been reported to activate transcription of the gene that encodes Sonic hedgehog ligand in liver cancer stem cells and replenishing Shh restores Hedgehog signaling and reestablishes the stem cell phenotype in Nrf2-depleted cells (29). Interestingly, Marin-Hurtado and colleagues demonstrated that deletion of the *Nfe2l2/Nrf2* gene in fibroblasts compromises their antioxidant defenses and suppresses the expression of multiple genes that encode cilia-associated factors, including components of the Hedgehog pathway, leading to both impaired ciliognesis and decreased Hedgehog signaling (30). Recent studies in astrocytes also demonstrate that cilia homeostasis is disrupted by mitochondrial dysfunction and resultant oxidant stress, leading the authors to propose that ciliary signaling is part of the ISR_mt_ in those cells (31). The aggregate findings support other evidence that Hedgehog pathway activity is mitoprotective (32) and suggest that Nrf2-sensitive factors may be involved. Indeed, Hedgehog signaling is activated when HO1 is overexpressed in cancer cells (33), and, as noted above, enforcing HO1 expression promotes rapid and progressive accumulation of TP protein (26). Our data show that deletion of Smo both disrupted Hedgehog signaling and reduced the accumulation of TP, HO1, and Nrf2. Therefore, to identify mechanisms whereby Smo might enhance the accumulation of these proteins, we performed immunoprecipitation experiments in extracts from primary hepatocytes. Remarkably, we found that Smo, TP, Nrf2, and HO1 physically interacted (Figure 3C). This finding suggests that Smo might be involved in posttranscriptional mechanisms that enable cellular accumulation of factors that critically mediate antioxidant defense and, conversely, that factors that promote antioxidant defense help to maintain Hedgehog pathway integrity and thus, ciliary homeostasis.

TP maintains nucleoside pools for mitochondrial DNA synthesis, and, thus, depleting TP compromises the repair of mitochondrial DNA and leads to mitochondrial dysfunction and increased mitochondrial ROS production (34). To determine whether Smo-depleted hepatocytes that are unable to form complexes of TP-Nrf2-HO1 exhibit impaired mitochondrial fitness, we isolated mitochondria from livers of CDA-HFD–fed Smo-KO and control mice and performed immunoblot analysis for TP, Smo, Nrf2, HO1, and OXPHOS components as well as other mitochondrial markers. Deletion of Smo decreased mitochondrial accumulation of TP and HO1 and markedly downregulated OXPHOS complexes 2, 3, and 5, as well as mitochondrial markers (e.g., succinate dehydrogenase complex flavoprotein subunit A, [SDHA], pyruvate dehydrogenase complex [PDH], prohibitin 1 [PHB1], heat shock protein 60 [HSP60], voltage-dependent anion channel [VDAC], and superoxide dismutase [SOD]) (Figure 3D). Smo and Nrf2 proteins were not detected in mitochondria of Smo-KO or control mice. However, expression of the nuclear DNA-encoded mitochondrial biogenesis marker and Nrf2-target gene, peroxisome proliferator-activated receptor γ coactivator 1a (PGC1a), was substantially decreased in the CDA-HFD Smo-KO livers (Figure 3E), and nuclear accumulation of Nrf2 was markedly decreased in hepatocytes of these mice (Figure 3A). In addition, the Smo-KO group had lower mitochondrial levels of apoptosis-inducing factor (AIF) and second mitochondria-derived activator of caspase (Smac) but higher cytosolic levels of these proteins (Figure 3F), consistent with increased mitochondrial membrane permeability and activation of mechanisms that promote apoptosis. Hence, the collective data suggest a conceptual model for maintenance of hepatocyte resiliency, whereby Smo, an obligatory signaling component of the Hedgehog pathway, regulates the bioavailability of ISR_mt_-related antioxidant proteins to maintain mitochondrial fitness and assure hepatocyte metabolic flexibility and viability (Figure 3G). Therefore, depletion of Smo is predicted to enhance hepatocyte susceptibility to lipotoxicity but limit hepatocyte regenerative capacity and thus exacerbate MASLD.

### TP protects hepatocyte cultures from lipotoxicity and senescence.

Lipotoxicity promotes senescence, and accumulation of senescent hepatocytes parallels the progression of liver damage in MASLD. To determine whether TP directly influences hepatocyte susceptibility to senescence, we treated AML-12 cells (a mouse hepatocyte cell line) with palbociclib (a selective inhibitor of the cyclin-dependent kinases CDK4 and CDK6) for 5 days to induce senescence and then supplemented the culture medium with either recombinant TP protein or vehicle for an additional 48 hours (Supplemental Figure 3A). Results in AML-12 cells that had been cultured in palbociclib-supplemented medium for 7 days were compared with cultures of AML-12 cells that had been maintained in normal growth-promoting medium for the same duration. As expected, cultures treated with palbociclib and vehicle had substantially fewer hepatocytes than control cultures. Remarkably, treating palbociclib cultures with TP restored cell numbers to levels of control cultures that had not been exposed to palbociclib (Supplemental Figure 3B). Also, compared with control cultures, palbociclib cultures that were treated with vehicle exhibited increased steatosis (Oil Red O), lipotoxicity (4HNE), and senescence (β-gal). Treating palbociclib cultures with TP substantially reduced Oil Red O staining, 4HNE, and β-gal activity (Supplemental Figure 3, B and C). Together, these data show that TP acted directly on hepatocytes to inhibit lipotoxicity and senescence.

### Manipulation of TP in cultured hepatocytes modulates antioxidants and susceptibility to lipotoxicity and senescence.

Next, we tested the effects of TP in an in vitro model of hepatocyte lipotoxicity, in which Huh7 cells were cultured with oleate and palmitic acid (OPA) for a total of 4 days. During the last 2 days of culturing under these lipotoxic conditions, half the cultures were treated with recombinant TP protein and half were treated with a pharmacologic TP inhibitor (TPI). Results in the OPA (lipotoxic) cultures were compared with Huh7 cells that had been cultured for 4 days in normal growth medium (Supplemental Figure 4A). As expected, the OPA cultures had substantially more steatosis (Oil Red O) and senescence (β-gal activity) than did control cultures (Supplemental Figure 4B). Relative to the control cultures, the OPA cultures also showed decreased expression of Nrf2 and HO1 and increased expression of p21 (Supplemental Figure 4C), supporting the concept that lipotoxic cultures had decreased antioxidant defense and increased cell-cycle arrest. Remarkably, treating lipotoxic cultures with recombinant TP protein reduced Oil Red O staining and β-gal activity, increased Nrf2 and HO1, and decreased p21, while inhibiting TP had the opposite effect on each of these parameters (Supplemental Figure 4, B and C). Hence, the collective results of these studies in Huh7 cells complement and extend the studies in AML-12 cells and, together, provide strong evidence that TP can act directly on hepatocytes to maintain their resiliency during lipotoxic stress by boosting antioxidant defenses that inhibit lipotoxicity and senescence.

### Replenishing TP restores mitochondrial fitness and rescues Smo-depleted hepatocytes from lipotoxicity and senescence.

TP production was reduced in Smo-KO hepatocytes (Figure 2, B and C), and mice with Smo-depleted hepatocytes developed worse MASH when challenged with diets that promoted hepatic lipotoxicity (Figure 1). To determine whether treating Smo-KO hepatocytes with TP could protect them from lipotoxicity, we isolated primary hepatocytes from control and Smo-KO mice and cultured the cells in OPA-enriched, serum-depleted medium that was Supplemented with vehicle or recombinant TP protein for 48 hours. Results in the OPA cultures were compared with cells cultured in serum-depleted medium without OPA (Figure 4A). As expected, culturing in OPA-enriched medium increased steatosis (Oil Red O) in both control and Smo-KO hepatocytes, and Smo-KO cells were more steatotic than control cells under both culture conditions (Figure 4, B and C). Although the numbers of hepatocytes were similar in Smo-KO and control OPA cultures (Figure 4D), only Smo-KO cultures demonstrated enhanced accumulation of oxidized lipids (malondialdehyd [MDA]) when exposed to OPA (Figure 4E). Treatment of Smo-KO cultures with TP completely protected them from the steatosis-inducing effects of OPA (Figure 4, B and C), prevented them from OPA-induced accumulation of MDA (Figure 4E), and increased cell numbers by approximately 10% despite the serum-depleted culture conditions (Figure 4D). Evidence that replenishing TP can rescue Smo-depleted hepatocytes from lipotoxicity indicates that TP operates downstream of Smo to protect hepatocytes from lipid-related stress and supports the concept that Smo mainly enhances TP stability, although more research is needed to validate this hypothesis. To determine how these Smo/TP-sensitive differences in lipotoxicity relate to differences in mitochondrial fitness, experiments were repeated and Seahorse analysis was done to compare mitochondrial oxygen consumption rates (OCRs) (Figure 4F). The OCR in Smo-KO hepatocytes was lower than in controls at the basal level. Although OPA suppressed these functions in both control and Smo-KO hepatocytes, OPA-treated Smo-KO hepatocytes also demonstrated the lowest OCRs when cultured in lipotoxic conditions. Importantly, replenishing TP partially protected Smo-KO hepatocytes from OPA-induced mitochondrial dysfunction and substantially improved the OCR in Smo-KO hepatocytes during exposure to lipotoxic stress (Figure 4F). To verify and further clarify the effects of TP during Smo gene disruption, we transfected Huh7 cells with siRNA-Smo and cultured these cells in OPA-enriched medium for 4 days, adding either vehicle or recombinant TP protein for the final 2 days of culturing (Figure 4G). As noted in our earlier studies using Smo-KO mice (Figure 1) (16), disrupting the Smo gene in hepatocytes is sufficient to induce senescence basally and dramatically exacerbates senescence (β-gal activity) that is provoked by lipotoxic stress (induced here by culturing in OPA-enriched medium) (Figure 4I). Remarkably, TP treatment completely protected siRNA-Smo–treated Huh7 cells from OPA-induced senescence, as evidenced by reduced β-gal staining (Figure 4I) and decreased expression of the cell-cycle inhibitor p21 on immunoblots (Figure 4H). These changes in hepatocyte senescence were reciprocally related to changes in accumulation of HO1 and mitochondrial OXPHOS complexes (Figure 4H), suggesting that TP treatment reversed depletion of the Smo-regulated factors that maintain mitochondrial fitness in metabolically stressed hepatocytes. Consistent with this concept, Seahorse analysis showed that Smo siRNA decreased the OCR in Huh7 cells and demonstrated that this parameter was more sensitive to OPA suppression in Smo-depleted cultures than in Huh7 controls. Importantly, similar to Smo-KO primary hepatocytes (Figure 4F), Smo-depleted Huh7 cells were rescued from the mitoinhibitory effects of OPA by TP treatment (Figure 4J).

### Inhibition of TP exacerbates MASH and reduces antioxidant defense and mitochondrial fitness in livers of CDA-HFD mice.

We used adenoviral vectors to disrupt Smo in hepatocytes of Smo^fl/fl^ mice, as both viral vectors and gene manipulation can have off-target effects. Therefore, to assure that the responses we observed in Smo-KO mice resulted from a decreased abundance of TP, we fed WT a CDA-HFD for 6 weeks to induce MASH and treated them with vehicle or TPI during the final week of the diet (Figure 5A). TPI had no effect on body weight but markedly increased liver weight and thus the liver/body weight ratio (Supplemental Figure 5, A and B, and Figure 5B). WT mice treated with TPI during the final week of CDA-HFD administration also showed hyperglycemia, hyperinsulinemia, and increased HOMA-IR at sacrifice (Supplemental Figure 5C and Figure 5E). Thus, similar to Smo-KO mice, TPI-treated WT mice developed systemic insulin resistance when fed a CDA-HFD. Insulin resistance is thought to play an important role in MASLD pathogenesis. Consistent with this, hepatic steatosis was increased in TPI-treated mice as visualized on both H&E- and Oil Red O–stained liver sections (Figure 5C), confirming other evidence which showed that inhibiting TP promotes steatosis in cultured hepatocytes (Supplemental Figures 3 and 4). TPI-treated mice also had higher serum levels of aspartate aminotransferase (AST) and alanine aminotransferase (ALT) (Figure 5D), consistent with the results of our hepatocyte culture studies, which showed that TP directly regulated hepatocyte susceptibility to lipotoxicity (Supplemental Figure 3). Lipotoxicity induces senescence in cultured hepatocytes, and TP regulates this process (Supplemental Figure 4). Furthermore, senescent hepatocytes incite liver inflammation and fibrosis (35). Consistent with these facts, livers of TPI-treated mice accumulated more senescent cells (evidenced by greater β-gal activity and increased expression of p16 and p21) (Figure 5, C and F). They also exhibited greater inflammation (F480 staining, Figure 5C) and worse fibrosis, as evidenced by increased expression of fibrosis markers (vimentin and desmin) on immunoblots (Supplemental Figure 5D) and more collagen fibrils on Sirius red-stained liver sections (Figure 5C). Together, these results demonstrate that inhibition of TP exacerbates diet-induced MASH in mice by promoting liver lipotoxicity and senescence.

Senescence can be triggered by chronic mitochondrial damage and resultant oxidant stress. TP is important for maintaining mitochondrial fitness and forms a complex with Nrf2 and HO1 (Figure 2C), factors that have critical roles in antioxidant defense. Most important, our data reveal that Smo can physically interact with TP and its binding partners (Figure 3C). Therefore, we analyzed liver samples from vehicle and TPI-treated, CDA-HFD–fed mice to determine whether and how TPI treatment affects these relationships. We found that TPI treatment reduced both serum and liver levels of TP (Figure 5, G and H). Liver levels of Nrf2, HO1, and Smo proteins were also substantially reduced in the TPI-treated group (Figure 5H), demonstrating that inhibition of TP recapitulates the liver phenotype of mice with Smo-depleted hepatocytes and supporting the concept that TP is needed to stabilize these proteins and maintain proper antioxidant defense. Indeed, TPI treatment depleted components of OXPHOS complexes (NDUFB8 and ATP5A) in mice fed MASH-inducing diets (Figure 5I and Supplemental Figure 5, E and F). Importantly, GDF15 protein levels were also increased in hepatocytes of TPI-treated mice (Supplemental Figure 5G), suggesting that inhibition of TP induced ISR_mt_ in hepatocytes, leading to the exacerbation of MASLD.

## Discussion

We recently discovered that adult livers rely on the Hedgehog pathway to shield hepatocytes from lipotoxicity and suggested that this slows their biological aging by enabling metabolic flexibility that is necessary to maintain liver homeostasis and prevent MASLD (15, 16, 20). These concepts have not been widely accepted despite growing evidence that hepatocyte Hedgehog signaling broadly regulates metabolism and regenerative capacity in these cells (13, 14). Thus, the current studies are important because they provide additional proof that the Hedgehog pathway critically controls the liver aging process and, hence, susceptibility to MASLD. Furthermore, we have now identified a Smo-dependent factor, TP, that has a major role in preventing hepatocyte aging and showed that this benefit accrues because TP promotes mitochondrial fitness. Although more research is needed to delineate the mechanisms involved, TP is known to facilitate the repair of mitochondrial DNA, and this reduces the risk for mitochondrial dysfunction and oxidative stress (24). We have shown that Smo also promoted coincident accumulation of Nrf2 and HO1, two other proteins involved in antioxidant defense (30) and demonstrated that all 4 proteins directly interacted. More research is needed to determine whether(and how) these complexes control protein stability and/or localization, but our data show that deletion of Smo blocked nuclear localization of Nrf2 and reduced mitochondrial accumulation of TP and HO1, whereas inhibition of TP decreased Smo accumulation and recapitulated all the negative consequences of hepatocyte Smo depletion, including MASLD and insulin resistance.

The findings suggest a self-reinforcing mechanism, whereby Hedgehog signaling promotes the accumulation of TP and, in turn, TP promotes the accumulation of Smo to sustain Hedgehog signaling. Hedgehog signaling is coupled to primary cilia, a key nutrient-sensing organelle, by bidirectional signaling: Hedgehog pathway components traffic on and off primary cilia to control Hedgehog signaling; conversely, ciliogenesis itself is regulated by Hedgehog pathway activity (36). As mentioned earlier, the significance of cilia (and by extension, Hedgehog signaling) in adult hepatocytes has been debated because cilia have been observed in fewer than 10% of hepatocytes at a given time point (12, 37). However, more research is needed to clarify if and how cilia might mediate the striking phenotype that results when Smo is depleted in these cells. The issue is quite complicated for 3 main reasons. First, cilia are dynamic structures, and they are much smaller in hepatocytes than in cholangiocytes (12). Therefore, it may simply be easier to identify cholangiocyte cilia than hepatocyte cilia, leading to an underestimation of ciliary abundance in hepatocytes. Second, hepatocytes and cholangiocytes themselves exhibit significant plasticity — each cell type can transition to become the other cell type and then revert back to its original phenotype (38). This confounds efforts to determine whether the seemingly small subpopulation of hepatocytes that express primary cilia at any time point are in the process of transitioning into cholangiocytes (or derive from cholangiocytes that have nearly become hepatocytes). Third, in either situation, cilia-linked Smo activity may persist (or emerge) even after (or before) the state transition is obvious. In any case, our data complement and extend growing evidence that the Hedgehog pathway is coupled to mitochondria, the main energy-producing organelle in cells (16). Our findings suggest that the Hedgehog pathway (i.e., Smo) links cilia to mitochondria and thus couples nutrient sensing to energy production. This is a critical insight because defective nutrient sensing is a key driver of tissue degeneration related to aging and metabolic dysfunction (39), the major risk factors for MASLD and other tissue damage associated with obesity and type 2 diabetes (40). The model also helps explain the pathobiology of inherited ciliopathies and mitochondrial diseases, both of which are characterized by dysregulated morphogenesis, progressive metabolic dysfunction, premature tissue degeneration, and decreased longevity.

The Hedgehog pathway has long been known to promote mitochondrial fitness and increase longevity in model organisms (7). Our data show that TP was readily detected in the livers of healthy people and mice. Conversely, inherited deficiency of TP causes systemic mitochondrial dysfunction, i.e., MNGIE syndrome, and substantially shortens the lifespan of individuals with this syndrome (24). TP is a key enzyme in the thymidine salvage pathway, and thus TP deficiency compromises the repair of mitochondrial DNA deletions that occur regularly in healthy cells as a consequence of routine metabolic activity. This leads to mitochondrial dysfunction that triggers the ISR_mt_. The ISR_mt_ is a dynamic and potentially progressive process that aims to “right-size” the mitochondrial network either to meet the energy demands required to optimize cell viability or to assure the elimination of terminally wounded cells to “make room” for healthier replacements so that tissue integrity is restored and organismal lifespan is preserved (41). The intensity of the ISR_mt_ is reflected by serum levels of mitokines and other factors released from cells with dysfunctional mitochondria — rising mitokine levels are indicative of an unsuccessful ISR_mt_ and, thus, persistent mitochondrial dysfunction. Hence, serum levels of the mitokine GDF15 are used clinically as a predictor of morbidity and mortality in people with mitochondrial diseases (42). Early work showed that steatotic hepatocytes in MASLD livers have mitochondrial abnormalities (43). We discovered that GDF15 production was increased in Smo-deficient hepatocytes and upregulated in the livers of people with MASLD. These results indicate that loss of Smo, and resultant decreases in TP, promoted the ISR_mt_. Thus, the findings complement and extend earlier reports showing that both Smo-depleted senescing hepatocytes and GDF15 levels increase with age in people and are particularly high in patients with advanced fibrosis related to MASLD (44).

Our comparison of conditioned medium from control and Smo-depleted hepatocytes demonstrates differences in GDF15, TP, and multiple other proteins. The relative abundance of many, but not all, of these factors differed similarly in sera collected from the respective groups of mice, suggesting that hepatocytes were major sources of most of the proteins. However, some differentially abundant proteins in sera were not identified by the hepatocyte-conditioned medium analyses. While technical issues may have contributed to these discrepancies, it is also conceivable that the differences reflected changes in the secretomes of other types of cells in liver and extrahepatic tissues that were caused by deletion of Smo in hepatocytes. Defining the mechanisms that orchestrate intercellular and interorgan crosstalk to enable systemic adaptations to metabolic stress has become a focus of research that aims to identify diagnostic, prognostic, and therapeutic targets for MASLD and other metabolic dysfunction–associated diseases. More research is needed to unravel how Smo-dependent changes in hepatocyte mitochondrial stress fit into this complex pathobiology. Single-cell and multiomics analytical approaches will likely be needed to map and integrate time-sensitive changes in multiple targets because studies of GDF15 and TP exemplify the fact that stress-related factors have pleiotropic actions that are context dependent (45).

Case series of patients with MNGIE syndrome provide the most direct evidence that loss of TP per se promotes progressive steatotic liver disease. A recent consensus conference of MNGIE experts reported hepatopathy (i.e., liver steatosis evolving to cirrhosis) in 22% of patients with MNGIE based on their meta-analysis of published literature, but this figure may underestimate the prevalence of liver dysfunction, as the authors also noted that “death is mainly due to GI and liver complications,” including “liver failure” (24). Furthermore, because the liver is a major source of circulating TP, liver transplantation has been done to treat patients with MNGIE, and these experts recommended liver replacement as a preferred treatment in selected MNGIE patients. Insulin resistance occurs in MNGIE syndrome, and disrupting Tymp blocks insulin signaling in cultured adipocytes (46), suggesting that adipocyte-related systemic metabolic dysfunction contributes to MNGI-related hepatic steatosis. However, given that gastrointestinal dysmotility (a dominant clinical feature of MNGIE syndrome) promotes intestinal dysbiosis, gut/liver axis pathobiology may also have a role in liver damage induced by TP deficiency. Interestingly, we have reported that deletion of Smo in hepatocytes dysregulates bile acids and rapidly provokes intestinal dysbiosis in mice (20). Our current studies show that Smo promoted the accumulation of TP and vice versa, raising the possibility that primary loss of either protein may trigger hepatocyte mitochondrial dysfunction which, in turn, would dysregulate bile acid homeostasis and the gut/liver axis to drive progression of steatotic liver disease. Therefore, although we found no reports linking MNGIE syndrome with Hedgehog pathway inhibition, our data clearly demonstrate that deleting Smo in hepatocytes reduced hepatic production of TP and show that loss of TP activity recapitulated the negative effects of Smo deletion on hepatocyte mitochondria, antioxidant defense, oxidative damage, lipotoxicity, and senescence. Since all these defects are reported to occur in other cell types when TP is inhibited (18) and Smo-deficient hepatocytes accumulate as MASLD progresses (16), the available data suggest that MASLD may be one facet of a MNGIE-like syndrome. This concept is supported by a recent study that used radiolabeled TP and PET to localize TP in control mice and mice with diet-induced MASLD. TP mainly accumulated in the livers of control mice, and hepatic TP content was substantially reduced in mice with MASLD (47). Thus, while seemingly heretical, the possibility that loss of Tymp/TP function promotes MASLD pathogenesis is a worthy topic for future research, given the acknowledged associations of MASLD with hepatic mitochondrial dysfunction, disordered gastrointestinal motility, sarcopenia, and neurodegenerative disorders (48).

## Methods

### Sex as a biological variable

Sex was not considered as a biological variable.

### Animal studies

#### Phenotypic comparison of secretomes from control or Smo-KO mice.

Adult male Smo tm2Amc /J (Smo^fl/fl^) mice on a C57Bl6/J background (JAX stock no. 004526; The Jackson Laboratory) were used. At 12 weeks of age, mice were injected by tail vein with 5 × 10^11^ genome equivalents of AAV8-TBG-luciferase (control) or AAV8-TBG-Cre recombinase (Smo-KO) to selectively delete Smo in hepatocytes. Vectors were obtained from the University of Pennsylvania Viral Vector Core and Addgene. Control (*n =* 4) and Smo-KO (*n =* 4) mice were fed a standard chow diet and then sacrificed 1 week after vector injection to harvest the liver and serum. Another cohort of control (*n =* 3) and Smo-KO (*n =* 3) mice underwent in situ liver perfusion to isolate hepatocytes for culture and collection of conditioned medium. Serum and hepatocyte-conditioned medium were characterized using commercial kits (see Supplemental Methods).

#### Liver perfusion and primary hepatocyte isolation.

A total of 6 Smo^fl/fl^ mice were used for these studies. After treatment with vectors (see above), primary hepatocytes were isolated from 3 control mice and 3 Smo-KO mice and cultured for up to 4 days to assess the effects of TP on susceptibility to lipotoxicity.

#### Effect of Smo-KO on MASLD.

To examine the effect of Smo on MASLD susceptibility, control (*n =* 9) and Smo-KO (*n =* 10) mice were fed a CDA-HFD diet (A06071302, choline-deficient, l-amino acid–defined diet with 60% kcal from fat; Research Diets) for 6 weeks. Vectors were injected by tail vein 1 week before sacrifice. At the end of diet administration of the CDA-HFD studies, mice were sacrificed, blood was obtained, and liver tissues were fixed in phosphate-buffered formalin for histological analysis or flash-frozen in liquid nitrogen and stored at –80°C.

#### Effect of TP on MASLD.

To study the role of TP in MASLD progression, C57BL/6J male mice (The Jackson Laboratory) were fed a CDA-HFD diet for 6 weeks and intraperitoneally injected with 1.7 mg/kg tipiracil-hydrochloride, a TP inhibitor (TPI-HCl; *n =* 10) (MedChemExpress) or its vehicle (PBS; *n =* 10) three times per week during the final week before sacrifice to obtain blood and liver specimens.

Assay details are provided in the Supplemental Methods.

### Cell culture studies

Smo and TP were manipulated in primary mouse hepatocytes and cell lines (AML-12, Huh7) to determine the effects on senescence and lipotoxicity (see the Supplemental Methods).

### Human studies

Details are provided in the Supplemental Methods.

### Statistics

Data are expressed as the mean ± SEM. Statistical significance between 2 groups was evaluated using the 1-tailed Student’s *t* test, while comparisons of multiple groups were assessed by 1-way ANOVA, followed by Student-Newman-Keul’s test. A *P* value of 0.05 or less was considered statistically significant.

### Study approval

We affirm that our research with human samples was conducted in accordance with the Declarations of Helsinki and Istanbul and approved by the Duke University Health System (DUHS) IRB (Pro00005368), with written consent given by all participants. Deidentified liver sections from patients with different stages of liver fibrosis were analyzed. Also, all animal studies were approved by the Duke University IACUC (A200-21-09) and fulfilled NIH and Duke University IACUC requirements for humane animal care.

### Data availability

All data generated by the present study are included in this article and the Supplemental data. The bulk RNA-Seq data from the CDA-HFD–fed control versus Smo-KO mice have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE273523). Additional public datasets for the samples discussed in the present study are available in the GEO database under the following accession numbers: GSE174748 (snRNA-Seq from 2 control and 2 advanced MASLD human) and GSE213623 (Duke MASLD cohort). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

JHJ and AMD conceived of the experiments. JHJ, RKD, RMD, and SHO performed experiments. JHJ, RKD, LW, GG, JH, SSP, and AMD analyzed data. JHJ and AMD wrote the manuscript. AMD secured funding for the study. All authors reviewed and approved the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
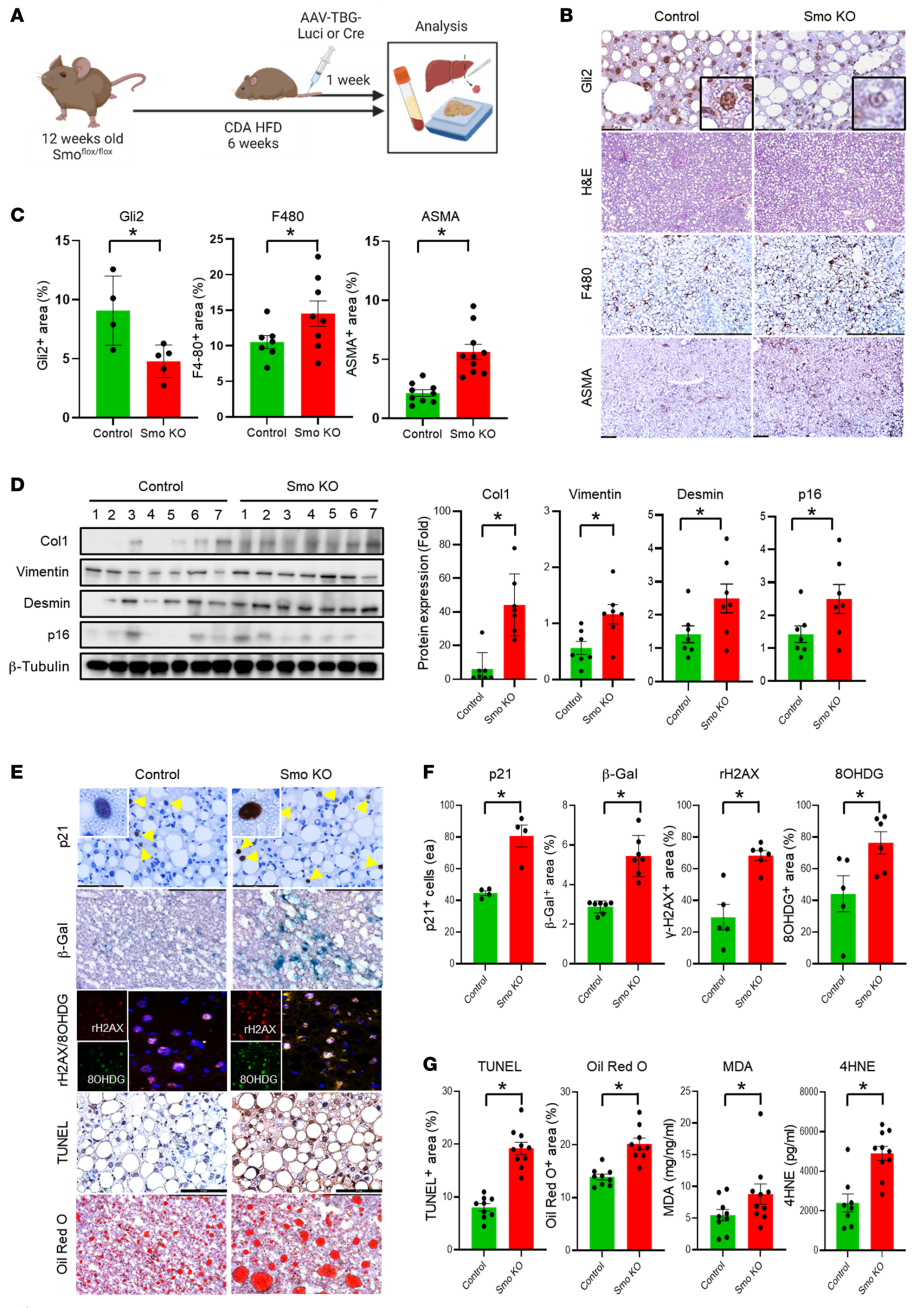
Hepatocyte-specific depletion of Smo (Smo-KO) exacerbates MASLD. (**A**) Smo^fl/fl^ mice were fed a CDA-HFD diet for 6 weeks. Mice were intravenously injected once with AAV-TBG-Luci or Cre (*n* = 9 control mice; *n* = 10 Smo-KO mice). (**B**) Representative images of staining for Gli2, H&E, F480, and α smooth muscle actin (ASMA) and (**C**) corresponding densitometric analysis of positively stained areas. Scale bars: 100 μm; original magnification, ×100 (enlarged insets). (**D**) Expression of the fibrotic and senescence markers Col1, vimentin, desmin, and p16, as detected by immunoblotting and corresponding analysis. (**E**) Representative images of staining for p21, β-gal, γH2AX (rH2AX), 8OHDG, TUNEL, and Oil Red O and corresponding densitometric analysis of positively stained areas for (**F**) p21, β-gal, rH2AX, and 8OHDG and (**G**) TUNEL, Oil Red O, MDA, and 4HNE. Scale bars: 100 μm; original magnification, ×100 (enlarged insets). Data are graphed as the mean ± SEM. *P < 0.05, by 1-way ANOVA.

**Figure 2:**
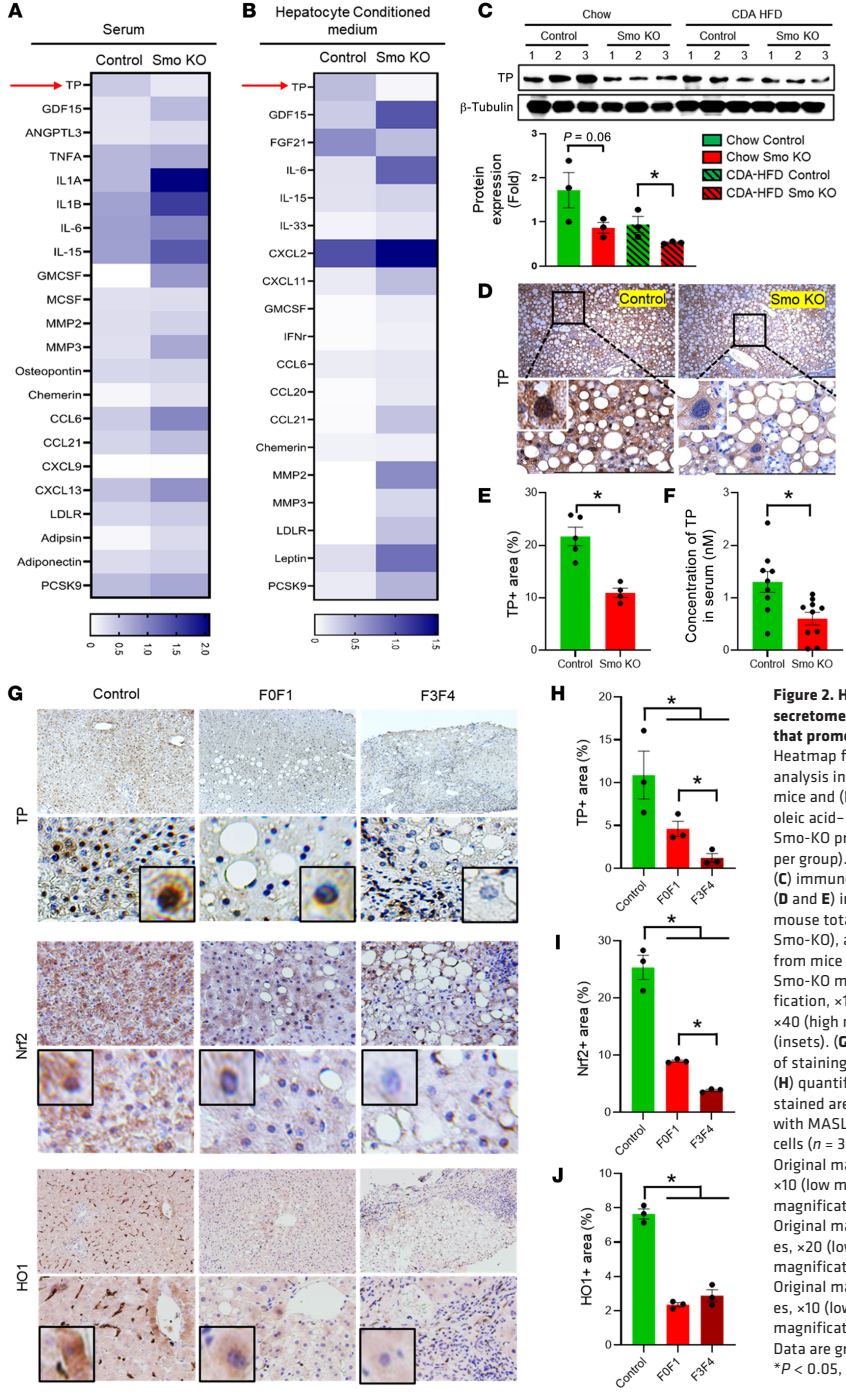
Hepatocyte Smo-KO secretome is depleted of factors that promote antioxidant defense. Heatmap from proteome profiler analysis in (**A**) serum of Smo-KO mice and (**B**) conditioned medium of oleic acid– and palmitic acid–treated Smo-KO primary hepatocytes (*n* = 3 per group). TP protein expression by (**C**) immunoblotting (*n* = 3 per group), (**D** and **E**) immunohistochemistry of mouse total liver (*n* = 5 controls, *n* = 4 Smo-KO), and (**F**) ELISA using serum from mice (*n* = 9 control mice; *n* = 10 Smo-KO mice). (**D**) Original magnification, ×10 (low magnification), ×40 (high magnification), and ×100 (insets). (**G**) Representative images of staining for TP, Nrf2, and HO1 and (**H**) quantification of the positively stained areas in cells from patients with MASLD versus healthy control cells (*n* = 3 individuals per group). (**G**) Original magnification for TP images, ×10 (low magnification), ×40 (high magnification), and ×100 (insets). Original magnification for Nrf2 images, ×20 (low magnification), ×40 (high magnification), and ×100 (insets). Original magnification for HO1 images, ×10 (low magnification), ×40 (high magnification), and ×100 (insets). Data are graphed as the mean ± SEM. *P < 0.05, by 1-way ANOVA.

**Figure 3:**
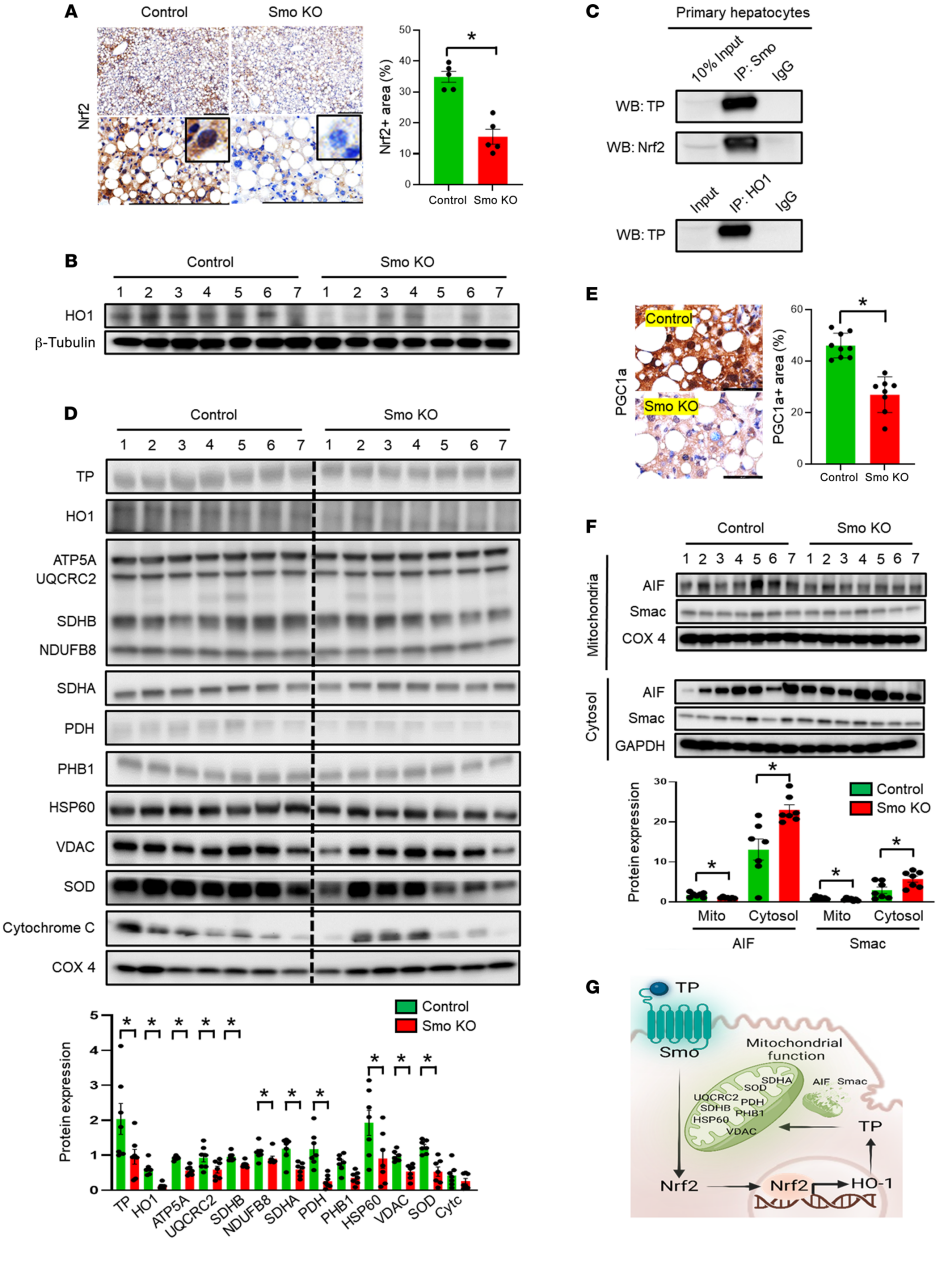
Hepatocyte Smo-KO induces mitochondrial dysfunction. (**A**) Representative images of staining for Nrf2 and quantification of the positively stained areas in liver tissues from Smo-KO versus control mice (*n* = 5 mice per group). Scale bars: 250 μm. Original magnification, ×100 (enlarged insets). (**B**) HO1 protein expression in total liver from Smo-KO versus control mice, as determined by immunoblotting (*n* = 7 mice per group). (**C**) Interaction between TP, Smo, Nrf2, and HO1 in mouse primary hepatocytes by immunoprecipitation. WB, Western blot. (**D**) Protein expression of TP, HO1, OXPHOS complexes, SDHA, PDH, PHB1, HSP 60, VDAC, SOD, and cytochrome C by immunoblotting of isolated mitochondria in total liver from Smo-KO mice (*n* = 7 mice per group). (**E**) Representative images of staining for PGC1a and quantification of the positively stained areas in liver tissues from Smo-KO versus control mice (*n* = 9 control mice; *n* = 10 Smo-KO mice). Scale bars: 60 μm. (**F**) Immunoblots showing AIF and Smac protein expression in mitochondria or cytoplasm in total liver from Smo-KO and control mice (*n* = 7 mice per group). *P < 0.05, by 1-way ANOVA. Data are graphed as the mean ± SEM. (**G**) Hypothetical design.

**Figure 4:**
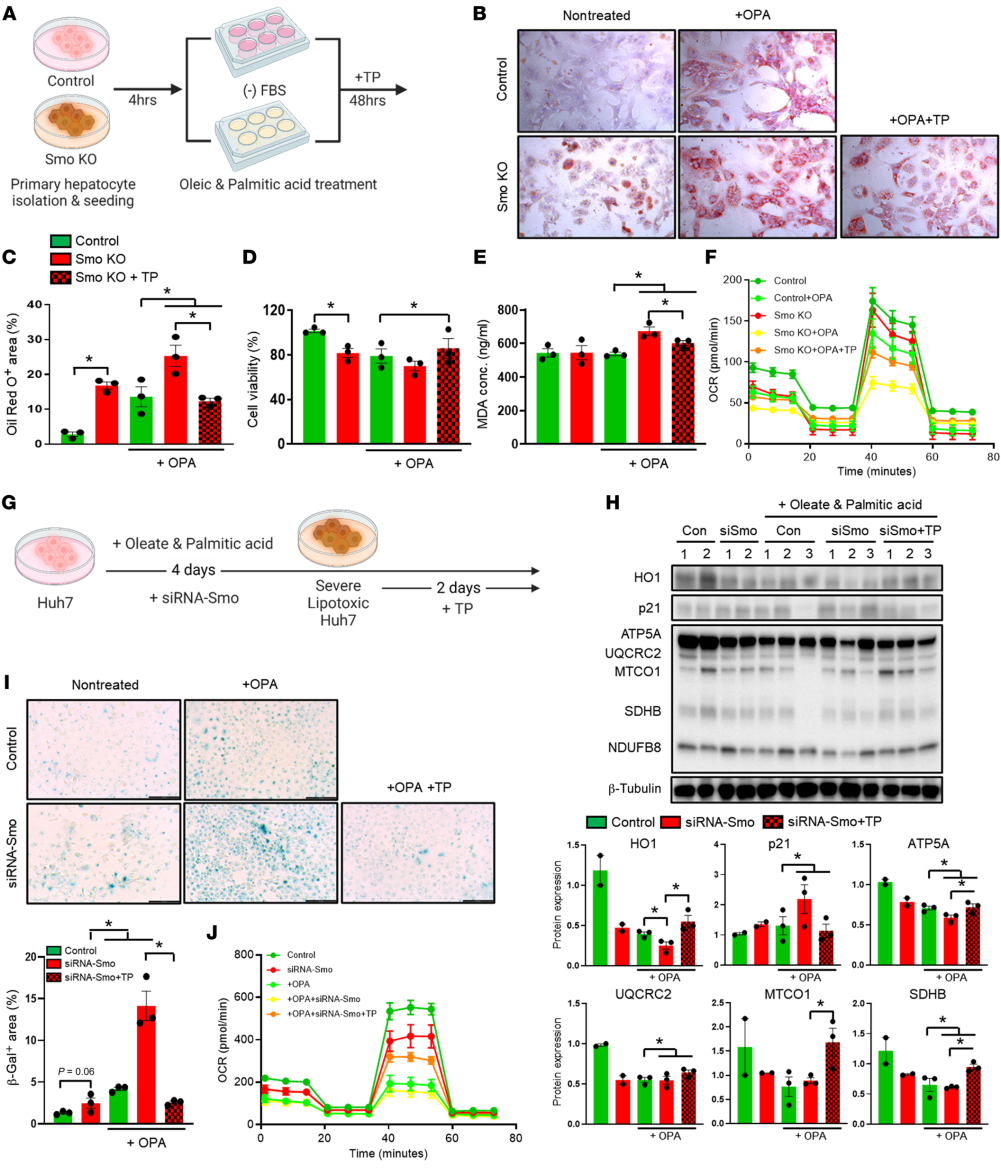
Replenishing TP restores mitochondrial fitness and rescues Smo-depleted hepatocytes from lipotoxicity and senescence. (**A**) Experimental scheme. (**B** and **C**) Oil Red O staining and (**D**) percentage of Smo-KO primary hepatocytes by CCK-8 assay. Original magnification, ×200. (**E**) MDA concentration (conc.) in conditioned media of Smo-KO primary hepatocytes. (**F**) OCR using the Seahorse extracellular flux analyzer in Smo-KO primary hepatocytes. (**G**) Experimental scheme. (**H**) Protein expression by immunoblot assay and corresponding morphometric quantification in siRNA-Smo–transfected Huh7 cells. (**I**) β-Gal staining and corresponding morphometric quantification in siRNA-Smo–transfected Huh7 cells. Scale bars: 131.4 μm. (**J**) OCR of siRNA-Smo–transfected Huh7 cells using the Seahorse extracellular flux analyzer. Data from triplicate experiments are graphed and are shown as the mean ± SEM. *P < 0.05, by 1-way ANOVA.

**Figure 5:**
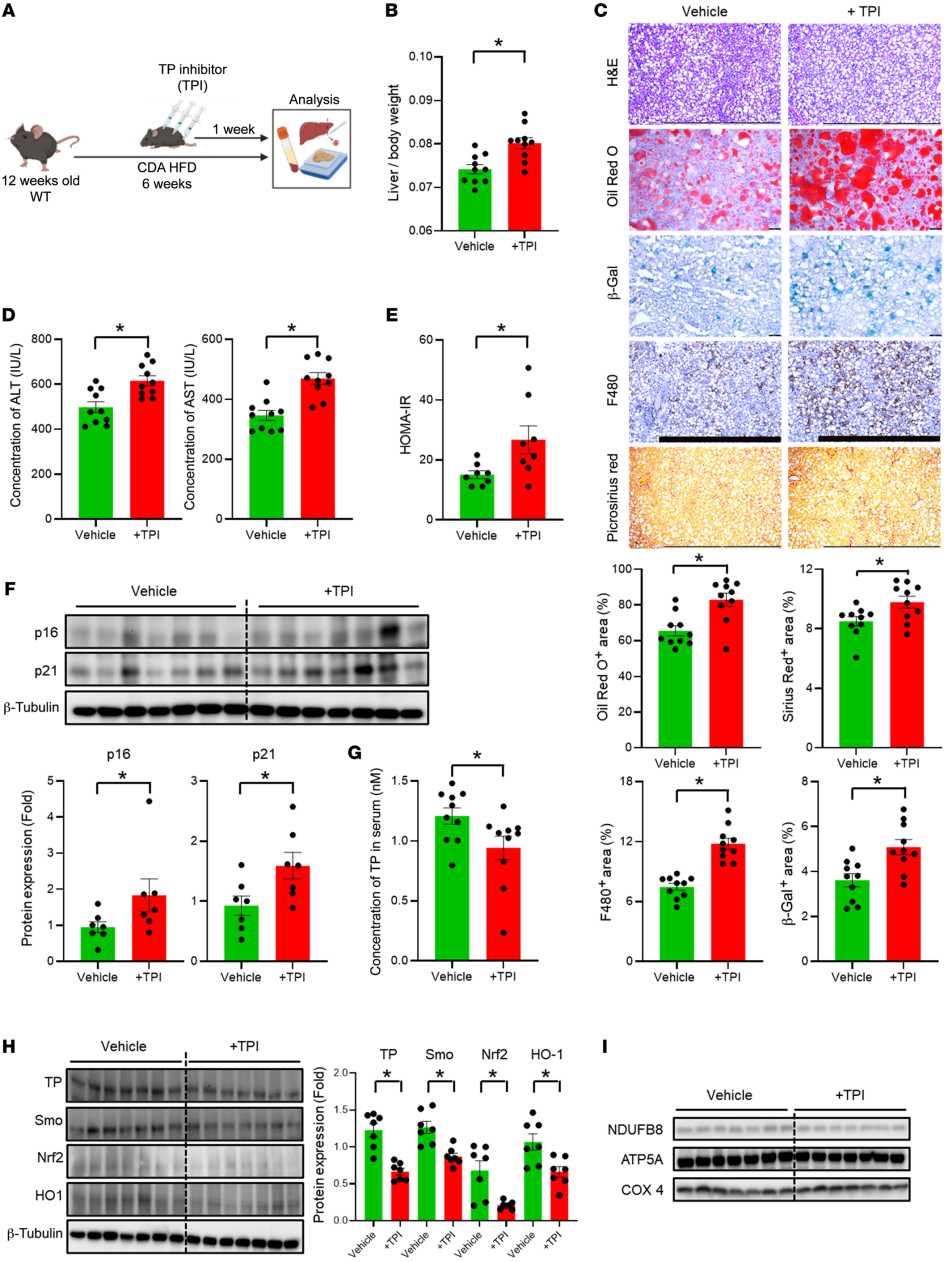
Inhibiting TP exacerbates diet-induced MASH and liver fibrosis in WT mice. (**A**) WT mice were fed a CDA-HFD diet for 6 weeks and were intraperitoneally injected with a TPI (tipiracil-HCl) or its vehicle 3 times. (**B**) Liver/body weight ratio in TPI-treated versus vehicle-treated mice (*n* = 10 mice per group). (**C**) Representative images of staining for H&E, Oil Red O, Picrosirius red, F480, β-gal and corresponding densitometric analysis of positively stained areas. Scale bars: 100 μm (H&E-, F480-, and Picrosirius red–stained images) and 50 μm (Oil Red O– and β-gal–stained images). Serological results of hepatic function markers (**D**) ALT and AST and (**E**) HOMA-IR (*n* = 10 mice per group). (**F**) Expression of the senescence markers p16 and p21 detected in total liver from TPI-treated mice, as detected by immunoblotting (*n* = 7 mice per group). (**G**) Concentration of TP in serum from vehicle- and TPI-treated mice (*n* = 10 mice per group). (**H**) Protein expressions of TP, Smo, Nrf2, and HO1 detected in total liver from TPI-treated mice, as detected by immunoblotting (*n* = 7 mice per groups). (**I**) Expression of the mitochondrial OXPHOS complex markers NDUFB8 and ATP5A detected in total liver mitochondria from vehicle- or TPI-treated mice, as detected by immunoblotting (*n* = 7 mice per group). Data are graphed as the mean ± SEM. *P < 0.05, by 1-way ANOVA.

# Supplementary material for: The senescence-associated secretome of Hedgehog-deficient hepatocytes drives MASLD progression
**Source:** J Clin Invest. 2024 Aug 27;134(19):e180310. doi: 10.1172/JCI180310
**Supplement:** Supplemental data

# **The Senescence-associated Secretome of Hedgehog-deficient Hepatocytes Drives MASLD Progression**

## **Supplemental data**

Ji Hye Jun<sup>1</sup>, Kuo Du<sup>1</sup>, Rajesh Kuma Dutta<sup>1</sup>, Raquel Maeso-Diaz<sup>1</sup>, Seh Hoon Oh<sup>1</sup>, Liuyang Wang<sup>2</sup>, Guannan Gao<sup>3</sup>, Ana Ferreira<sup>3</sup>, Jon Hill<sup>3</sup>, Steven S Pullen<sup>3</sup>, Anna Mae Diehl<sup>1#</sup>

**Disclosures:** Funding from a sponsored research agreement with Boehringer-Ingelheim Pharmaceuticals helped to support this work. The authors declare no other conflicts of interest.

**Author Contributions:** J.H.J and A.M.D. conceived of the experiments. J.H.J, K.D., R.M.D., and S.H.O performed experiments. J.H.J, R.K.D., L.W., G.G., J.H., S.S.P., and A.M.D. analyzed data. J.H.J and A.M.D. wrote the manuscript. A.M.D. secured funding for the study. Everyone reviewed and approved the manuscript.

**Grant support:** RO1 DK 07794 (AMD), R56 DK134334 (AMD), AA10154 (AMD), Sponsored Research Agreement 33751(AMD) and the Duke Endowment (AMD).

**Keywords:** MASLD; Senescence; Hedgehog signaling; Secretome

## Supplemental Methods

### Human studies

Duke MASLD cohort for bulk-RNA seq analysis. We analyzed a publicly available GSE213623 RNA sequencing data set from a cohort of n = 368 liver biopsies that were classified into healthy and NASH/MASH with F0/F1, F2, or F3/F4 fibrosis. This cohort was generated from healthy obese controls (no histologic features of chronic liver disease, n = 69) or biopsy-proven MASLD (n = 299) that archived in the Duke University Health System (DUHS) MASLD Clinical Database and Biorepository. A summary of patient characteristics is detailed in **Supple Table 1**.

Single nuclei (sn)-RNA seq data analysis. Publicly available (GSE174748) single nuclei RNA seq data containing feature barcode matrices was downloaded from GEO website. Seurat (v 5.0.3 ) was used for filtration and for further processing of feature barcode matrices. After filtration, data were log normalized, scaled, and variable features identified. Dimensionality reduction was performed using PCA, followed by clustering. Hepatocyte clusters were identified based on the expression of various known marker gene. Gene expression pattern in hepatocyte population were visualized using feature plot and violin plot.

O link analysis. Eighty patient plasma samples were profiled with the Olink Explore 1536 panel for quantitation of various proteins. Resulting protein concentrations calculated as Normalized Protein eXpression (NPX) values, calculated from Ct values and data pre-processing to minimize assay variation.

### Cell culture

AML-12 mouse hepatocyte cell line. AML-12 (ATCC, Manassas, Virginia) was cultured in DMEM/F12 medium (Gibco, Billings, Montana) supplemented with 10% fetal bovine serum (FBS; HyClone, Logan, Utah) and 1% antibiotic–antifungal mixture (100 U/mL penicillin, 100 µg/mL streptomycin; Gibco). The cells were incubated at 37 °C with a CO<sub>2</sub> concentration of 5%. Passage

was carried out when the cell confluence reached approximately 70–80%. Upon reaching the logarithmic growth phase, AML-12 cells were seeded in a culture plate and incubated. Subsequently, the cells were treated with palbociclib for 5 days and recombinant TP for 2 days.

Huh7 human hepatoma cell line. Huh7 (ATCC) was cultured in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin at 37 °C with a CO<sub>2</sub> concentration of 5%. Huh7 cells were seeded in a culture plate and treated with 200µM of oleate (Sigma-Aldrich, St. Louis, Missouri) and 100µM palmitic acid (Sigma-Aldrich, St. Louis, Missouri), OPA for 4 days to induce lipotoxicity. After that, recombinant TP or TP inhibitor (TPI-HCl) was treated into the cells for 2 days.

Primary mouse hepatocytes. Primary mouse hepatocytes were isolated from control and Smo deleted mice using a 2-step collagenase perfusion technique. Cell viability was determined by trypan blue exclusion and generally >95%. Cell purity was evaluated with an assessment of the relative percentage of hepatocytic-appearing cells using standard microscopy, and purity was generally > 96% hepatocytes. Cells were plated in DMEM F12 medium containing 5% FBS and 1% streptomycin and penicillin. After 4 hours, cells were washed and treated with 200µM of oleate (Sigma-Aldrich) and 100µM palmitic acid (Sigma-Aldrich) in DMEM F12 containing 2% FBS, 1% Penicillin/streptomycin, 1% L-glutamine (Gibco), 0.1% Insulin-transferrin-selenium (Gibco), and 40ng/ml Dexamethasone (Sigma-Aldrich). The cells were maintained for 4 days and fixed with 4% paraformaldehyde (Santa Cruz, Dallas, Texas) for following staining analysis.

### **siRNA-Smoothened (Smo) transfection**

Huh7 cells ( $1.5 \times 10^5$ ) were seeded into 6 well plates and mixed with ON-TARGETplus siRNA SMARTPool human SMO (Horizon Discovery, Cambridge, UK; L-005726-00-0005; 20 nM) and of Lipofectamine™ 3000 Transfection Reagent (ThermoFisher Scientific, Waltham, MA; L3000001) for four days at 37°C and 5% CO<sub>2</sub> incubator.

### **Mitochondrial isolation**

The Mitochondria Isolation Kit for Tissue (ThermoFisher Scientific) was used to isolate mitochondria from mouse total liver. Mitochondria were isolated as per standard protocols under sterile conditions at 4°C.

### **Immunoblot**

Protein was extracted from total liver tissues or harvested cell pellets using RIPA buffer (Sigma-Aldrich) with Halt™ Protease & Phosphatase Single-Use Inhibitor Cocktail (ThermoFisher Scientific). Equal quantities of protein were loaded and subjected to SDS-PAGE gel electrophoresis using 4%-20% Criterion gels (BioRad, Hercules, CA). Subsequently, the proteins were transferred onto PVDF membranes and probed with the primary antibodies (**Supple Table 2**). Blots were then incubated with HRP-conjugated secondary antibodies and visualized with Image Studio™ Lite Ver 5.2 (LI-COR Biosciences).

### **Immunohistochemistry**

Liver tissue samples were fixed in formalin, embedded in paraffin, and sectioned. The sections were subjected to various staining techniques for histopathologic evaluation. Hematoxylin and eosin (H&E) staining was performed to assess overall liver histopathology. Sirius Red (Sigma-Aldrich, 365548) staining was utilized to evaluate liver fibrosis, following the manufacturer's instructions. Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining was conducted to detect cell death using the In Situ Cell Death Detection Kit (Roche Diagnostics, Indianapolis, IN) as per the manufacturer's guidelines.

For immunohistochemistry, the slides were dewaxed, hydrated, and treated with 3% hydrogen peroxide for 10 minutes to block endogenous peroxidase activity. Antigen retrieval was performed by heating the slides in 10mmol/L sodium citrate buffer (pH 6.0) for 10 minutes. Slides were then blocked with Dako protein block solution (Agilent Technologies, Santa Clara, CA) for 1 hour and incubated overnight at 4°C with specific primary antibodies (**Supple Table 2**). Polymer-

horseradish peroxidase secondary antibodies were applied for 1 hour at room temperature, followed by detection using the Dako 3,3'-Diaminobenzidine Substrate Chromogen System. To detect liver DNA damage, slides were incubated with anti-gamma H2A.X and anti-8-Hydroxy-2'-deoxyguanosine primary antibodies, and then with Alexa Fluor™ 488 and Alexa Fluor™ 594 secondary antibodies (ThermoFisher Scientific) for fluorescence detection. Images were acquired and processed using Leica Microsystems (Leica, Wetzlar, Germany).

Frozen liver tissue samples were also used. Sections were cut at a thickness of 20µm, fixed with 10% formalin, and stained with Oil Red O (Sigma-Aldrich, O0625) for 15 minutes to visualize lipid accumulation. Cellular senescence in the liver was evaluated by SA-β-gal staining using a commercially available kit (Cell Signaling, 9860), following the manufacturer's instructions. Results were examined using light microscopy.

### **Immunoprecipitation**

Mouse primary hepatocytes were scraped off the culture dish with 1 ml of cold RIPA buffer (Sigma-Aldrich) containing Halt™ Protease & Phosphatase Single-Use Inhibitor Cocktail (ThermoFisher Scientific). The cell lysate was centrifuged at 13,000g for 15 minutes at 4°C. The supernatant was harvested, and its protein concentration was measured with a BCA protein assay kit. For immunoprecipitation, 300 µg of proteins were incubated with a Protein A/G PLUS-Agarose (Santa Cruz Biotechnology, Dallas, Texas; sc-2003) for 1 hour at 4°C. The pre-mixture of protein and protein A/G agarose beads were incubated with specific primary antibodies overnight at 4°C with constant rotation (**Supple Table 2**). After centrifugation at 1000 rpm for 1 minute at 4°C, the supernatant was discarded, and the agarose-bead pellets were washed with PBS. After the final wash, the agarose-bead pellets were re-suspended in a final volume of 20 µl with sample buffer (50 mM TRIS-HCl pH 6.8, 2 % SDS, 10 % glycerol, 1 % β-mercaptoethanol, 12.5 mM EDTA, 0.02 % bromophenol blue) and boiled at 95°C for 10 minutes. The samples were loaded immediately onto an SDS-PAGE gel electrophoresis using 4%-20% Criterion gels and

immunoblots were performed as described above.

### **Cytokine array analysis**

The Proteome Profiler Mouse XL Cytokine Array Kit (R&D systems, Minneapolis, MN; ARY028), a multiplex antibody array system including 111 cytokines, chemokines, and growth factors of mouse antibodies, was used to assess protein levels of secretomes in serum and culture supernatants. The assay allows the simultaneous detection of 111 proteins in the plate using a single biological sample in an unbiased manner; as the method relies on chemiluminescent detection of antibody bound proteins, values are given in relative units instead of absolute concentrations. Image J was used to quantify signal of each spot.

### **Enzyme-linked immunosorbent (ELISA) assay**

The concentration of malondialdehyde (MDA), 4-hydroxynonenal (4-HNE), thymidine phosphorylase (TP), glucose, and insulin in total liver, serum of mice and culture supernatant were analyzed by ELISA. Their concentrations were measured using mouse MDA (MyBioSource, San Diego, CA; MBS741034), 4-HNE (MyBioSource, MBS7607148), TP (Bioss Inc., Woburn, MA; BSKM61675), glucose (abcam, ab65333), and insulin (Crystal Chem, Elk Grove Village, IL; 90080) ELISA kits in strict accordance with the manufacturer's instructions and detected using a microplate reader (Tecan, Männedorf, Switzerland) at 450nm.

### **Seahorse extracellular flux (XF) assay**

Cellular oxygen consumption rate (OCR) was monitored in real time using the Seahorse Bioscience Extracellular Flux Analyzer (XF96e, Agilent, Santa Clara, CA). Assays were performed in 9-min cycles of mix (3 min), wait (3 min), and measure (3 min) as per the manufacturer's recommendations. For mitochondrial stress test assays, cells were sequentially treated as indicated with oligomycin (1 $\mu$ M), carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP; 1 $\mu$ M), and a combination of antimycin A (0.5 $\mu$ M) and rotenone (0.5 $\mu$ M). Cellular metabolism

readouts, such as basal respiration, glycolysis, and ATP production, were determined using the Agilent Seahorse Wave software.

**Supplemental Table 1: Patient characteristics.**

|                          | Control (n = 69) | MASLD (n = 299) | p value  |
|--------------------------|------------------|-----------------|----------|
| Gender ( % female)       | 81               | 61              | 0.013    |
| Age (year)               | 47.4 ± 12.6      | 50.5 ± 12.8     | 0.07     |
| BMI (kg/m <sup>2</sup> ) | 37.4 ± 8.2       | 36.8 ± 8.1      | 0.58     |
| Diabetes                 | 17.4             | 47.8            | < 0.0001 |
| Hyperlipidemia           | 46.4             | 34.4            | 0.07     |
| Hypertension             | 43.5             | 32.4            | 0.17     |
| Fibrosis stage           |                  |                 |          |
| 0                        | 100              | 10              | < 0.0001 |
| 1                        | -                | 22.4            |          |
| 2                        | -                | 35.8            |          |
| 3                        | -                | 27.1            |          |
| 4                        | -                | 4.7             |          |
| NAS score                |                  |                 |          |
| ≤3                       | -                | 1.7             |          |
| 4                        | -                | 35.5            |          |
| 5                        | -                | 36.5            |          |
| 6                        | -                | 18.7            |          |
| ≥7                       | -                | 7.7             |          |

Values are % or mean ± SD.

**Supplemental Table 2: Primary antibody used for immuno-blot, histochemistry, and precipitation**

| Antibody                     | Host Animal | Dilution for Immunoblot | Dilution for Immunohistochemistry | Dilution for Immunoprecipitation | Distributor             | Cat. Num.  |
|------------------------------|-------------|-------------------------|-----------------------------------|----------------------------------|-------------------------|------------|
| AIF                          | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 5318S      |
| ASMA                         | Rabbit      | -                       | 1:200                             | -                                | abcam                   | ab32575    |
| $\beta$ -tubulin             | Rabbit      | 1:3,000                 | -                                 | -                                | abcam                   | ab6046     |
| CDKN2A/p16IN K4a (p16)       | Rabbit      | 1:500                   | -                                 | -                                | abcam                   | ab211542   |
| Collagen 1                   | Rabbit      | 1:1,000                 | -                                 | -                                | abcam                   | ab34710    |
| COX 4                        | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 4850S      |
| Cytochrome c                 | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 4280S      |
| Desmin                       | Rabbit      | 1:1,000                 | -                                 | -                                | abcam                   | ab32362    |
| F480                         | Rabbit      | -                       | 1:200                             | -                                | Cell Signaling          | 70076S     |
| gamma H2A.X                  | Rabbit      | -                       | 1:200                             | -                                | abcam                   | ab81299    |
| GAPDH                        | Rabbit      | 1:3,000                 | -                                 | -                                | Cell Signaling          | 3683S      |
| GDF15                        | Rabbit      | -                       | 1:200                             | -                                | Bioss                   | BS-3818R   |
| Gli2                         | Rabbit      | -                       | 1:200                             | -                                | Aviva systems           | OARA02754  |
| SDHA                         | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 11998S     |
| Heme Oxygenase 1             | Rabbit      | 1:1,000                 | 1:400                             | 1:200                            | abcam                   | ab189491   |
| HSP60                        | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 12165S     |
| Nrf2                         | Rabbit      | 1:1,000                 | -                                 | 1:100                            | Cell Signaling          | 12721S     |
| OXPHOS                       | Mouse       | 1:2,000                 | -                                 | -                                | abcam                   | ab110413   |
| PGC1a                        | Rabbit      | -                       | 1:200                             | -                                | Novus Biologicals       | NBP1-04676 |
| PHB1                         | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 2426S      |
| Phospho-Nrf2 (Ser40)         | Rabbit      | -                       | 1:200                             | -                                | ThermoFisher Scientific | PA5-67520  |
| Pyruvate Dehydrogenase (PDH) | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 3205S      |
| p21                          | Rabbit      | 1:1,000                 | 1:200                             | -                                | abcam                   | ab188224   |
| Smac/Diablo                  | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 15108S     |
| Smo                          | Rabbit      | 1:1,000                 | -                                 | 1:100                            | MyBioSource             | MBS129037  |
|                              | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 92981S     |
| SOD                          | Mouse       | 1:1,000                 | -                                 | -                                | Cell Signaling          | 4266S      |
| Thymidine phosphorylase (TP) | Rabbit      | 1:1,000                 | 1:200                             | -                                | Cell Signaling          | 4307S      |
|                              | Rabbit      | 1:1,000                 | 1:200                             | 1:100                            | MyBioSource             | MBS8247716 |
| VDAC                         | Rabbit      | 1:1,000                 | -                                 | -                                | Cell Signaling          | 4661S      |
| Vimentin                     | Rabbit      | 1:1,000                 | -                                 | -                                | abcam                   | ab92547    |
| 8OHdG                        | Mouse       | -                       | 1:200                             | -                                | Novus Biologicals       | NB600-1508 |

## Supplemental Data

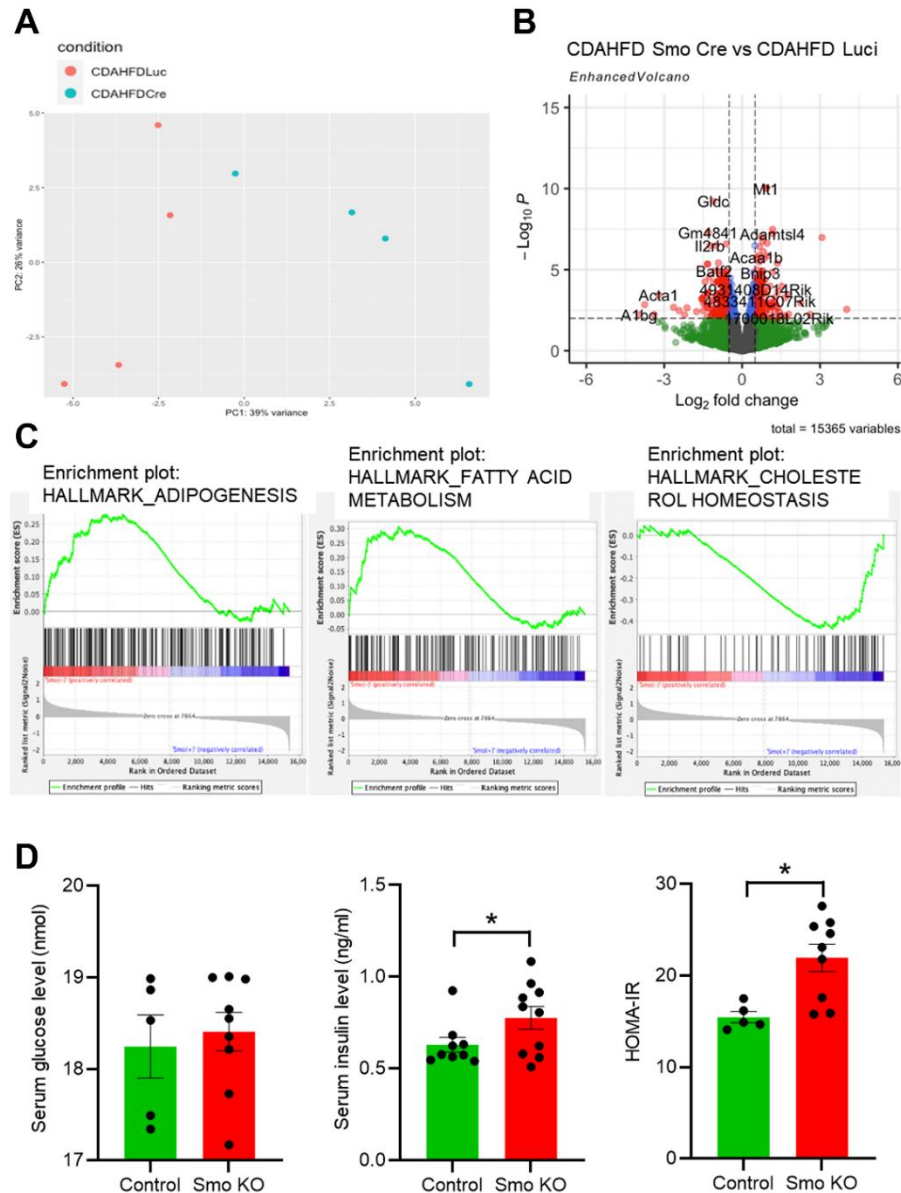

**Supplemental Figure 1. Gene signatures and metabolic parameters of Smo KO mice fed CDA-HFD.** (A) PCA reveals that control and Smo KO have difference with the liver genes. (B) DEGs shows different gene signatures between control and Smo KO liver. (C) GSEA demonstrated that control and Smo KO have difference with adipogenesis, fatty acid metabolism, and cholesterol homeostasis ( $n=3$  mice per group). (D) Serum levels of insulin, glucose and HOMA-IR in Smo KO and control mice demonstrate insulin resistance in mice with Smo-depleted hepatocytes. P values were calculated using one-way ANOVA. Data are graphed as mean  $\pm$  SEM. \*  $p < 0.05$ .

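The dashed lines of the volcano plot stand at an unadjusted p of 0.01 and an absolute log2 fold change of 0.5. In edgeR's quasi-likelihood test, 303 genes lay past both, 139 higher and 164 lower in Smo-KO livers. Of the 13 genes labelled in the plot, 10 passed the filter on low counts. All 10 were past both lines. None of the 10 had an adjusted p under 0.05 in that test (lowest 0.0785, highest 0.175), while 9 of them did in DESeq2's Wald test on the same genes. In all 13 the values of the 4 control and the 4 Smo-KO mice did not overlap (for each, exact permutation test, two-sided p = 0.0286); the paper chose these labels on the same libraries.
Mt1, which encodes metallothionein 1, rose from 78.3 ± 10.9 to 147 ± 24.6 CPM (SD, n = 4 each), a log2 fold change of 0.91 (standard error 0.13). Gldc, the glycine decarboxylase of mitochondria, fell from 120 ± 8.90 to 55.6 ± 16.6 CPM (log2 fold change -1.11, standard error 0.18). Lower in Smo-KO livers were also Il2rb, a receptor chain of lymphocytes (log2 fold change -1.25, standard error 0.23), Batf2 (-1.07, standard error 0.21) and Gm4841 (-1.32, standard error 0.25), a member of a family of similar genes between which the authors' counting could have split reads. Higher were Adamtsl4 (1.17, standard error 0.20), Acaa1b (0.55, standard error 0.11), which has the close paralog Acaa1a, and Bnip3 (0.70, standard error 0.16). With each mouse left out in turn, no log2 fold change of these genes changed sign. That of Mt1 stayed between 0.80 and 1.00 and that of Gldc between -1.25 and -0.94.
The genes at the far left of the plot had few reads. Acta1 had 4, 3, 26 and 17 reads in control mice 1 to 4 and at most 2 in any Smo-KO mouse, so that its mean was at least 3.44-fold lower in Smo-KO livers (at least 2.23-fold without control mouse 3). A1bg had from 1 to 5 reads in control mice and 0 in Smo-KO mice, too few for a fold change. These genes and 1700018L02Rik (from 4 to 6 reads in control and from 7 to 16 in Smo-KO mice) did not pass the filter.

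**Figure D3:**
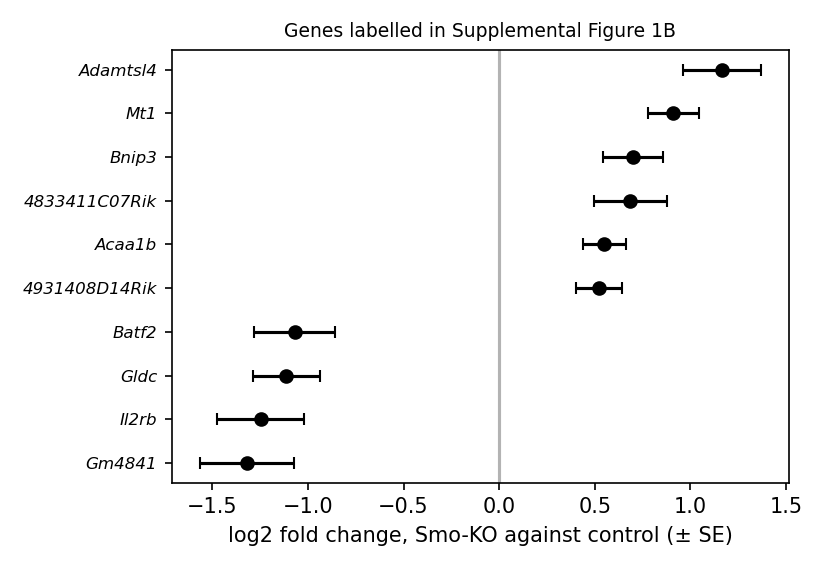
Log2 fold change of the 10 labelled genes that passed the filter, Smo-KO against control livers (horizontal axis). Points are the estimates of edgeR's quasi-likelihood fit and bars their standard errors, from 4 mice per group; the estimates run from -1.32 for Gm4841 to 1.17 for Adamtsl4.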

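The legend gives 3 mice per group, while libraries of 4 mice per group were analysed here, and the paper's text does not name 3 of them. The enrichment scores were therefore also computed for each of the 16 choices of 3 control and 3 Smo-KO mice. Across these choices the score of the adipogenesis list ran from 0.209 to 0.363, that of the fatty acid metabolism list from 0.199 to 0.392 and that of the cholesterol homeostasis list from -0.489 to -0.330, and no score changed sign. No test was made, since 3 mice against 3 cannot give a two-sided exact p under 0.100.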

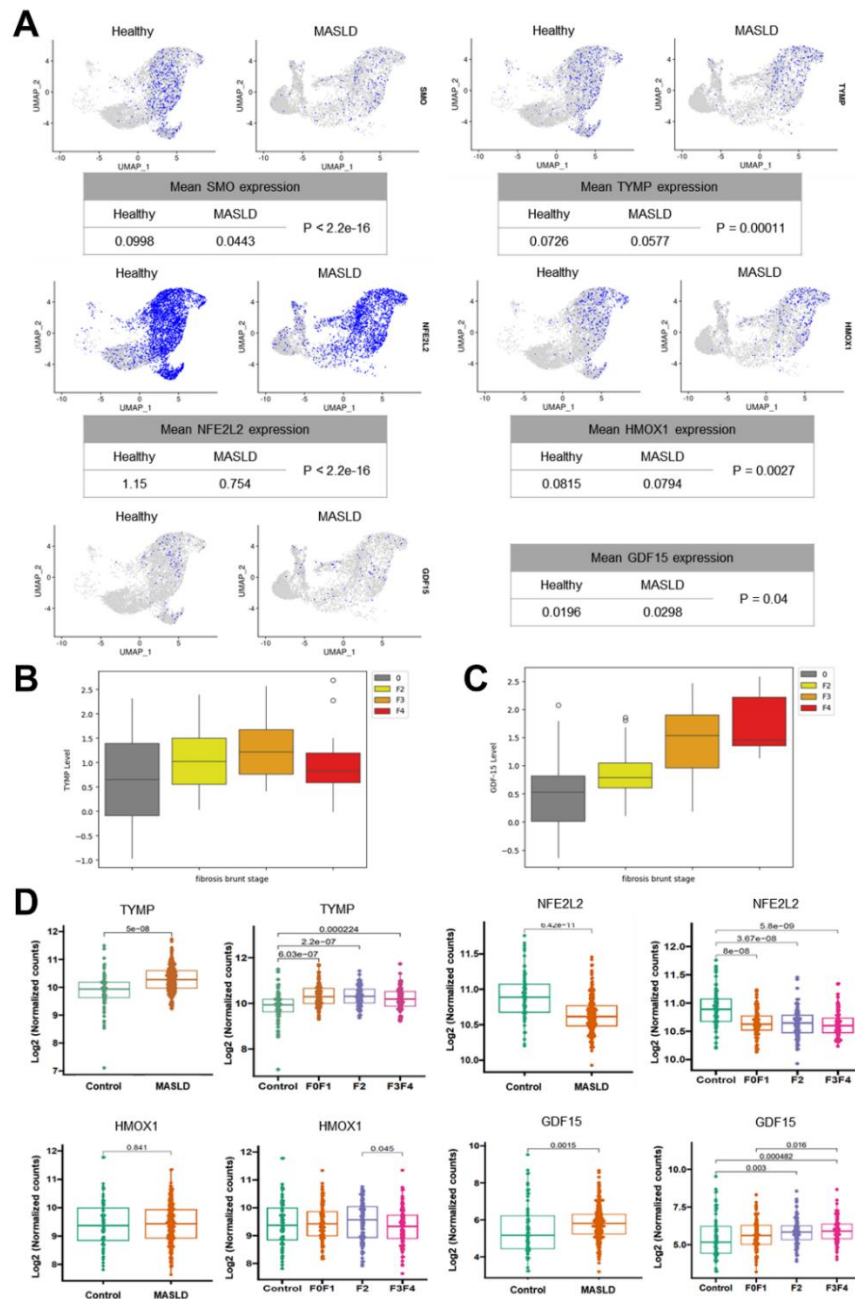

**Supplemental Figure 2. SMO and antioxidant gene expressions in human livers with MASLD.** (A) Single nuclei RNA seq data showing expression of SMO, TYMP, NFE2L2, HMOX1 and GDF15 in hepatocyte from Healthy and MASLD livers ( $n=2$  subjects per groups). Plasma protein level of TYMP (B) and GDF15 (C) across different fibrosis stage ( $n=20$  controls;  $n=20$  MASLD patients with F2 fibrosis;  $n=20$  MASLD patients with F3 fibrosis;  $n=12$  MASLD subjects with F4 fibrosis). (D) Bulk RNA seq data showing expression of TYMP, NFE2L2, HMOX1 and GDF15 in control and MASLD liver, and across different fibrosis stage of MASLD ( $n=69$  controls;  $n=299$  MASLD patients; fibrosis F0F1,  $n=97$ ; F2,  $n=107$ ; F3F4,  $n=95$ ). P values were calculated using Wilcoxon Rank Sum test.

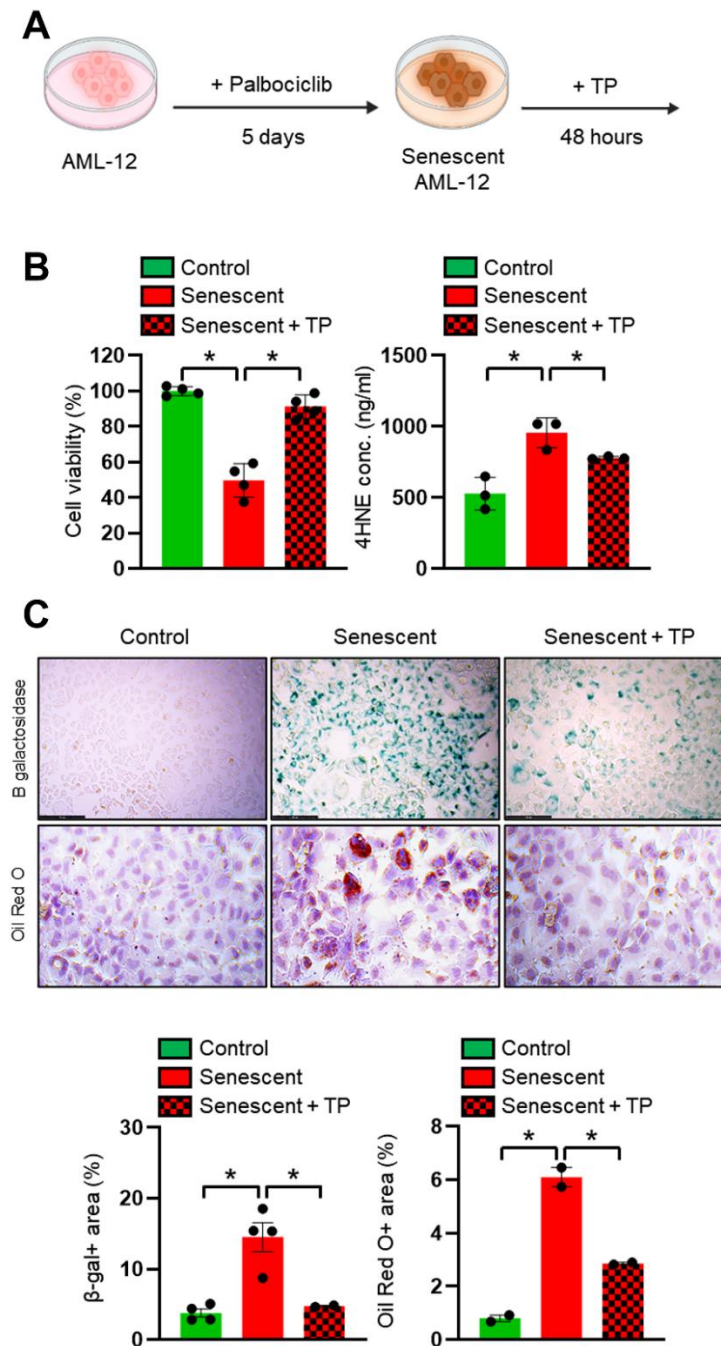

**Supplemental Figure 3. TP attenuates senescence and lipotoxicity in senescent hepatocytes.** (A) Experimental scheme. (B) Cell viability and 4HNE levels in palbociclib treated AML-12 cells by CCK-8 and ELISA assay, respectively (C) beta-galactosidase and Oil Red O staining and corresponding morphometric quantification. P values were calculated using one-way ANOVA. Data from triplicate experiments are graphed as mean  $\pm$  SEM. \*  $p < 0.05$ .

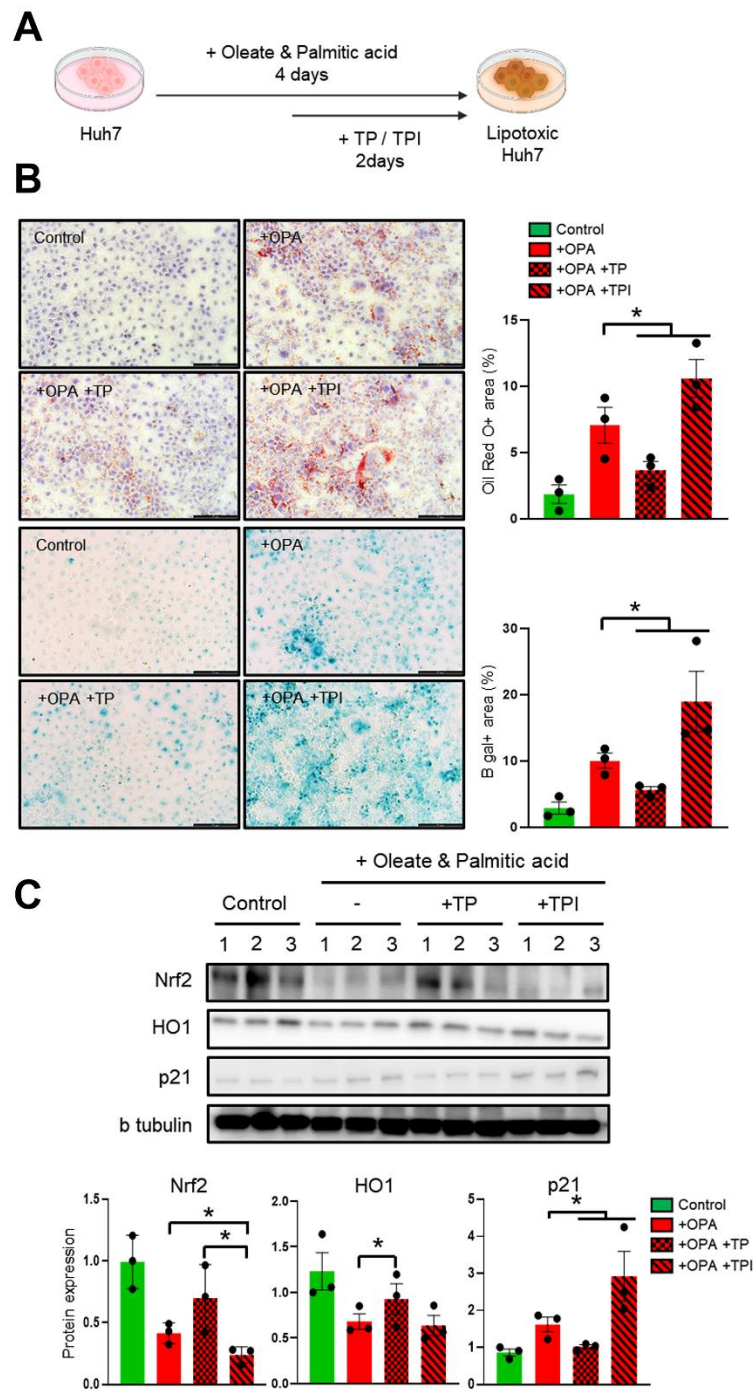

**Supplemental Figure 4. TP enhances antioxidant defense and attenuates lipotoxicity and senescence during lipotoxic stress. (A)** Experimental scheme. **(B)** Oil Red O and B gal staining and corresponding morphometric quantification. **(C)** Protein expressions of Nrf2, HO1, and p21 by immunoblot in lipotoxic Huh7 cells. Data from triplicate experiments are graphed. P values were calculated using one-way ANOVA. Data are graphed as mean  $\pm$  SEM. \*  $p < 0.05$ .

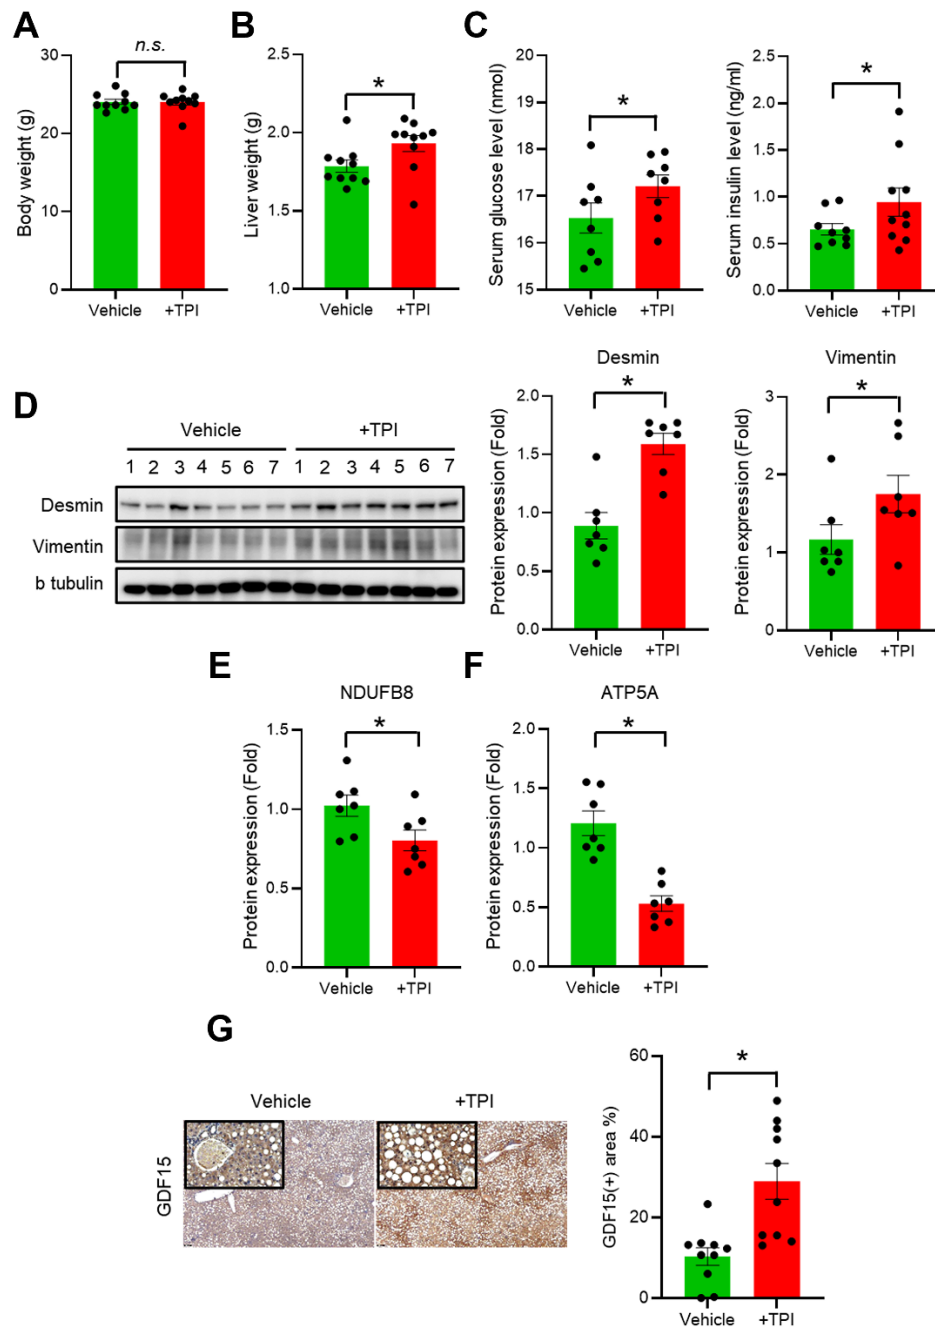

**Supplemental Figure 5. Inhibiting TP induces hepatomegaly and liver fibrosis in CDA-HFD fed wild type mice.** (A) Body and (B) Liver weight in TPI treated versus vehicle treated mice. (C) Serum glucose, insulin, and HOMA-IR in TPI-treated versus vehicle treated mice ( $n=10$  mice per group). (D) Protein expressions of fibrotic markers, Desmin and Vimentin, detected in TPI treated mice total liver by immunoblot. The beta tubulin blot is also shown in Figure 5F. Mitochondrial protein expressions of (E) NDUFB8 and (F) ATP5A based on immunoblot ( $n=7$  mice per group). (G) representative staining of GDF15 and quantification of positively stained area in vehicle or TPI treated mice liver fed with CDA-HFD for 6 weeks ( $n=10$  mice per group). P values were calculated using one-way ANOVA. Data are graphed as mean  $\pm$  SEM. \*  $p < 0.05$ .

# Supplementary material for: The senescence-associated secretome of Hedgehog-deficient hepatocytes drives MASLD progression
**Source:** J Clin Invest. 2024 Aug 27;134(19):e180310. doi: 10.1172/JCI180310

**Original images for Blots**

**Full western blot gel panels**

Figure 1D

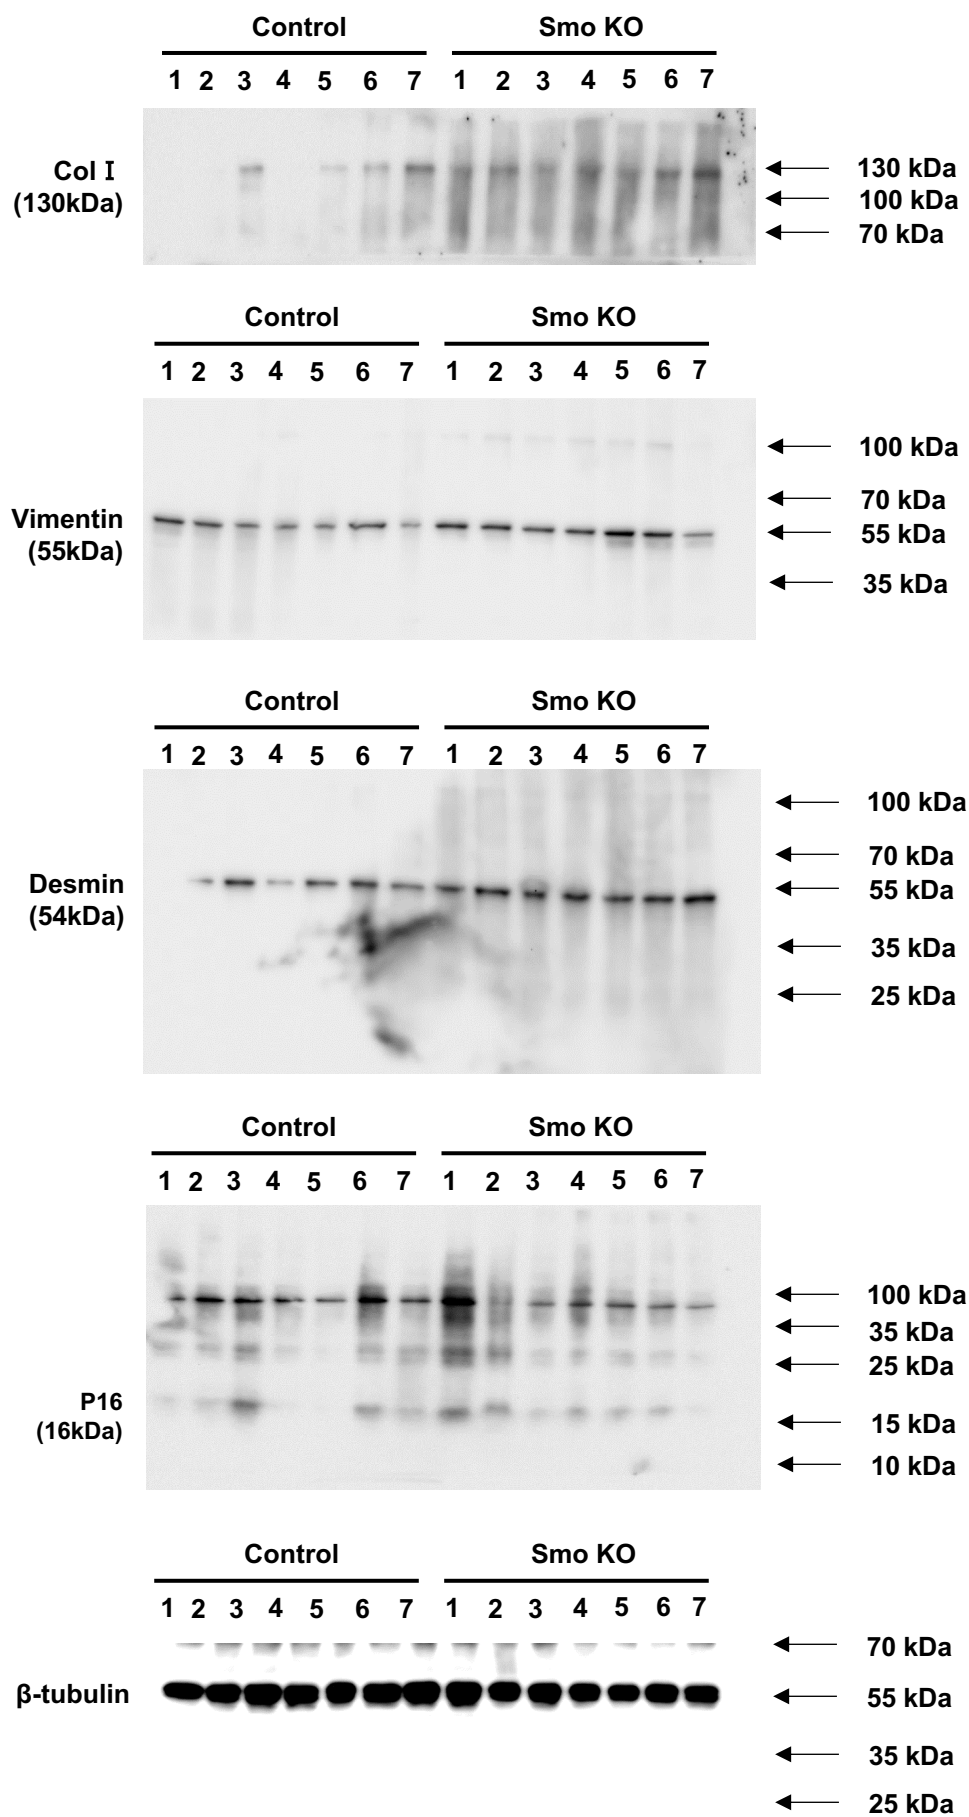

Figure 2C

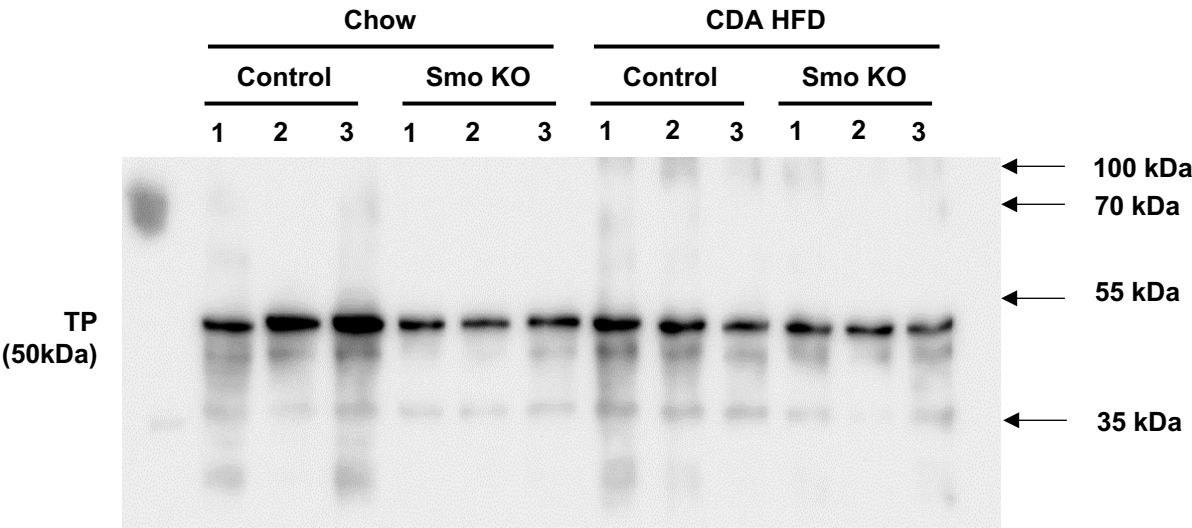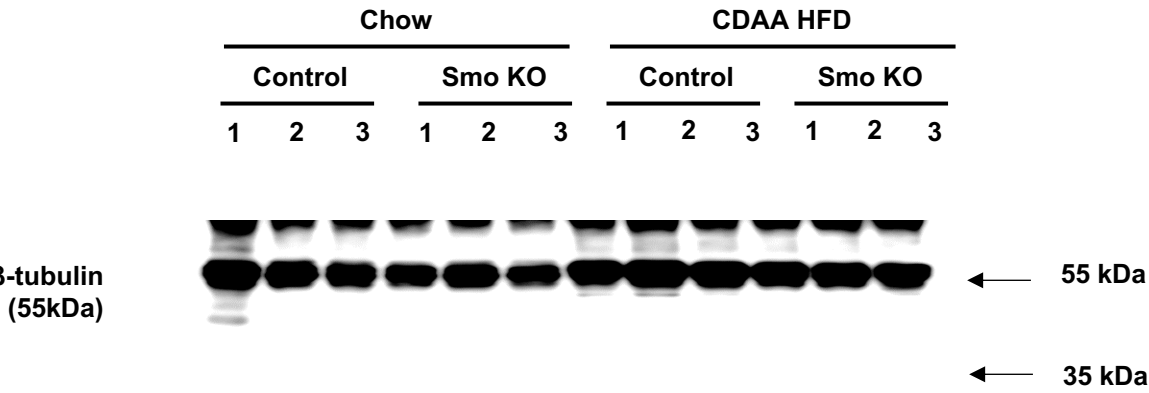

Figure 3B

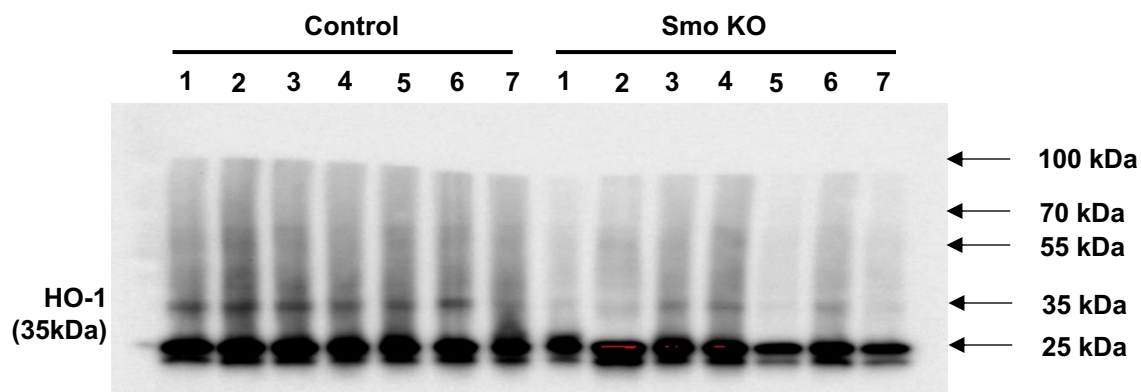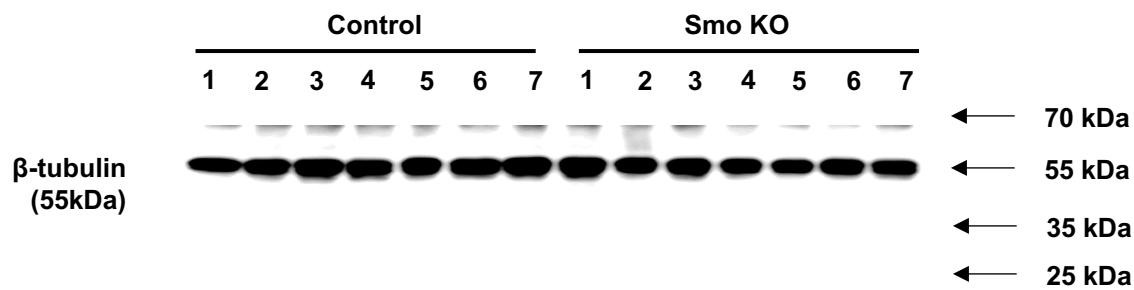

Figure 3C

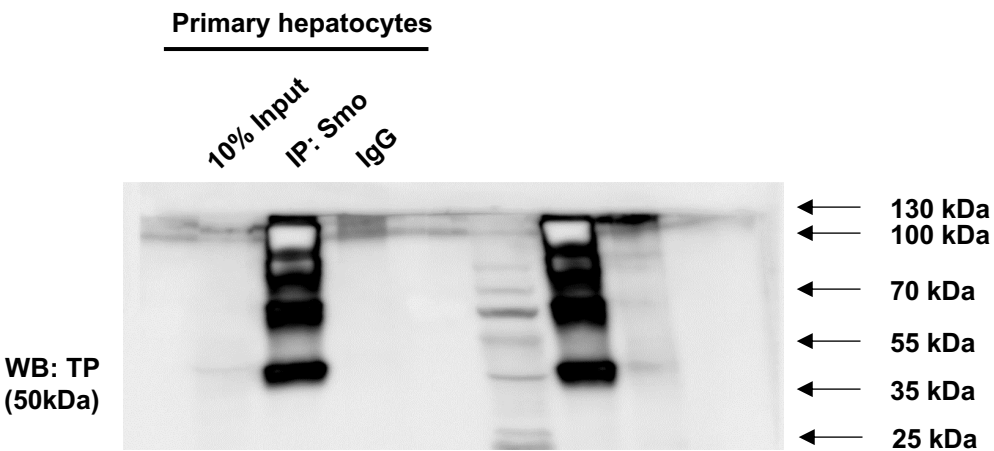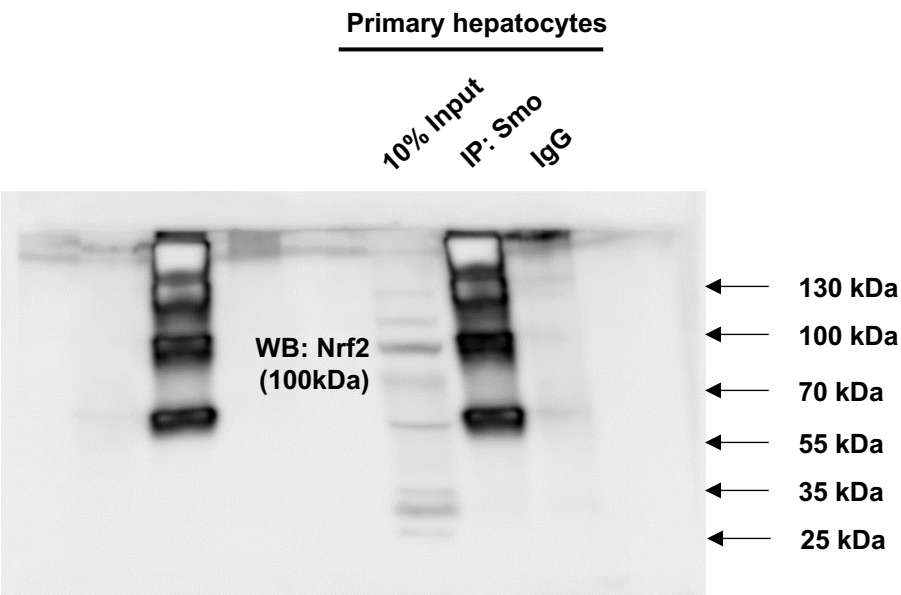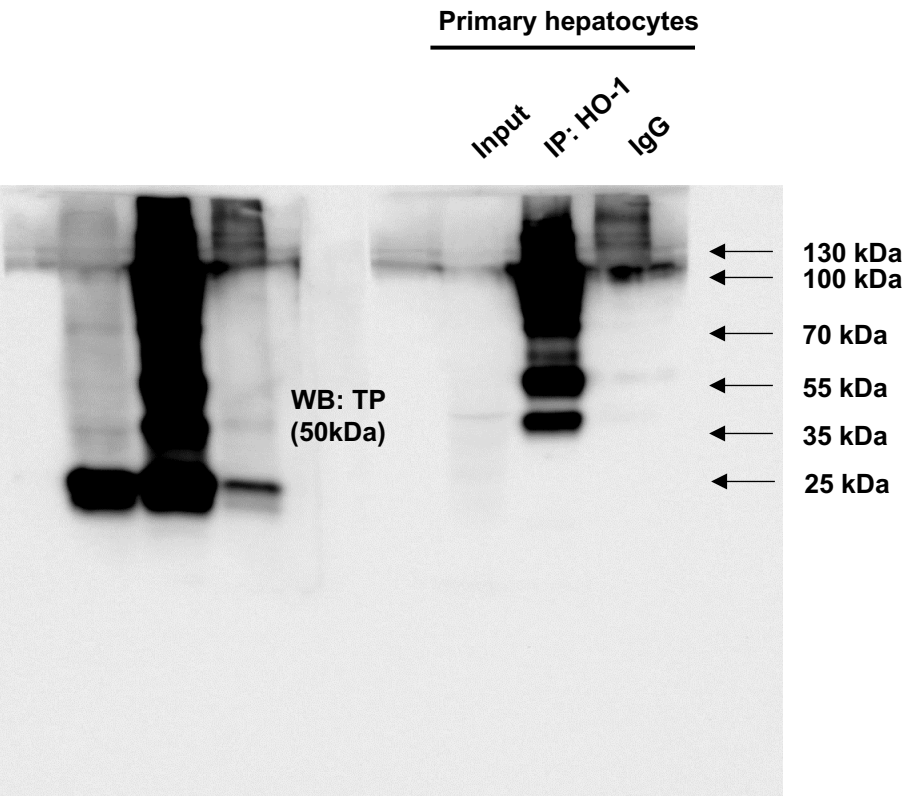

Figure 3D

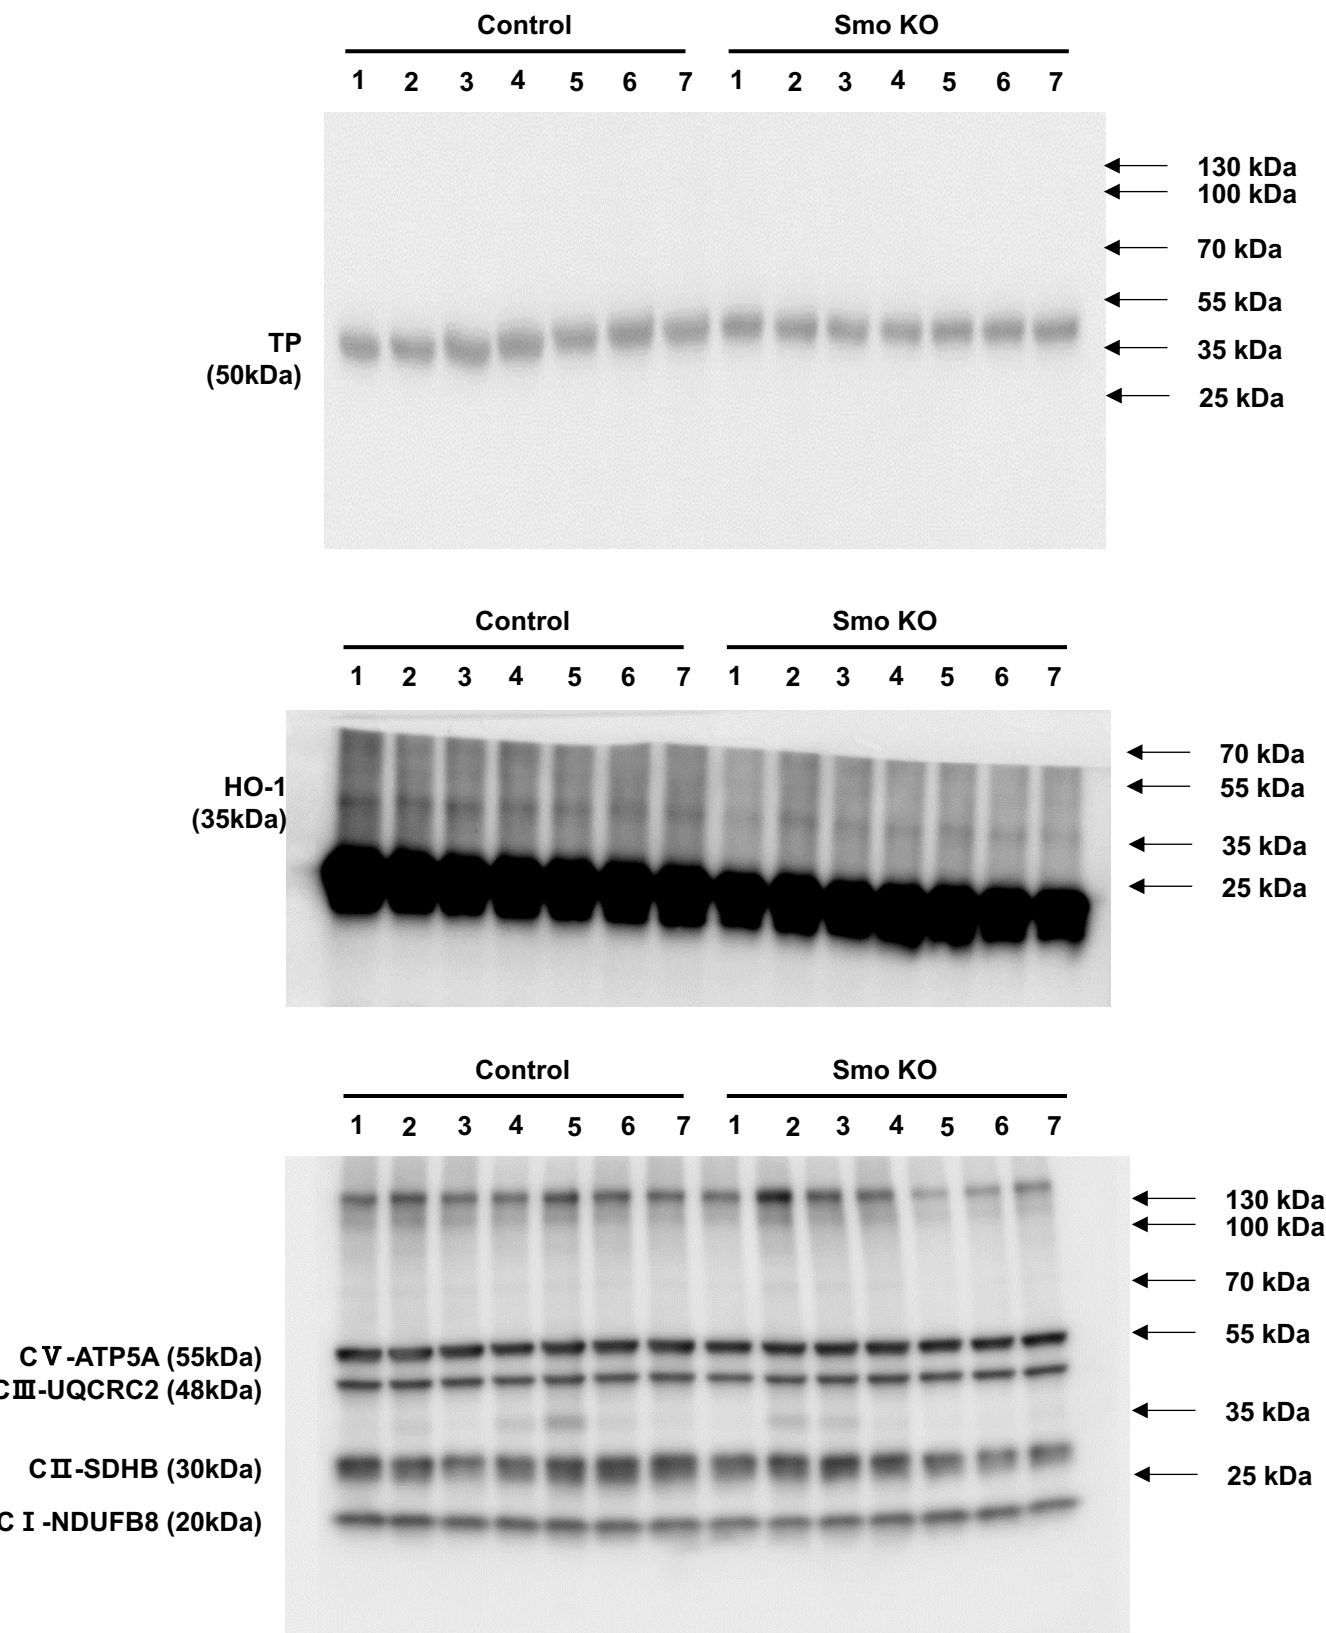

Figure 3D  
(Continued)

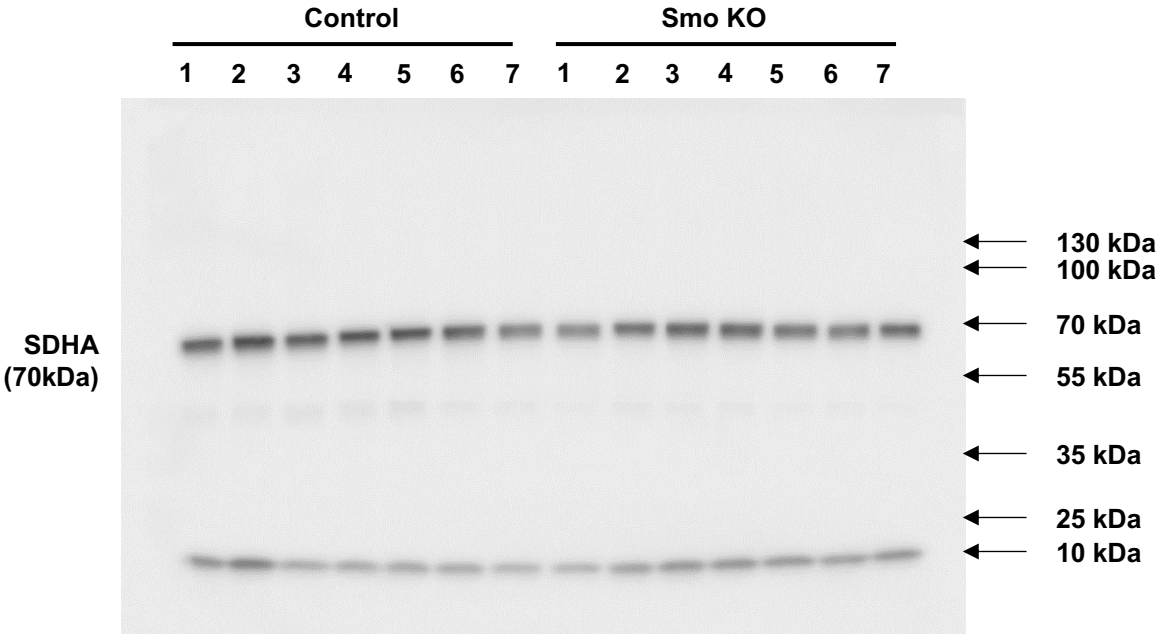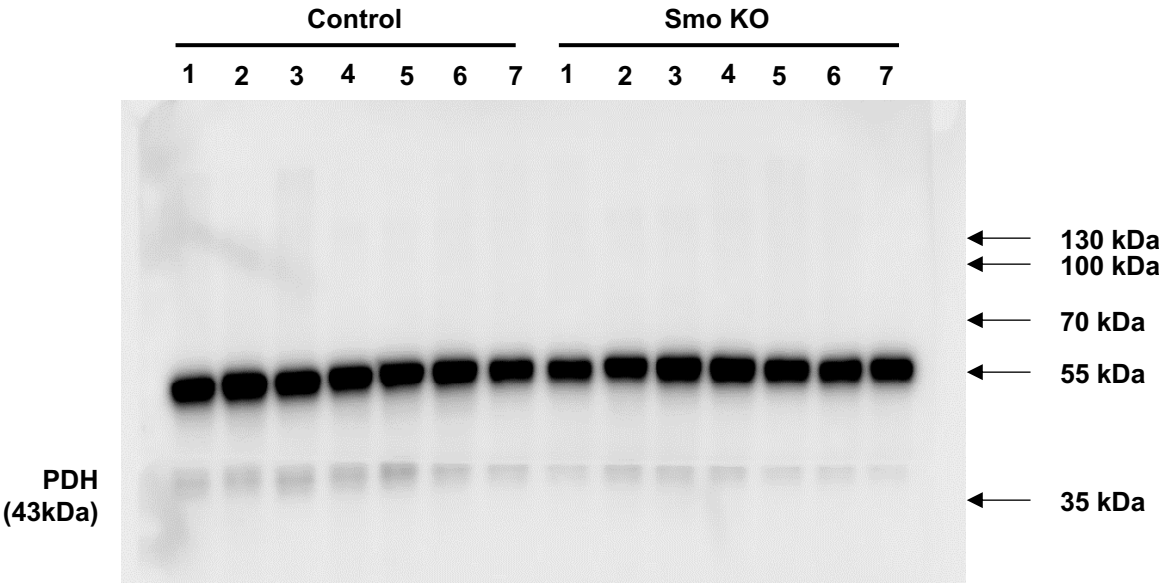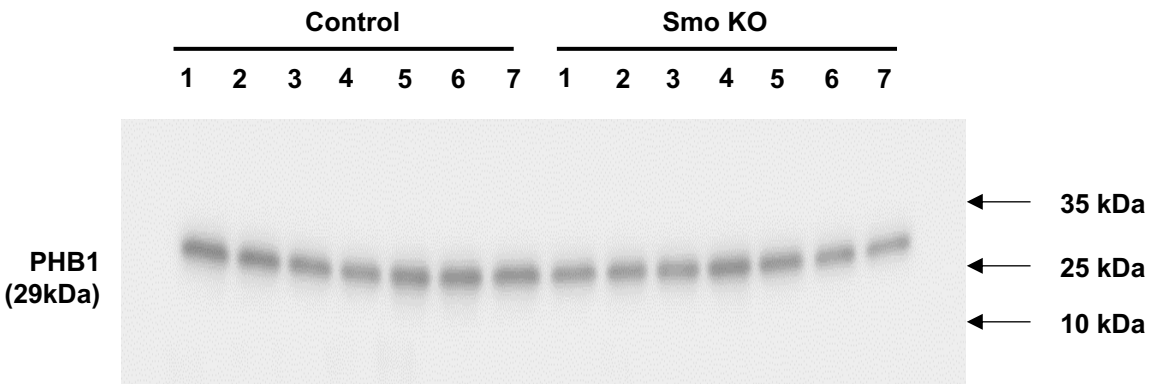

Figure 3D  
(Continued)

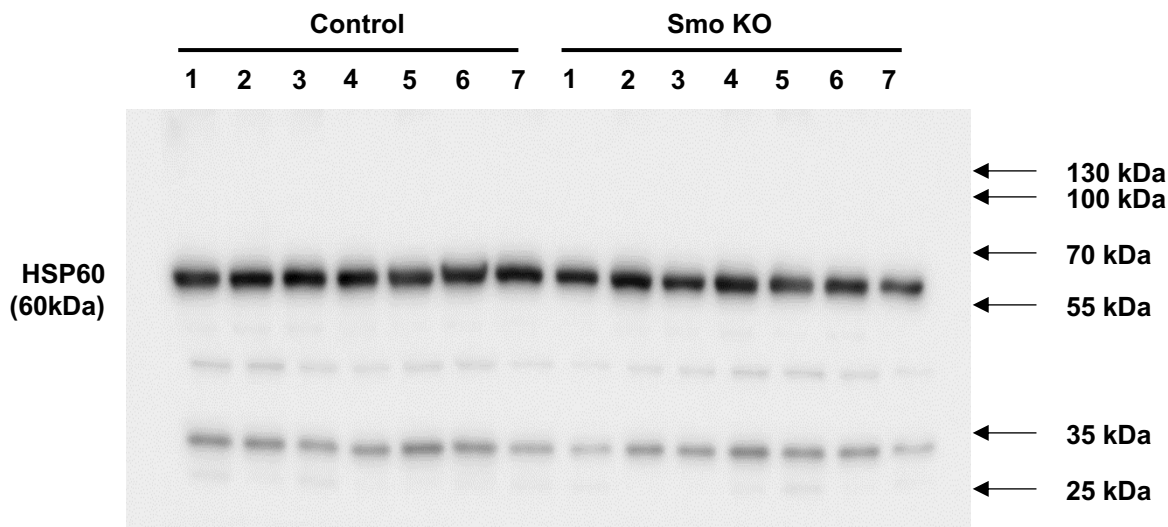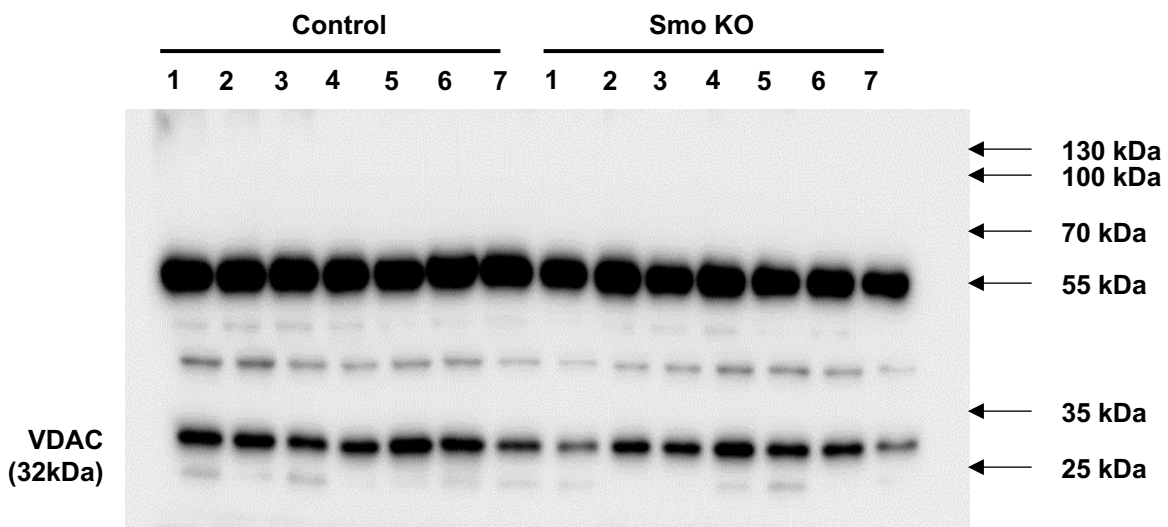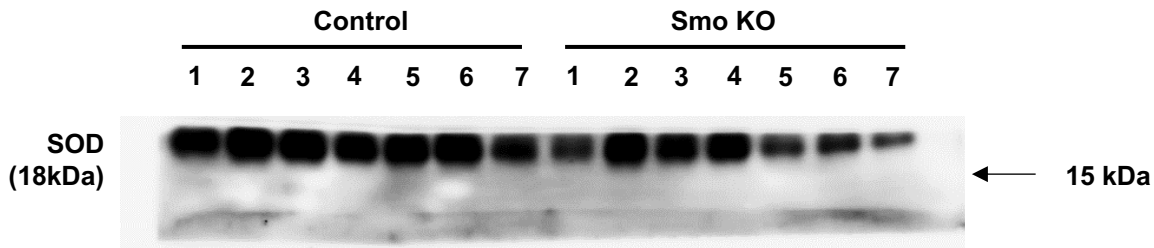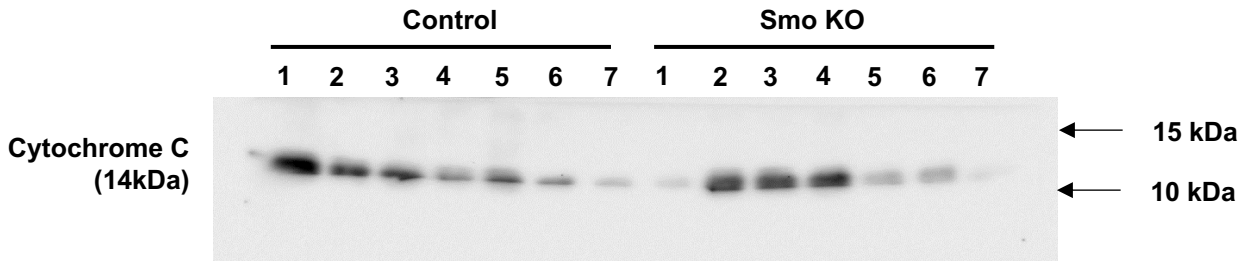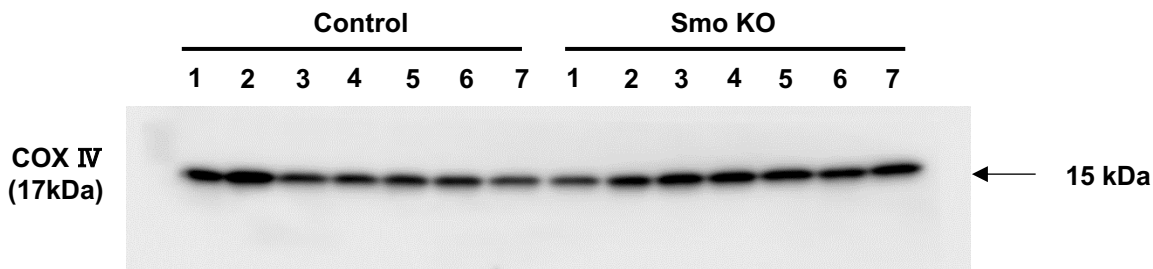

Figure 3F

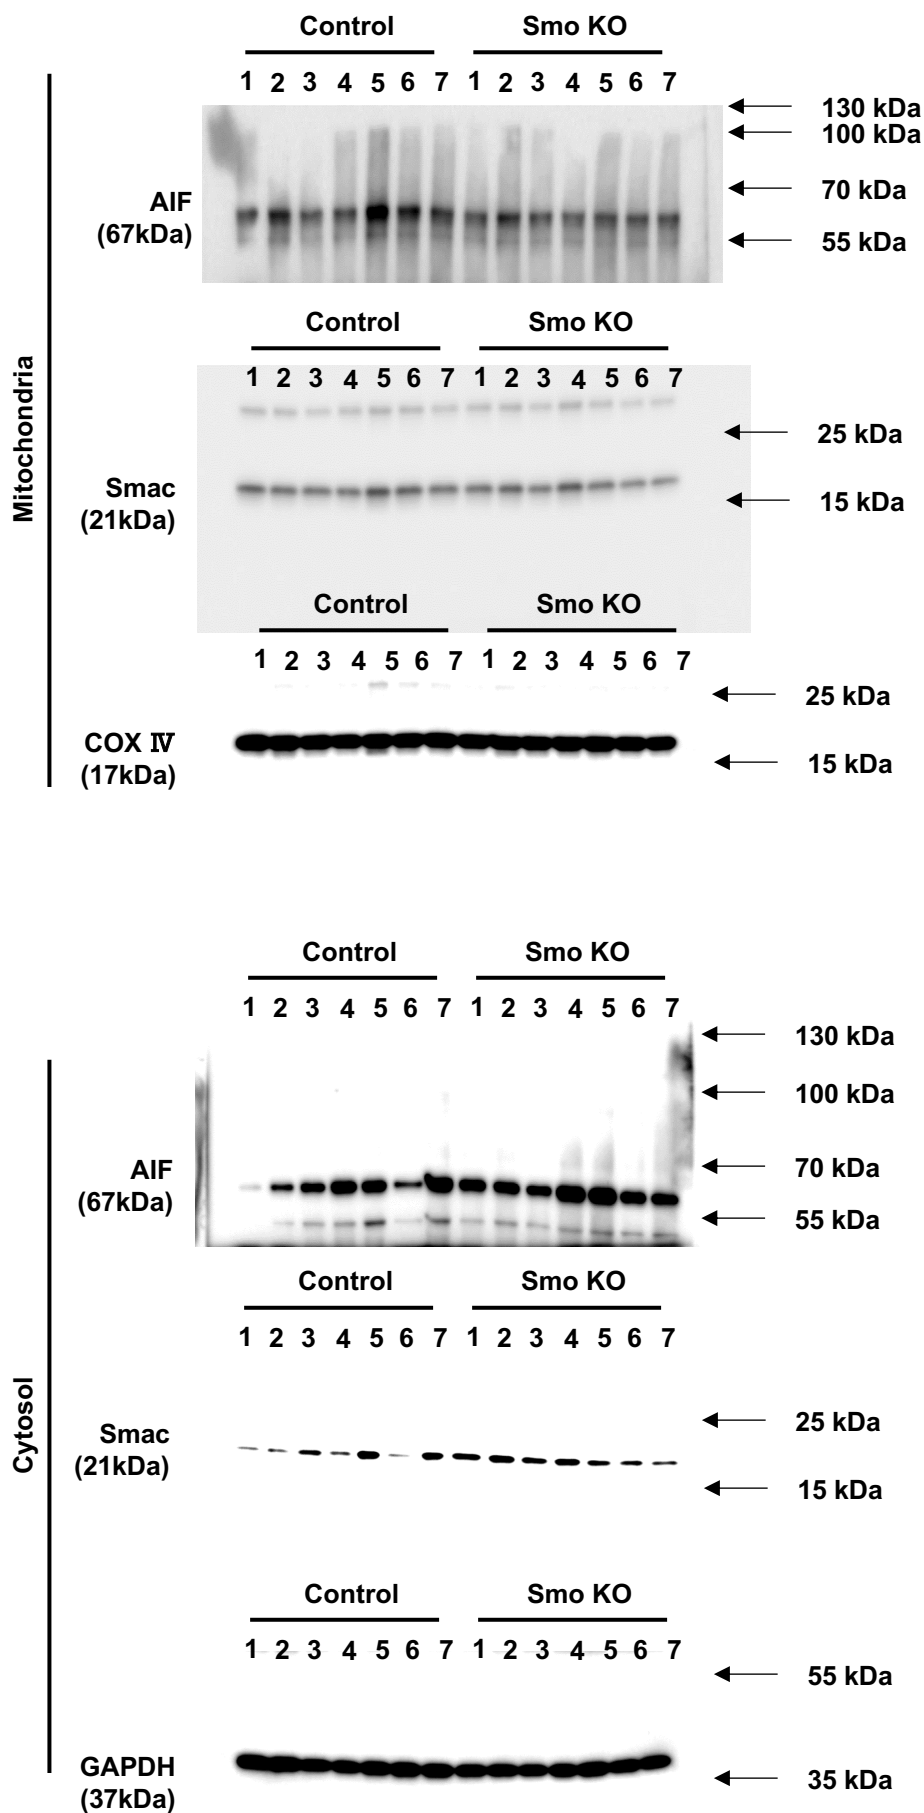

Figure 4H

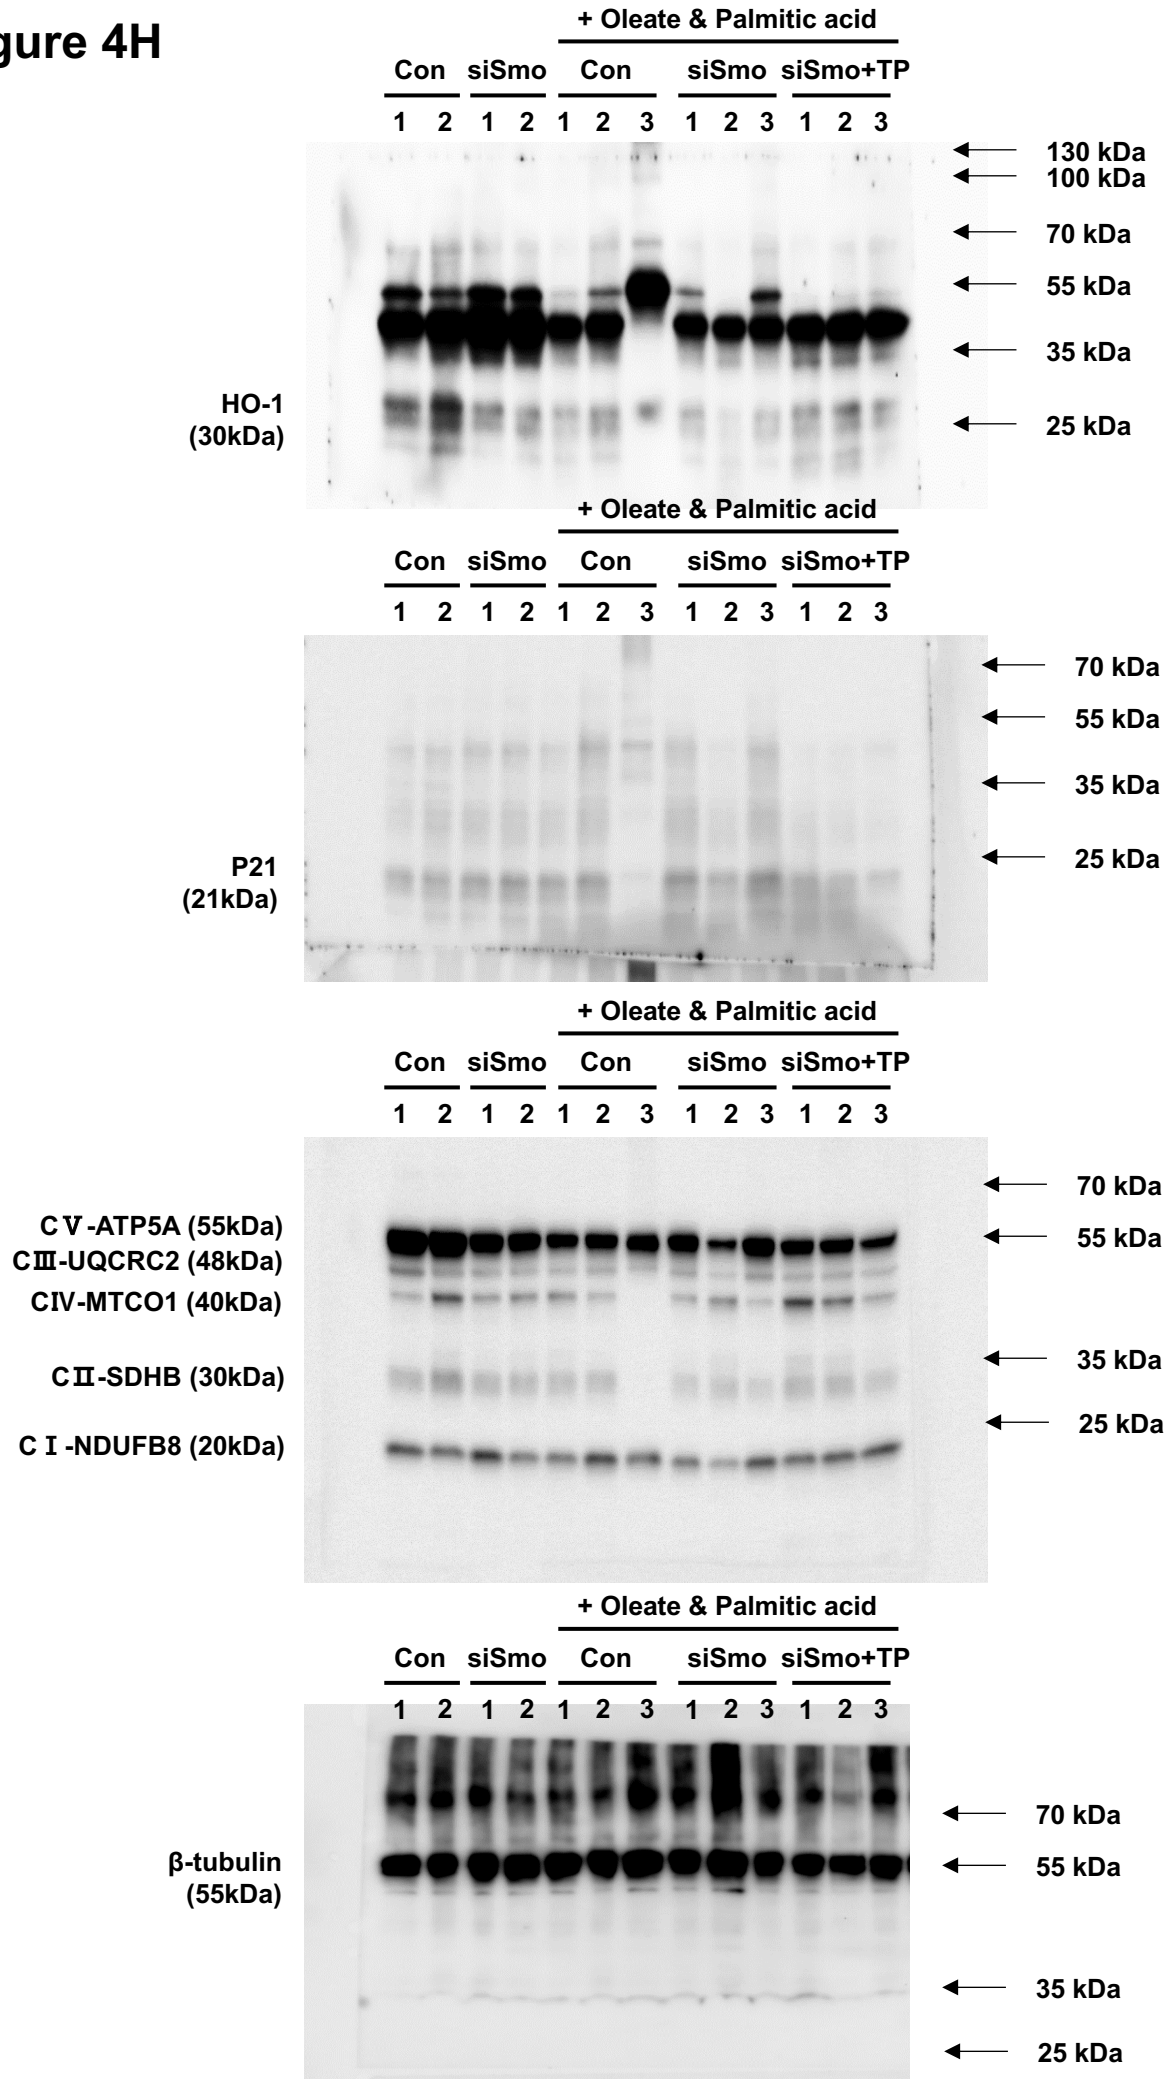

Figure 5F

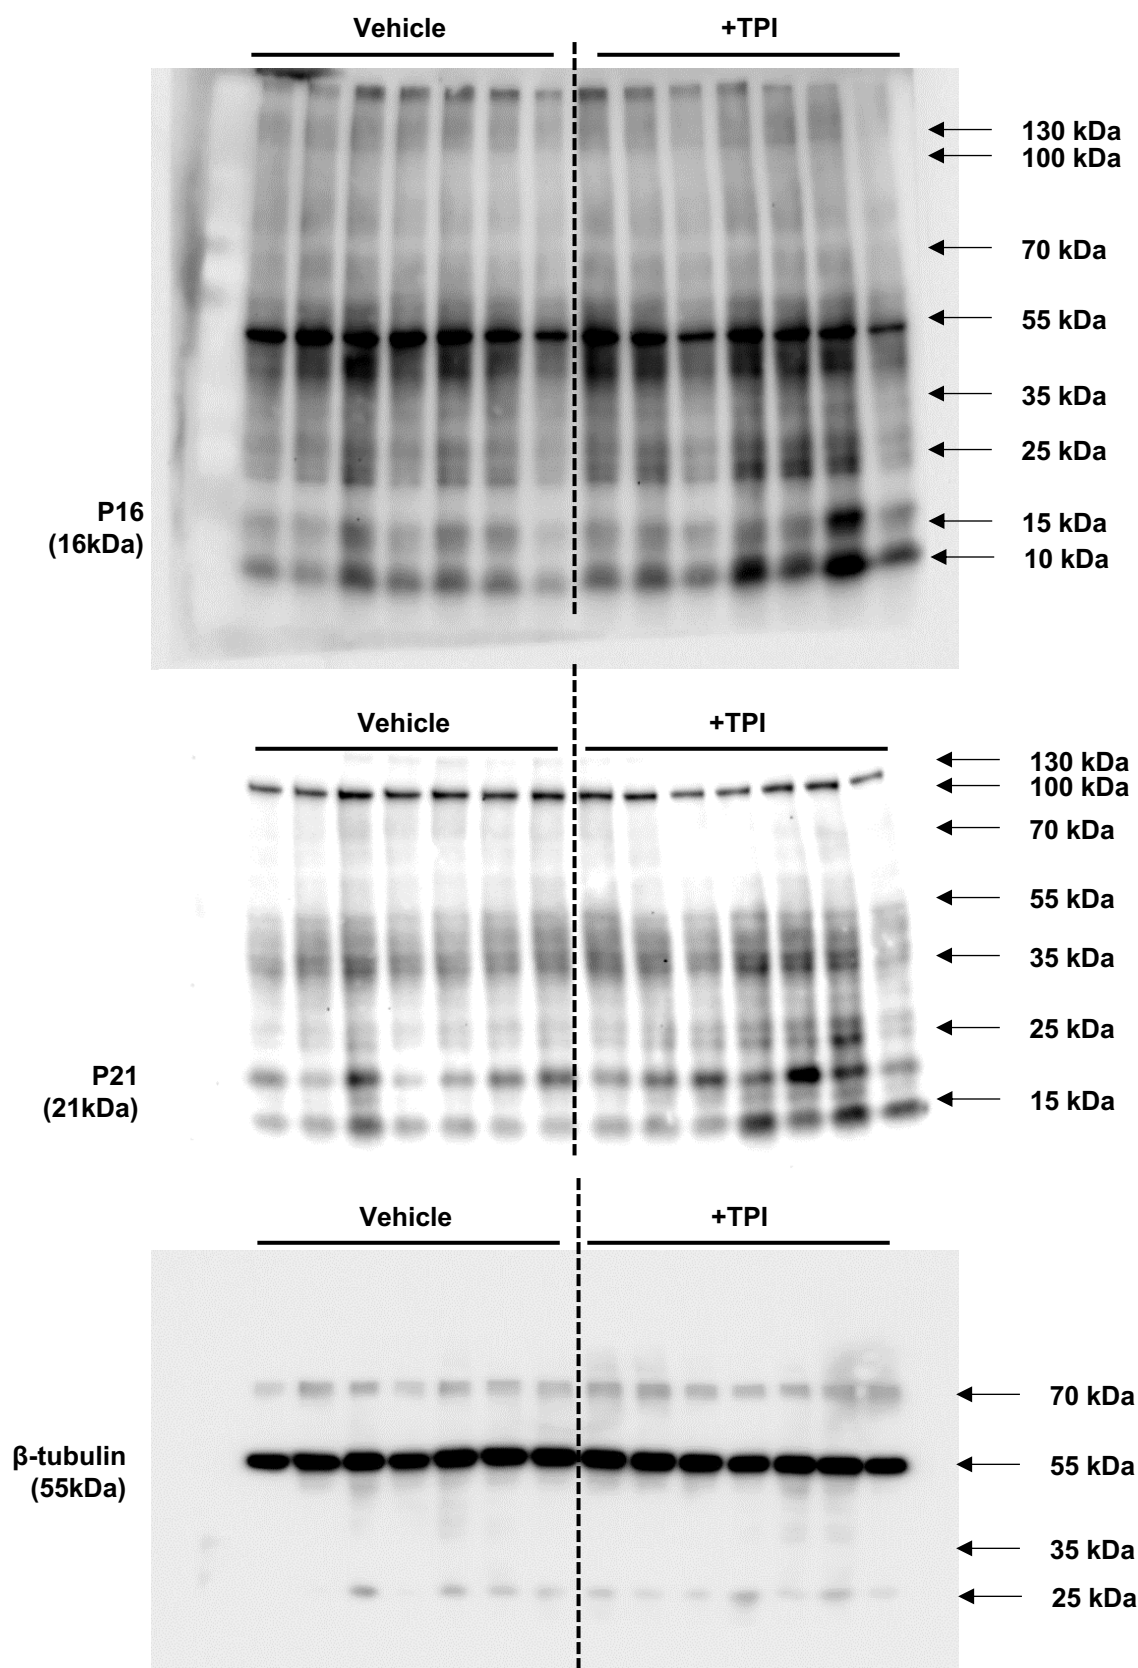

This is second appearance.

Figure 5H

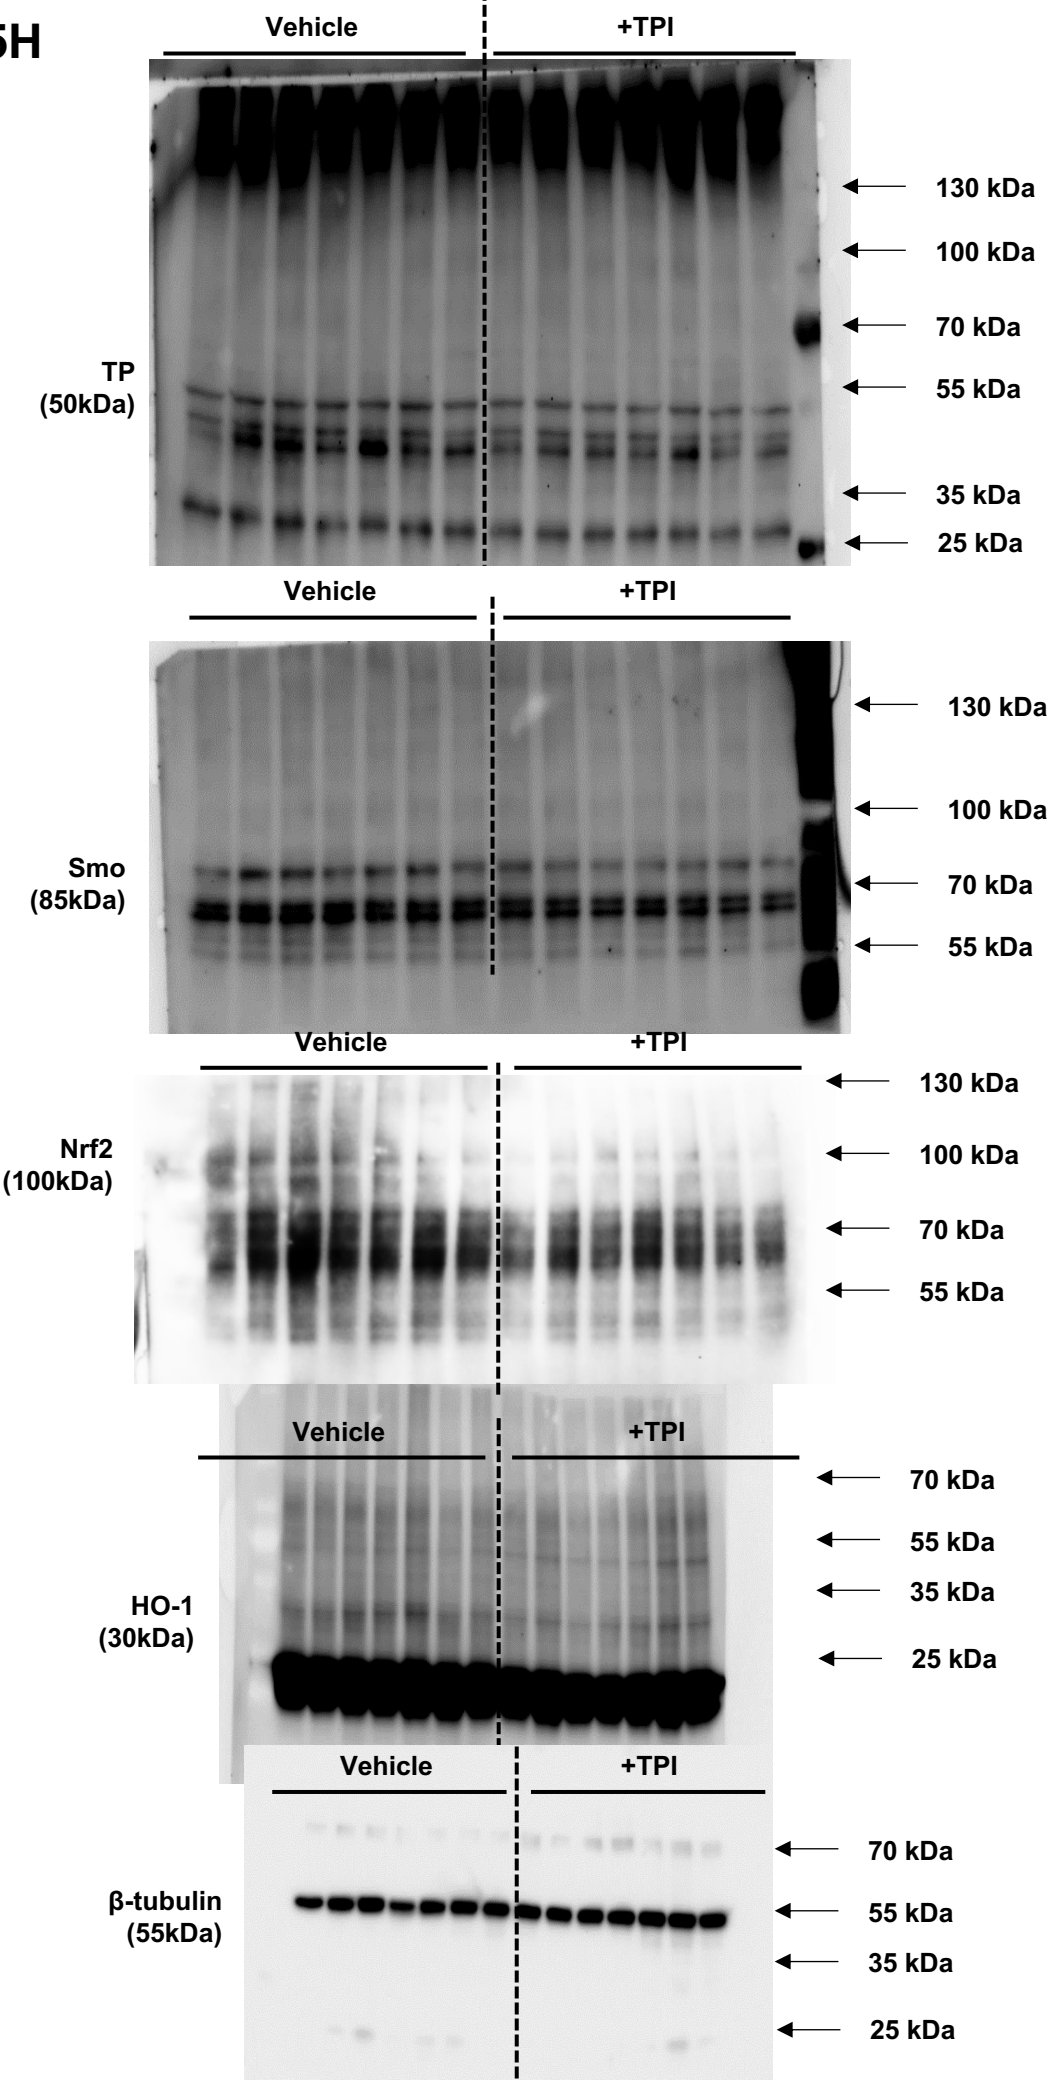

Figure 5l

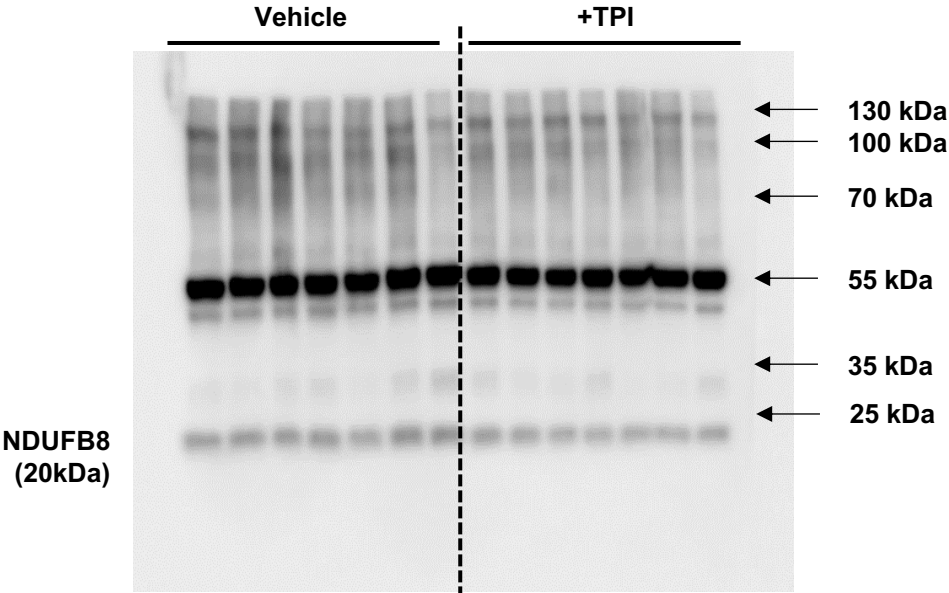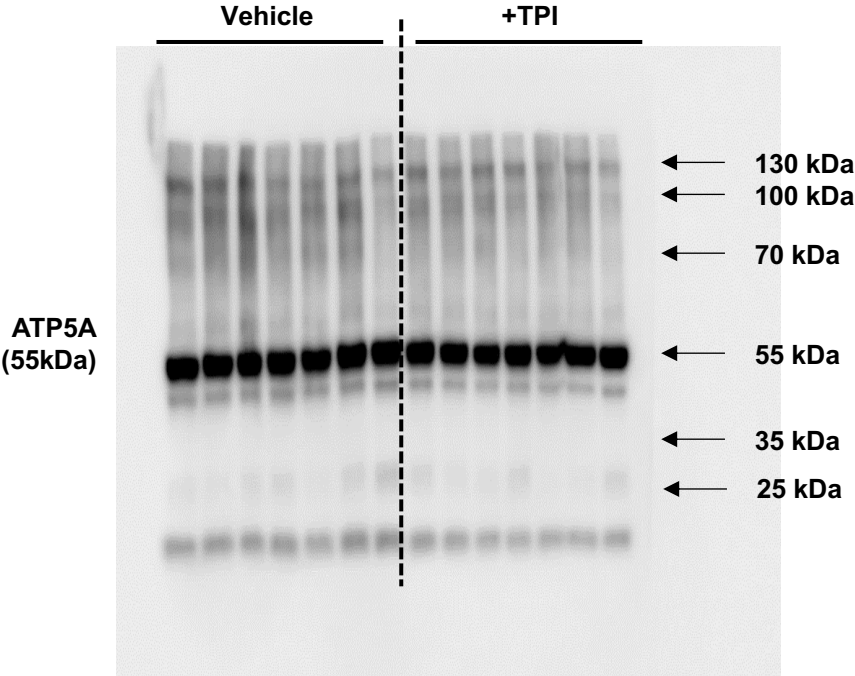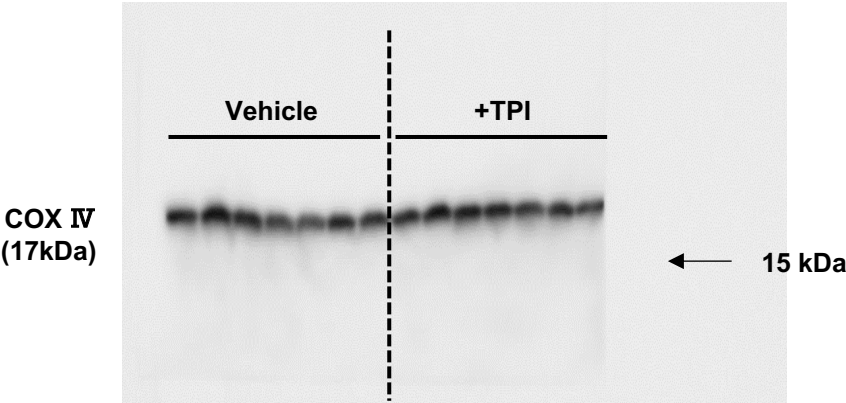

# Supplemental Figure 4

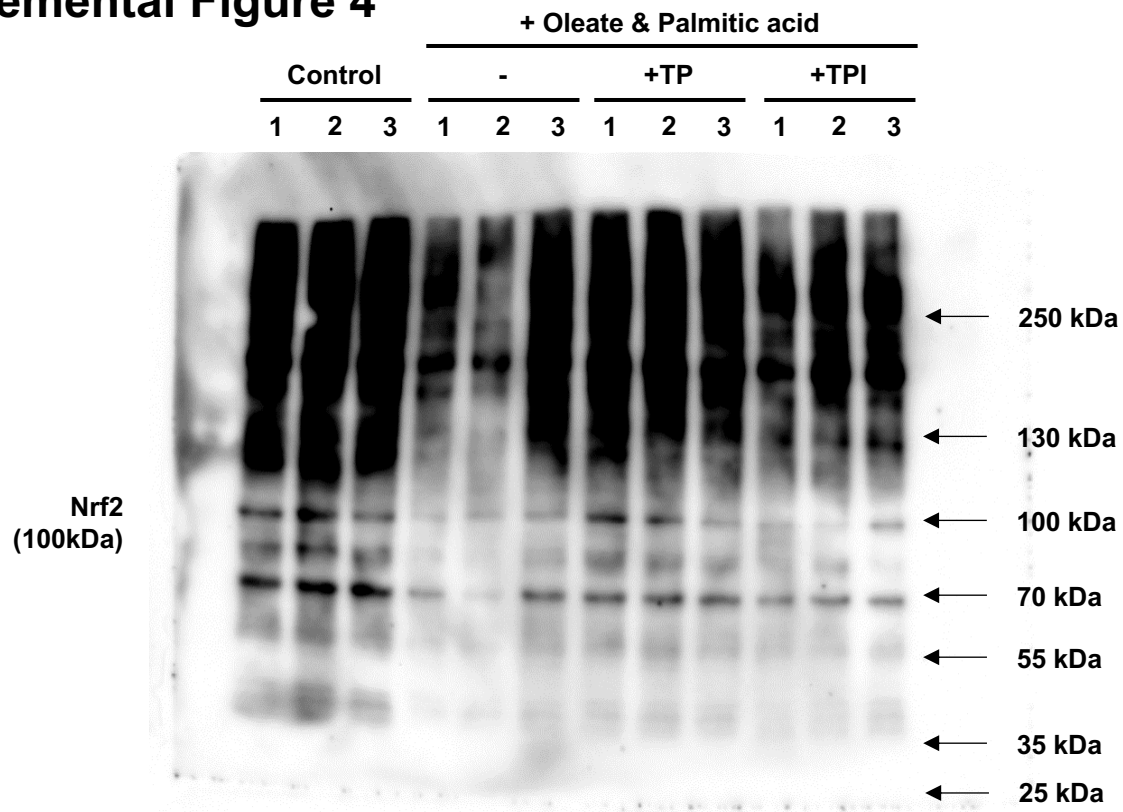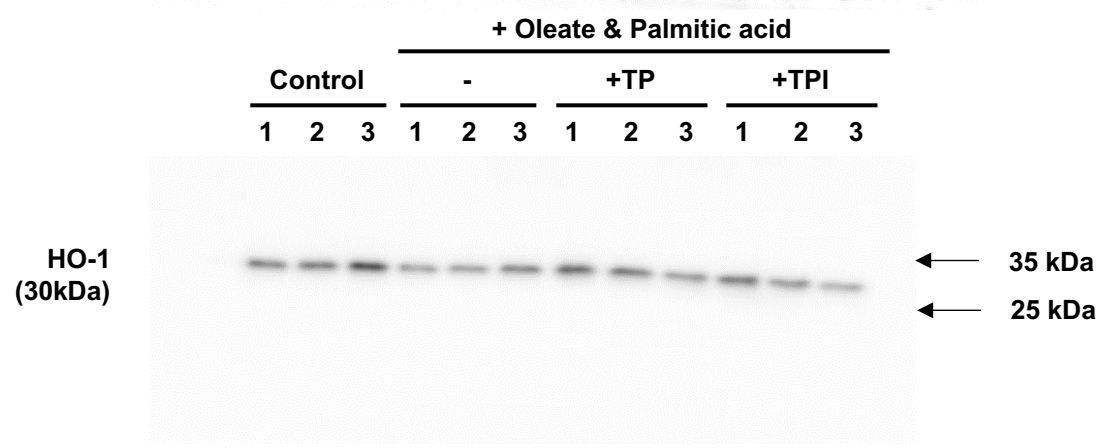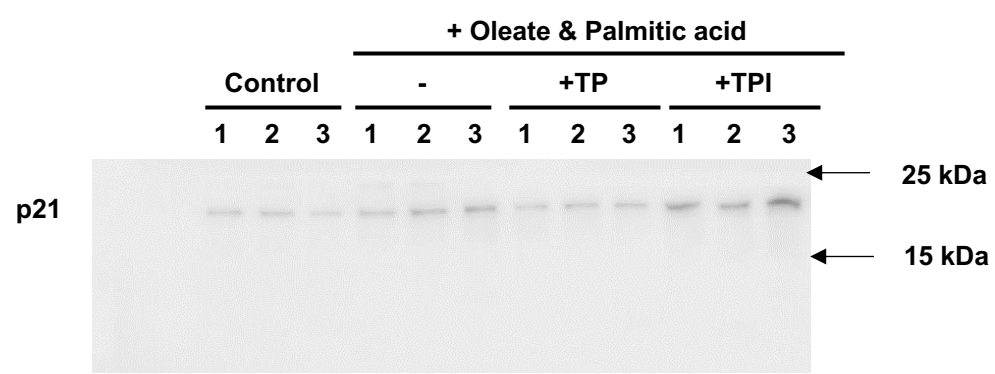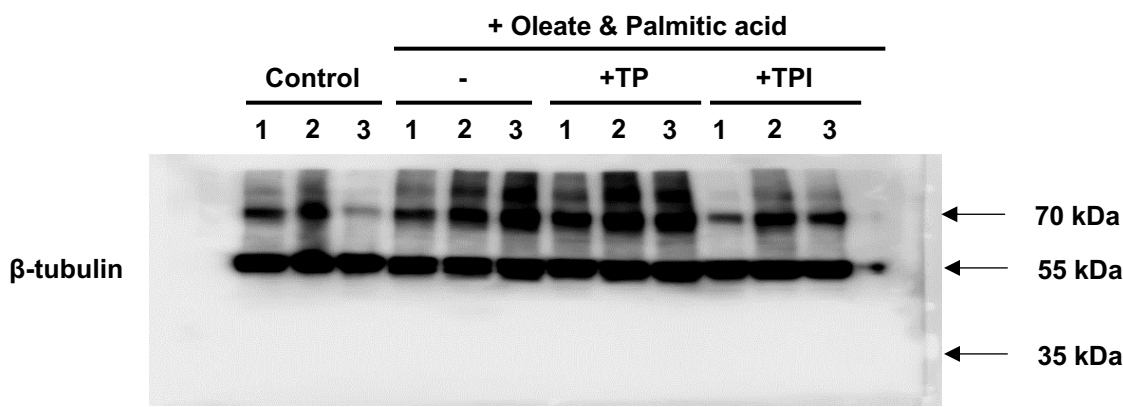

# Supplemental Figure 5

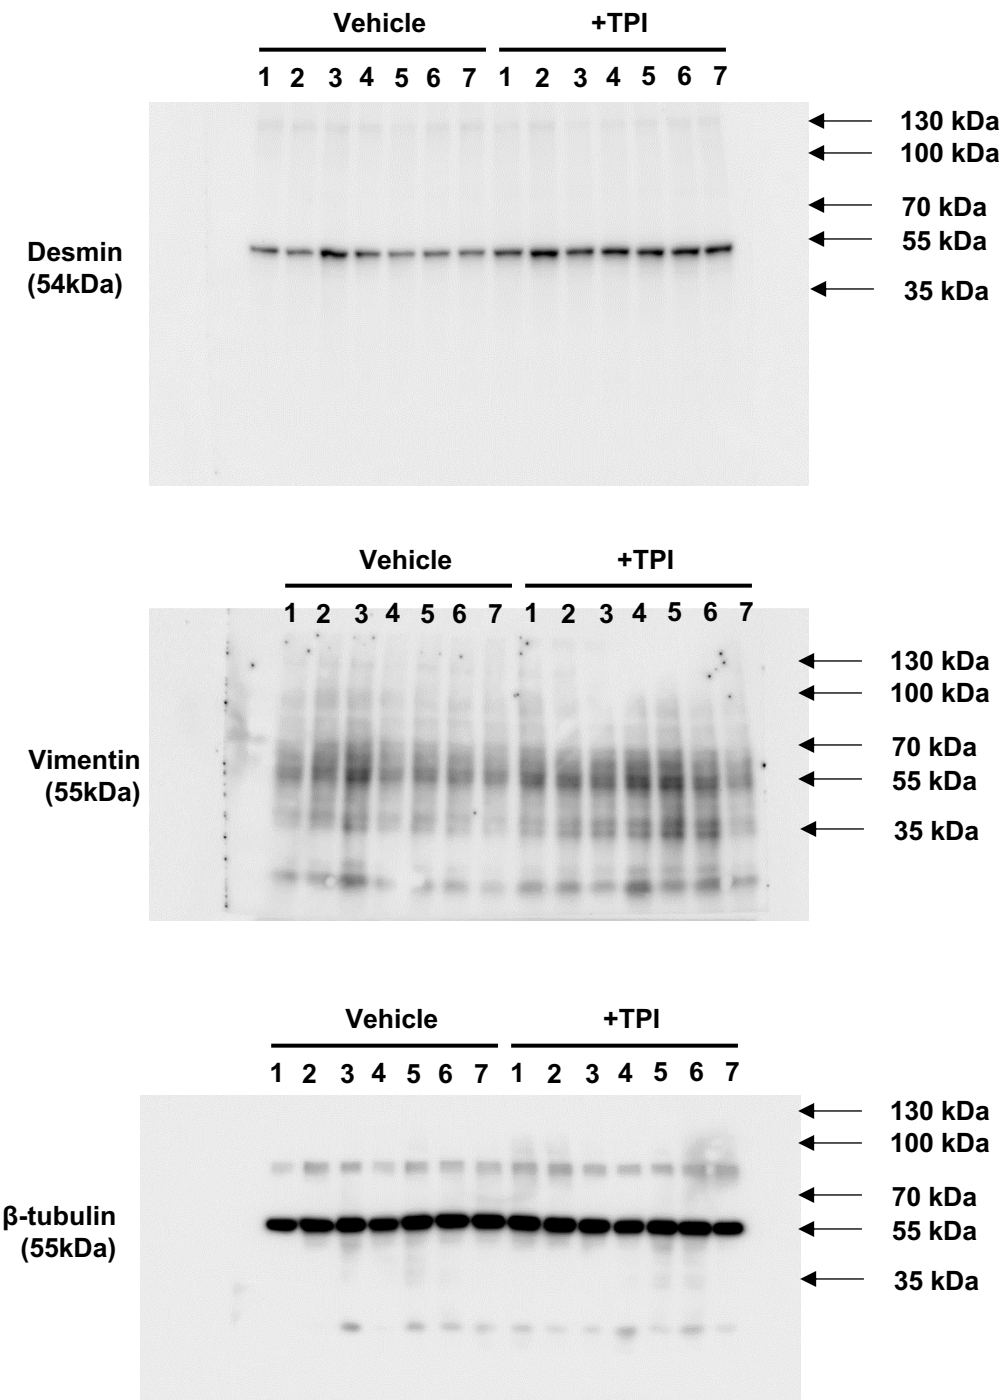

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

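Liver RNA of 4 control and 4 Smo-KO mice, all fed the CDA-HFD for 6 weeks and given a vector 1 week before sacrifice, was analysed from the counts that the authors deposited, 1 list of gene symbols and whole-number counts per liver. The lists have the form that htseq-count writes; the paper's text does not name the aligner, genome build, annotation or counting options, including whether strand was used. All lists hold the same 25239 symbols. Each also holds entries that name no gene: reads on no feature made up 8.33% ± 0.743 of the counted reads in control livers and 9.23% ± 0.330 in Smo-KO livers (SD, n = 4 each; exact permutation test, two-sided p = 0.114), and reads on more than 1 gene 2.55% ± 0.0719 and 2.51% ± 0.0456. These entries were left out of library sizes and tests. Library totals ranged from 8203299 to 9999732 reads on genes. The 10 most counted genes took 7.67% ± 0.185 of the reads in control and 7.55% ± 0.139 in Smo-KO livers.

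From these counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM scaling, estimateDisp, glmQLFit and glmQLFTest with genotype as the only term, Benjamini-Hochberg adjustment over 12977 genes). DESeq2 1.42.0 served for the principal components (blind variance-stabilizing transformation, 500 most variable genes) and as an alternative test. Standard errors of log2 fold changes are those implied by edgeR's F statistic. CPM are counts divided by the library size after TMM scaling, and log2 CPM used a prior count of 2. Comparisons of single values used exact permutation tests over the 70 assignments of 4 of 8 mice, two-sided. Enrichment scores are weighted running sums over the signal-to-noise ranking of linear CPM, tested over the same 70 assignments. Camera and fry are from limma 3.58.1. Figures were drawn with matplotlib 3.10.9. Counting error is the only error that the depth describes: molecular identifiers are not given, so duplicates of 1 molecule cannot be recognized.

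Within each group, no pair of libraries was a copy of another: a chi-square of the counts between 2 livers of 1 group was between 7.76 and 17.5 per degree of freedom, where sampling alone gives about 1.

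The genes named were, apart from those given at the end of this paragraph, chosen before the data were examined, by a rule: Smo; the genes labelled in Supplemental Figure 1B; the genes whose proteins the paper measured in livers of CDA-HFD-fed mice or on its cytokine array; the 5 genes per direction with the lowest adjusted p among those under 0.05 whose groups do not overlap (there were 0); and the 3 genes per list of the paper with the smallest p in the list's direction. Only part of the proteins on the array was followed. The gene lists, 3 that follow Hallmark sets and 24 others (their results are in the closing section), were also fixed before the data were examined. So were the alternatives, apart from the lists and alternatives named below as added. Symbols missing from the count files were matched through the RefSeq table of assembly GRCm38.p6, used for names only; 157 of the 158 fatty acid metabolism genes and all 200 and 74 of the other 2 lists were found. Reactome sets shipped with fgsea 1.28.0 were paired with symbols through the same table. GC content and length came from the longest GENCODE M21 transcript of each symbol. Outside the rule, Acly, BC147527, Ddit4, Nr1d2 and the single T and NK lymphocyte, interferon, muscle and clock genes of the closing section were named after values were seen.

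The procedure was tested on simulated counts with the means, library sizes and dispersions of these livers, in 5 runs of a median of 12885 genes tested, 200 genes drawn as changed in each. edgeR's test recovered 75.1% of the changed genes (93.3% of those changed 2-fold or more) with 5.20% false calls, and DESeq2 78.0% (92.7%) with 10.5% false calls; with nothing changed, edgeR called at most 1 gene and DESeq2 at most 3. The enrichment test gave the smallest possible p in 5 of 5 runs for a list of changed genes and in 0 of 5 for a list of unchanged ones. The changed list held only genes that were raised in the simulation. These runs therefore do not show how the test performs on lists with small or mixed changes.

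Alternatives tried were other size factors, DESeq2's test, no filter and a filter of at least 10 counts in every sample, the replicate number as a block, each mouse left out in turn, other transformations for the principal components, other rankings, tests and lists for the enrichment scores, and each choice of 3 mice per group. DESeq2 on genes with at least 10 counts in total was added after seeing that it tests as many genes as the paper's volcano plot gives, and 4 short gene lists (ATF4 targets, clock genes of 2 phases and PPAR alpha targets) were added after values of related genes were seen. Protein, histology and serum measurements of the paper were not analysed here. Results of 3 single genes, among them 1 of the 10 groups with a mouse far from the others and 1 gene named by the rule above, are not reported here; all counts still include them.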

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

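The tests of the PPAR alpha targets were chosen only after values of related genes had been seen. In the 216 groups of 4 mice examined (108 measures in control and in Smo-KO livers), 10 held a mouse far from the other 3, where chance gives about 10.8, so their number is no more than chance. No explanation was tested for any single one of them, technical or biological.

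Smo-KO mouse 1 was far from the other Smo-KO mice in 3 measures. Its Fgf21 was 64.4 CPM, against 12.0 to 15.7 CPM in the others; without it, the log2 fold change of Fgf21 moved from -1.48 to -2.43. Its fatty acid metabolism score was -0.0405, against 0.0717 to 0.0832, so 1 mouse went against the direction of the group. Its 1 read of Adipoq gave 0.103 CPM, against 0 in the others, which is counting noise at this depth. The same mouse had the Smo level and the PC1 coordinate nearest to the controls, but neither was far enough from the others by the same criterion.

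Smo-KO mouse 3 had the fewest reads on genes, 8203299, against 9367795 to 9543675 in the other Smo-KO mice. Its Vnn1 was 81.5 CPM, against 49.9 to 54.5 CPM. CPM are scaled to library size, and the groups could not be told apart in mean reads on genes (exact permutation test, two-sided p = 0.257).

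In Smo-KO mouse 4, 4833411C07Rik was 18.3 CPM, against 11.5 to 12.2 CPM, and Glb1 was 13.3 CPM, against 11.5 to 11.7 CPM. Among control mice, Hmox1 was 86.3 CPM in mouse 2, against 106 to 109 CPM, and Sod2 was 206 CPM in mouse 1, against 191 to 192 CPM. Hmox1 in that control mouse lay within the Smo-KO range.

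The paper does not report on PPAR alpha targets. Of a list of such targets, 6 lie outside the fatty acid oxidation list and had not been named before the list was written. They were not all new to the tests, since 1 of the 6 is in the fatty acid metabolism list. Plin2 and Angptl4 of the target list are in the adipogenesis list. The mean log2 CPM of the 6 genes was higher in Smo-KO than in control livers by 0.53 (standard error 0.20, exact permutation test, two-sided p = 0.0286, n = 4 per group). Of these genes, 6 of 6 were higher, and the Smo-KO mice lay from 0.19 to 1.05 above the control mean. A trend on GC content or transcript length was argued against for the oxidation genes, whose difference was 0.22 (standard error 0.086) after its removal, with an exact p of 0.0571. A candidate explanation is a higher activity of PPAR alpha in Smo-KO livers. It is a hypothesis, since the list was written after the oxidation genes were seen and was tested on the same livers. Against it, Fgf21, which is also a PPAR alpha target, was lower on average, with an exact permutation p of 0.0857. A direct effect of the loss of Smo in hepatocytes and the content of the 2 vectors remain open, as does a difference in feeding before sacrifice, which was not tested.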

How the results depend on the processing

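The alternatives were set before the data were examined, apart from DESeq2 on genes with at least 10 counts in total and the share on PC1 without each mouse, which were chosen after seeing the data. No scaling moved the median log2 fold change of all genes by over 0.1. The cause of the changes given here was not tested, except where fewer mice or fewer genes entered by construction.

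The number of genes with an adjusted p under 0.05 depended on the test. It was 0 in edgeR's quasi-likelihood test, and also with RLE size factors and with at least 10 counts in every sample. It was 163 with DESeq2's Wald test, 61 with no filter, 170 with DESeq2 on genes with at least 10 counts in total, and 15 at an adjusted p of 0.1. Across the 8 fits that each left out one mouse it ran from 0 to 78. Without Smo-KO mouse 1 it was 78, without control mouse 1 it was 5 and without Smo-KO mouse 3 it was 4. All 163 genes of DESeq2 were among the 170. In simulated data with 200 changed genes, edgeR called 148 to 163 genes at this sample size. The simulated changes had sizes set by hand, many of them 2-fold or more. They therefore cannot tell whether the number of mice explains the count of 0. The number of genes past the volcano plot's thresholds stayed within 1.5 times of 303 under the alternatives that kept all mice, and ran from 227 to 457 across the 8 fits, with 457 without Smo-KO mouse 1. Of the 303 genes, 267 were also past the thresholds in DESeq2.

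Same-numbered control and Smo-KO mice deviated together with correlations of 0.104, 0.187, 0.0611 and 0.113, not over 0.1 in every pair, so the numbers were not taken to pair the mice. Their mean, 0.116, was nevertheless the highest of the 24 ways to match the mice, so a pairing is not excluded. With the replicate number as a block, 8 genes had an adjusted p under 0.05 in edgeR's test (2 higher, 6 lower), 4 of them among the 163 genes of DESeq2. BC147527 and Gm4841 were among the 8. Of the 8 assignments that swap groups within numbers, 1, the real one, gave as many, a design that cannot show a share under 0.05. With the replicate block and a ranking by the signed root of F in place of the signal-to-noise ratio, the scores of pericentral hepatocytes (0.296) and of hepatocyte-specific transcripts (-0.345) were reversed. Which of the 2 changes reversed them was not tested. The block gave a camera p for cholesterol homeostasis of 0.00164 and 9 other lists with an adjusted p under 0.05 by camera with the preset correlation.

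The log2 fold change of Smo kept its direction and size, -0.87 with DESeq2, -0.88 with no filter and -0.87 with DESeq2 on genes with at least 10 counts in total, where its adjusted p passed 0.05 (0.00613, 0.0385 and 0.00657), and from -0.997 to -0.811 without each mouse. The share of variance on PC1 was 27.1% with log2 CPM and 32.0% with all genes, and ran from 38.8% to 45.6% without each mouse. The PC1 difference between groups ran from 8.94 to 12.6 and the share of squared distance from 29.9% to 40.5% in the 8 fits, where the exact permutation p was as high as 0.0857 and 0.0571 for 3 mice against 4. With all 8 mice both kept an exact p of 0.0286 in each setting.

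The 3 scores of the paper's lists kept their direction in all alternatives but the Reactome sets. There, adipogenesis was -0.221 (exact permutation p = 0.514) and fatty acid metabolism -0.223 (exact permutation p = 0.657). Cholesterol homeostasis had a p of 0.00561 by camera with the preset correlation and the adjusted p passed 0.05 there and with the block, not by fry or the estimated correlation. Of the 24 other lists, 10 passed an adjusted p of 0.05 by camera with the preset correlation and 0 by the other tests.

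For named genes and other lists, 63 results of genes and 48 of lists were each compared with their main value, once per alternative. Of these comparisons, 789 of genes and 308 of lists stayed the same. The result became stronger in 57 and 28 of them, weaker in 0 and 8, and reversed in 35 and 40. Staying the same means only the same sign and, where a p was computed, the same side of 0.05. That p was adjusted for genes and unadjusted for lists. No gene could become weaker, since none had an adjusted p under 0.05 in the main test. Il15 was 0.00297 with RLE size factors, 0.00278 with DESeq2, 0.00204 with at least 10 counts in every sample, 0.00476 with the replicate block and 0.00173 with DESeq2 on genes with at least 10 counts in total, and Vdac1 was -0.000555 with the replicate block. Without each mouse the log2 fold change ran from -0.0841 to 0.296 for Adgre1, from -0.100 to 0.0709 for Vim, from -0.00708 to 0.197 for Des, from -0.207 to 0.0302 for Cdkn1a, from -0.0689 to 0.0697 for Glb1, from -0.147 to 0.0224 for Nfe2l2, from -0.0477 to 0.0399 for Vdac1, from -0.0442 to 0.0966 for Sdhb, from -0.315 to 0.0043 for Il1b, from -0.103 to 0.0922 for Il15, from -0.267 to 0.0031 for Csf1 and from -0.196 to 0.662 for Cxcl13.

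With the signal-to-noise ratio on log2 CPM the score became -0.46 for skeletal muscle, -0.39 for the glucocorticoid and metal response, -0.235 for hepatocyte-specific transcripts and -0.376 for neutrophils. Without each mouse it ran from -0.403 to 0.422 for the Hedgehog pathway, from -0.29 to 0.832 for skeletal muscle, from -0.472 to 0.355 for pericentral hepatocytes, from -0.338 to 0.388 for hepatocyte-specific transcripts and from -0.556 to 0.662 for neutrophils. Set tests gave opposite directions with large p-values for 3 lists. In the order camera with preset correlation, camera with estimated correlation and fry, these were 0.778, 0.780 and 0.106 for the Hedgehog pathway (0.964, 0.965 and 0.901 with the replicate block), 0.435, 0.726 and 0.707 for pericentral hepatocytes (0.463, 0.728 and 0.637) and 0.798, 0.867 and 0.730 for hepatocyte-specific transcripts (0.735, 0.863 and 0.736).

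Depth limits the genes with at most 3 reads in every Smo-KO liver, such as Acta1 and A1bg, whose fitted fold changes are not printed for that reason.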

Differences from the paper's values

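The paper's values here were read by eye from its figure. In Supplemental Figure 1A, the lowest PC1 coordinate of a control mouse is about -5.3; here it was -8.20. Of the 3 alternatives set before the data were examined, rlog in place of the variance-stabilizing transformation gave -5.23, while log2 CPM gave -10.1 and all genes of the filter gave -13.0. The highest PC1 coordinate of a Smo-KO mouse is about 6.6 there and was 10.4 here, within the SD of 4.58 of the Smo-KO mice; rlog gave 6.58, log2 CPM 17.7 and all genes of the filter 19.4.

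In Supplemental Figure 1B, the paper's -log10 p of Mt1 is about 10 and that of Gldc about 9.2; here they were 4.95 and 4.55 in edgeR's quasi-likelihood test. Of the 13 alternatives set before the data were examined, DESeq2's Wald test gave 9.94 for Mt1 and 9.03 for Gldc, and the other 12 gave values that still differed, from 4.00 to 6.22 for Mt1 and from 3.74 to 5.95 for Gldc. DESeq2 on genes with at least 10 counts in total, chosen after seeing the values, gave 10.01 for Mt1 and 9.22 for Gldc.

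From PCA, the paper's text states substantial differences between the transcriptomes of control and Smo-KO livers. It cites Supplemental Figure 1, A and B, where panel B shows the differentially expressed genes. No gene had an adjusted p under 0.05 in edgeR's test here, while 1797 had an unadjusted p under 0.05. Genes passed an adjusted p of 0.05 under DESeq2 (163), with no filter on low counts (61), with the replicate number as a block (8), without Smo-KO mouse 1 (78), without control mouse 1 (5) and without Smo-KO mouse 3 (4), and, chosen after seeing the values, under DESeq2 on genes with at least 10 counts in total (170).

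The paper states that adipogenesis and fatty acid metabolism genes were upregulated and cholesterol homeostasis genes downregulated. The enrichment scores here had these directions and were close to those in Supplemental Figure 1C, about 0.28, 0.30 and -0.43. In the same order they were 0.283, 0.303 and -0.433 here. None was past an exact permutation p of 0.05. With Reactome sets the first 2 had the opposite sign, -0.22 and -0.22 (exact permutation p = 0.514 and 0.657). Camera with its preset correlation, set before the data were examined, gave cholesterol homeostasis a p of 0.00561 and, with the replicate block, 0.00164.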

Other observations

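The tests of vector cargo, of immune cells of every kind, of skeletal muscle, of ATF4 targets, of the clock genes and of PPAR alpha targets were chosen only after values of related genes were seen. The relation of interferon to lymphocyte genes was tested on a pattern found in the same data. Besides these 7 hypotheses, library size, GC content or transcript length and other splits of the mice were tested.

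Other splits of the 8 mice bear on the gene counts. For genes with an adjusted p under 0.05 in edgeR's test, all 35 splits into groups of 4 gave as many as the real split, which gave 0, and the highest count of the other 34 was 1. For genes with an unadjusted p under 0.05, only the real split of the 35 gave as many (1797, against at most 1485 and a median of 504 in the others). For genes past the volcano plot's thresholds it was again 1 of 35 (303, against at most 191), and for DESeq2 on genes with at least 10 counts in total also 1 of 35 (170, against at most 82). An arbitrary grouping of the mice is therefore argued against for the last 3 counts.

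Of the 24 other gene lists, 0 had an adjusted p under 0.05 by exact permutation. With 4 mice against 4 this number says little, since the smallest possible p, 0.0286, becomes 0.686 when 1 list of the 24 reaches it. The lowest unadjusted p was that of T and NK lymphocyte genes. Enrichment scores, each with its two-sided exact permutation p, were -0.91 (p = 0.0286, adjusted p = 0.686) for T and NK lymphocytes, -0.844 (p = 0.171) for the interferon response, -0.768 (p = 0.314) for endothelial cells, -0.63 (p = 0.0857) for Nrf2 targets, -0.621 (p = 0.400) for cholesterol biosynthesis enzymes, -0.606 (p = 0.429) for periportal hepatocytes, -0.592 (p = 0.429) for proliferation, -0.582 (p = 0.486) for B cells, -0.555 (p = 0.143) for senescence, -0.486 (p = 0.657) for fibrosis and -0.25 (p = 0.971) for pericentral hepatocytes. Positive scores, with the same exact permutation p, were 0.648 (p = 0.143) for fatty acid oxidation enzymes, 0.583 (p = 0.286) for macrophages and Kupffer cells, 0.579 (p = 0.629) for sex-dependent genes, 0.557 (p = 0.314) for oxidative phosphorylation subunits, 0.549 (p = 0.543) for the acute phase, 0.548 (p = 0.629) for cholangiocytes, 0.47 (p = 0.257) for adipocyte and lipid droplet genes, 0.466 (p = 0.600) for circadian genes, 0.461 (p = 0.83) for skeletal muscle, 0.443 (p = 0.543) for the glucocorticoid and metal response, 0.388 (p = 0.914) for neutrophils, 0.385 (p = 0.657) for the Hedgehog pathway and 0.266 (p = 0.914) for hepatocyte-specific transcripts. Camera with the preset correlation called 10 of these lists, and none of the 10 was called by fry or with the estimated correlation.

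All 16 T and NK lymphocyte genes tested were lower in Smo-KO livers, 13 with an unadjusted p under 0.05. Among them, Cd3e had a log2 fold change of -0.98, Cd4 of -1.09 and Cd8a of -0.77. Of the 16, 1 (Il2rb) was labelled by the paper on these libraries, 0 are in another list, and all 16 had at least 10 reads in every control liver. The mean log2 CPM of the list was lower by 0.74 on average in Smo-KO livers (exact permutation p = 0.0286). The enrichment score passed an exact p of 0.05 in 2 of the 8 fits that left out a mouse (range of scores -0.937 to -0.844), and not on log2 CPM. A difference in library size is argued against, since after thinning each library to 8203299 reads the difference was -0.731 (standard error 0.199), as is a trend on GC content or transcript length, after whose removal it was -0.77 (standard error 0.177). A loss of immune cells of every kind is argued against too: relative to macrophage and Kupffer cell genes, the difference in T and NK genes was -0.875 (standard error 0.19, exact permutation p = 0.0286). The content of the vectors cannot be told apart from the loss of Smo, since 0 groups separate them. Fewer T and NK lymphocytes in Smo-KO livers may explain the pattern, as may lower expression per cell, and whole-liver reads do not separate these.

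All 35 interferon response genes were lower in Smo-KO livers, 25 with an unadjusted p under 0.05, among them Cxcl9 (-1.55). Of the 35, 2 were labelled by the paper. The mean difference was -0.678 (standard error 0.283) after thinning and -0.68 (standard error 0.276) after removing the trend on GC content and length, each with an exact permutation p of 0.0857, so it stayed but did not pass 0.05. Whether it follows the lymphocyte content was tested within groups over 8 mice: Pearson's r was 0.31 (exact permutation p = 0.477), Spearman's rho was 0.524 (p = 0.222), and r was -0.129 without the 2 mice farthest from the median. It was the 1 relation computed, and it shows no relation that 8 mice can establish.

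Acta1 reads in control livers (50 in the 4 livers, 5 in Smo-KO) could come from skeletal muscle. Of the 19 other genes of the muscle list, 13 had at most 3 reads in every Smo-KO liver; they had 9 reads together in the 4 control livers and 15 in the Smo-KO livers, and Ckm had 1 and 2. Muscle tissue is argued against by these counts. No other explanation was tested.

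Fgf21 and Gdf15 had lower means in Smo-KO livers (log2 fold changes -1.48 and -0.77). Their adjusted p was 0.247 and 0.287 in edgeR's test, and their exact permutation p was 0.0857 and 0.229. Gdf15 in control mice 3 and 4 (60.8 and 54.7 CPM) lay within the Smo-KO range, 34.6 to 75.9 CPM. A lower ATF4-driven stress response was tested with 22 other ATF4 targets, from which Ddit4, seen beforehand to fall, had been taken out. Their mean difference was -0.282 (standard error 0.146, exact permutation p = 0.114), with 16 of 22 lower, so the groups cannot be told apart on this list and the explanation stays open.

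A different time of day at sacrifice was tested because Nr1d2 was higher in Smo-KO livers (log2 fold change 0.49). The gap between clock genes of the Arntl phase and of the Dbp phase was -0.682 (standard error 0.421, exact permutation p = 0.171), with Arntl at -1.33, Per2 at 0.63 and Per3 at 0.76, but Nr1d1 at -0.71. The spread between control mice was large, and the explanation cannot be told apart from chance.

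BC147527 was chosen here after its values were seen. It rose from 0.307 ± 0.131 to 2.61 ± 1.39 CPM (SD, n = 4 each), a log2 fold change of 3.02 with an adjusted p of 0.0957 in edgeR's quasi-likelihood test. The control mean lay at the level of 3 reads (0.297 to 0.366 CPM), so the size of this fold change is uncertain. Whether reads were shared with similar genes was not tested.

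The paper measured proteins in livers of CDA-HFD-fed mice, without saying whether these were the sequenced livers. It also used a cytokine array, on sera and hepatocyte-conditioned medium of chow-fed mice, so the diet and the material differ from those here. The 55 genes followed encode proteins measured in those livers and only part of the proteins on the array. Of these 55, 45 passed the filter, 9 had an unadjusted p under 0.05 (1 higher, 8 lower) and 4 had no reads. The lowest adjusted p was 0.116 in edgeR's test, for Cxcl9 (log2 fold change -1.55, exact permutation p = 0.0571). DESeq2 on genes with at least 10 counts in total, chosen after seeing the data, gave Cxcl9 an adjusted p of 0.0450. Its unadjusted p in edgeR's test was under 0.05 in all 8 fits that left out a mouse. At the RNA level the log2 fold change was -0.32 for Hmox1, -0.36 for Col1a1 and 0.36 for Ccl6, the 1 gene that was higher. In Smo-KO livers the paper reports less HO1 protein, the direction of Hmox1 here, and more Col1 protein, opposite to Col1a1 here. Their exact permutation p was 0.0571 for Hmox1 and 0.0857 for Col1a1. Gdf15, whose protein the paper found increased in sera and medium, was also among the 8 lower genes. Tymp was not among the 9. Its log2 fold change was -0.40 (unadjusted p = 0.065, adjusted p = 0.394 in edgeR's test, exact permutation p = 0.171), with an unadjusted p under 0.05 in 2 of the 8 fits that left out a mouse.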
